# TEQUILA-seq: a versatile and low-cost method for targeted long-read RNA sequencing

**DOI:** 10.1038/s41467-023-40083-6

**Published:** 2023-08-08

**Authors:** Feng Wang, Yang Xu, Robert Wang, Beatrice Zhang, Noah Smith, Amber Notaro, Samantha Gaerlan, Eric Kutschera, Kathryn E. Kadash-Edmondson, Yi Xing, Lan Lin

**Keywords:** Transcriptomics, RNA sequencing, RNA sequencing, Transcriptomics

## Abstract

Long-read RNA sequencing (RNA-seq) is a powerful technology for transcriptome analysis, but the relatively low throughput of current long-read sequencing platforms limits transcript coverage. One strategy for overcoming this bottleneck is targeted long-read RNA-seq for preselected gene panels. We present TEQUILA-seq, a versatile, easy-to-implement, and low-cost method for targeted long-read RNA-seq utilizing isothermally linear-amplified capture probes. When performed on the Oxford nanopore platform with multiple gene panels of varying sizes, TEQUILA-seq consistently and substantially enriches transcript coverage while preserving transcript quantification. We profile full-length transcript isoforms of 468 actionable cancer genes across 40 representative breast cancer cell lines. We identify transcript isoforms enriched in specific subtypes and discover novel transcript isoforms in extensively studied cancer genes such as *TP53*. Among cancer genes, tumor suppressor genes (TSGs) are significantly enriched for aberrant transcript isoforms targeted for degradation via mRNA nonsense-mediated decay, revealing a common RNA-associated mechanism for TSG inactivation. TEQUILA-seq reduces the per-reaction cost of targeted capture by 2-3 orders of magnitude, as compared to a standard commercial solution. TEQUILA-seq can be broadly used for targeted sequencing of full-length transcripts in diverse biomedical research settings.

## Abstract (web summary)

The authors report TEQUILA-seq, a versatile, easy-to-implement, and low-cost method for targeted long-read RNA sequencing. TEQUILA-seq uncovers transcript isoforms and RNA mechanisms associated with human health and disease.

## Introduction

Alternative isoform variation is prevalent in eukaryotic transcriptomes and substantially diversifies eukaryotic gene products^1,2^. Various RNA-level regulatory processes, such as alternative splicing (AS) and alternative polyadenylation, can produce multiple transcript isoforms from a single gene^3,4^. Resulting transcript isoforms may differ in RNA localization, stability, and translational efficiency, or may code for protein isoforms with distinct structures and functions^5,6^.

Over the last decade, short-read RNA sequencing (RNA-seq) has been broadly used as the standard approach for transcriptome analysis^7^. Due to its read length, however, short-read RNA-seq is limited in its ability to resolve full-length transcript isoforms and complex RNA processing events^8^. By contrast, long-read sequencing platforms, such as Pacific Biosciences (PacBio) and Oxford Nanopore Technologies (ONT), can generate reads longer than 10 kb and directly sequence full-length transcript molecules end-to-end^9,10^. However, a major limitation of long-read sequencing platforms is that their throughput is multiple orders of magnitude lower than that of short-read platforms (Illumina, in particular)^11^. This limitation poses a major bottleneck for transcriptome analysis, which requires high sequencing coverage to accurately quantify transcripts and measure isoform proportions, as well as sensitively discover low-abundance transcripts.

Targeted sequencing, which involves enriching specific sequences of interest, provides a useful strategy for substantially enhancing transcript coverage of a preselected gene panel. Several approaches have been developed for targeted long-read RNA-seq. Single or multiplex long-range RT-PCR amplification utilizes primer pairs placed at terminal exons to amplify target transcripts, followed by long-read sequencing^12^. However, this approach may fail to enrich transcripts with novel alternative first or last exons, and may not scale up to large gene panels due to issues of primer cross-reactivity and amplification bias. Hybridization capture-based enrichment^13,14^ using biotinylated capture oligos such as RNA Capture Long Seq (CLS)^15^ is an efficient method for targeted long-read RNA-seq. Nevertheless, commercially synthesized biotinylated capture oligos are expensive and can only be used for a limited number of reactions, making the per-sample cost high for each targeted capture. Sheynkman et al. recently described an alternative hybridization capture-based approach called ORF Capture-Seq that uses directly synthesized biotinylated capture oligos from open reading frame (ORF) clones^16^. However, accessing and operating the human ORFeome library is resource- and time-consuming, and this approach cannot be applied to genes not included in the human ORFeome library.

To address these limitations, we have developed TEQUILA-seq (**T**ranscript **E**nrichment and **Q**uantification **U**tilizing **I**sothermally **L**inear-**A**mplified probes in conjunction with long-read **seq**uencing). A key innovation in TEQUILA-seq is that it uses nicking-endonuclease (nickase)-triggered isothermal strand displacement amplification (SDA) to synthesize large quantities of biotinylated capture oligos from an array-synthesized pool of non-biotinylated oligo templates. This strategy for synthesizing capture oligos makes TEQUILA-seq highly cost-effective and scalable for large gene panels and sample sizes. To benchmark its performance, we performed TEQUILA-seq using the ONT platform for multiple gene panels of varying sizes on synthetic RNAs or human mRNAs. To illustrate its biomedical utility, we applied TEQUILA-seq to profile full-length transcript isoforms of 468 actionable cancer genes across a broad panel of 40 breast cancer cell lines representing distinct intrinsic subtypes. We identified transcript isoforms enriched in specific subtypes and discovered novel transcript isoforms in extensively studied cancer genes such as *TP53*. Among cancer genes, tumor suppressor genes (TSGs) were significantly enriched for aberrant transcript isoforms targeted for degradation via mRNA nonsense-mediated decay, revealing a common RNA-associated mechanism for TSG inactivation. TEQUILA-seq can be broadly used for targeted sequencing of full-length transcripts in diverse biomedical research settings. Moreover, TEQUILA probes are compatible for both targeted RNA and DNA sequencing, on both long-read and short-read sequencing platforms. The ability to easily generate large quantities of biotinylated capture oligos for any target panel at a low cost and a high efficiency can facilitate large-scale and population-level studies for a wide range of basic, translational, and clinical applications.

## Results

### Overview of TEQUILA-seq

We developed TEQUILA as a versatile, easy-to-implement, and low-cost approach for generating large quantities of biotinylated capture oligos for any gene panel (Fig. 1a). First, single-stranded DNA (ssDNA) oligos are designed to tile across all annotated exons of target genes and synthesized using an array-based DNA synthesis technology. Next, TEQUILA probes are amplified from ssDNA oligo templates in a single pool using nickase-triggered SDA with universal primers and biotin-dUTPs. SDA enables isothermal amplification of internally biotinylated oligos through repeated cycles of nicking and extension reactions using a strand displacement DNA polymerase and pre-designed nickase-targeted nicking sites. This process allows large quantities of capture oligos to be generated from starting templates. The resulting pool of TEQUILA probes can be used to capture full-length cDNA molecules of genes of interest. Because of the use of a low-cost ssDNA oligo pool and the large probe synthesis output, TEQUILA substantially reduces the setup and per-reaction costs of targeted capture compared to commercial methods (Supplementary Data 1, 2). For example, a custom set of biotinylated capture oligos from Integrated DNA Technologies (IDT) for a 6000-probe panel is $13,000 for 16 reactions (~$813/reaction). By contrast, the setup cost of TEQUILA probe synthesis for the same 6000-probe panel is $3,086 ($1,820 for oligo pool), and this pool can potentially be used to synthesize TEQUILA probes for 6,250 to 25,000 reactions, at $0.31–$0.53/reaction when considering the costs of reagents and consumables.

**Fig. 1:**
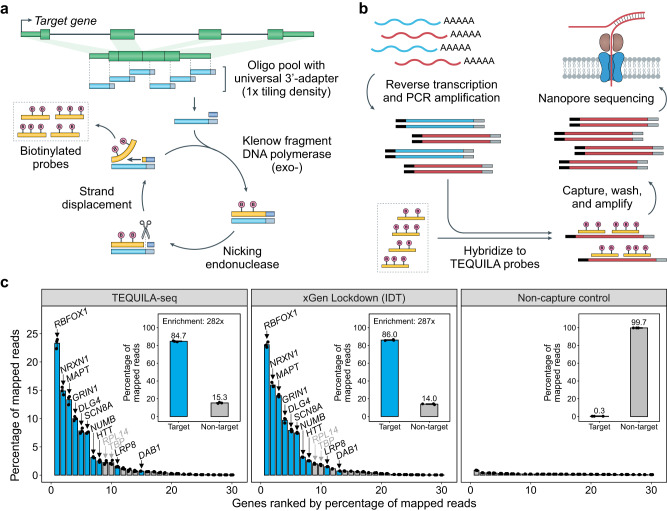
Overview of TEQUILA-seq. **a**, **b** Schematic of TEQUILA-seq. **a** Single-stranded DNA (ssDNA) oligonucleotides are designed to tile across all annotated exons of target genes and synthesized using an array-based DNA synthesis technology. TEQUILA probes are amplified from ssDNA oligo templates in a single pool using nickase-triggered strand displacement amplification with universal primers and biotin-dUTPs. **b** Full-length cDNAs are synthesized from poly(A)+ RNAs by reverse transcription and PCR amplification. TEQUILA probes are then hybridized to cDNAs. Upon capture and washing, cDNA-to-probe hybrids are immobilized to streptavidin magnetic beads, whereas unbound cDNAs are washed away. Captured cDNAs are further amplified by PCR and subjected to nanopore 1D library preparation and sequencing. **c** Comparison of TEQUILA-seq vs xGen Lockdown (IDT) probe-based target enrichment and sequencing. Main graphs: percentage of reads mapped to a given gene (mean ± s.d. of *n* = 3 replicates), for the top 30 genes with the highest number of mapped reads. Insets: percentage of reads mapped to target genes and non-target genes (mean ± s.d. of *n* = 3 replicates). Blue: target genes. Gray: non-target genes. Target gene panel: ten human genes with long transcripts in the brain. All sequencing methods were applied to the same human brain RNA mix from multiple donors (see Methods). Source data are provided as a Source Data file.

When coupled with long-read RNA-seq, TEQUILA-seq is designed to provide high coverage of full-length transcripts to facilitate comprehensive discovery and accurate quantification of transcript isoforms (Fig. 1b). Briefly, full-length cDNAs are synthesized from poly(A)+ RNAs by reverse transcription and PCR amplification. TEQUILA probes are then hybridized to cDNAs. Upon capture and washing, cDNA-to-probe hybrids are immobilized to streptavidin magnetic beads, whereas unbound cDNAs are washed away. Captured cDNAs are further amplified by PCR and subjected to nanopore 1D library preparation and sequencing. Finally, TEQUILA-seq data are analyzed by our ESPRESSO software, designed for robust transcript analysis using long-read RNA-seq data^17^.

### TEQUILA-seq enriches target transcripts comparably to a standard commercial solution

We assessed the capture efficiency and target enrichment of TEQUILA-seq relative to xGen Lockdown (IDT) probe-based target enrichment and sequencing (hereafter referred to as xGen Lockdown-seq), a standard commercial solution for targeted RNA-seq. We initially designed a test panel of 10 human genes (*DAB1, DLG4, GRIN1, HTT, LRP8, MAPT, NRXN1, NUMB, RBFOX1*, and *SCN8A;* see Supplementary Data 3). These genes were selected because they are known to express long transcripts with complex AS patterns in the brain^18–20^. For this panel, we synthesized TEQUILA probes and ordered xGen Lockdown probes with the same probe sequences at 1x tiling density. 

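A human brain total RNA sample was converted to cDNA and sequenced on nanopore flow cells in 3 ways, with 3 libraries each. The first was without capture (1D cDNA, the non-capture control), the next after capture with xGen Lockdown probes, which are biotinylated oligonucleotides made singly by a supplier, and the last after capture with TEQUILA probes, which are amplified from an oligonucleotide pool. All 9 libraries are technical replicates of a single RNA preparation, so each SD and p-value measures technical spread and not variation between brains. The deposited values are estimated counts per transcript isoform, which the authors made from base calls (Guppy, fast model) with minimap2 alignment to GRCh37/hg19 and isoform assignment by ESPRESSO, without normalization. Estimated counts per library ran from 1534979 to 2187687 (median 1921748) for 1D cDNA, from 1578823 to 1772947 (median 1668529) for xGen Lockdown-seq and from 1977597 to 2381795 (median 2160982) for TEQUILA-seq. Isoforms without a named gene, 0.413 to 1.01% of the counts, were left out of the library size, and an isoform listed under several gene identifiers went to a target gene only where a single target was among them. Counts were rounded and summed per gene for edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and the share of each isoform in its gene was tested with the gene's total as an offset. Gene positions are from a later GENCODE release lifted to GRCh37, the build of the files. The reads come from PCR products without molecular identifiers, so every interval and every limit set by a count of 0 covers counting error only. The closest pair of libraries was 1D cDNA replicates 1 and 3, whose 10846 genes with at least 20 counts gave a chi-square of 1.02 per gene, where sampling noise alone gives 1, and whose 16593 isoforms gave 1.33 per isoform; they were kept as separate replicates.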

We applied both probe sets to the same human brain cDNA sample and generated nanopore 1D sequencing data with comparable sequencing depths (Supplementary Data 4). Estimated abundances of transcript isoforms were nearly identical across all TEQUILA-seq and xGen Lockdown-seq libraries (Supplementary Fig. 1). 

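The leading isoforms of the target genes held closely similar shares of their genes with both probe sets. In HTT, which encodes huntingtin, the unannotated isoform ESPRESSO:chr4:20:88 held 57.2% ± 0.677 (SD, n = 3) of the gene's counts in TEQUILA-seq and 58.0% ± 1.02 (n = 3) in xGen Lockdown-seq. The leading isoform of SCN8A, a voltage-gated sodium channel gene, is also unannotated and held 52.5% ± 0.118 and 52.1% ± 0.234, and ENST00000371236 of DAB1, an adaptor of reelin signalling, 42.3% ± 0.736 and 43.2% ± 0.413. For ENST00000554546 of NUMB, a regulator of Notch signalling, the shares were 34.1% ± 1.10 and 34.1% ± 0.0276, and for ENST00000371561 of GRIN1, the obligatory NMDA receptor subunit, 32.8% ± 3.15 and 34.2% ± 1.16. The leading MAPT isoform, unannotated as well, held 26.1% ± 0.122 and 26.6% ± 0.344, and that of NRXN1, ENST00000378262, 17.6% ± 1.70 and 17.6% ± 0.178. None of these 7 differences passed edgeR's quasi-likelihood test (adjusted p from 0.994 to 0.998). Of 2154 isoforms tested, edgeR called 0, 81 had an unadjusted p under 0.05, and DESeq2 called 1. Across the 2204 isoforms of the 10 genes, 2045 of them unannotated, mean log2(CPM + 1) in the 2 capture methods had a Pearson's correlation of 0.991 and a Spearman's correlation of 0.977; isoforms are not independent replicates. Library pairs from the same method had correlations of 0.961 to 0.976, and pairs from different capture methods 0.962 to 0.974. On simulated tables of this size the test recovered 34.8% of isoforms changed by 1 on the log2 scale and 84.6% of those changed by 2, so most changes of the smaller size were not detectable.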

Compared to whole-transcriptome nanopore RNA-seq data generated on the same brain cDNA sample (i.e., a non-capture control), both TEQUILA and xGen Lockdown probes showed comparable performances in enriching transcripts from the 10-gene panel. Specifically, both methods achieved an on-target rate of ~85% with similar fold enrichment (~280x) (Fig. 1c). Moreover, both methods yielded nearly identical fold enrichment for each target gene (Fig. 1c and Supplementary Fig. 2). Collectively, these results demonstrate that TEQUILA-seq achieves comparable performance in capture efficiency to a widely used commercial solution. Additionally, the estimated abundances of the 10 target genes by both TEQUILA-seq and xGen Lockdown-seq were highly correlated with the estimated abundances by whole-transcriptome 1D cDNA sequencing (Pearson’s correlation of 0.985 and Spearman’s correlation of 0.976 between TEQUILA-seq and whole-transcriptome 1D cDNA sequencing; Pearson’s correlation of 0.987 and Spearman’s correlation of 0.988 between xGen Lockdown-seq and whole-transcriptome 1D cDNA sequencing).

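All 10 target genes were higher in TEQUILA-seq than in 1D cDNA, and their log2 fold changes lay between 9.13 and 10.18 (median 9.66). GRIN1 (ENSG00000176884, chromosome 9 of GRCh37 from 140032798 to 140063208) rose most, by 10.18 on the log2 scale (standard error 0.18). DLG4 (ENSG00000132535, 17:7090506 to 7123160), which encodes the postsynaptic scaffold PSD-95, followed with 10.05 (0.18), and LRP8 (ENSG00000157193, 1:53708036 to 53794141), a reelin receptor gene, with 9.76 (0.15). NUMB (ENSG00000133961, 14:73741815 to 73925323) rose by 9.72 (0.16), SCN8A (ENSG00000196876, 12:51984050 to 52206648) by 9.66 (0.17) and HTT (ENSG00000197386, 4:3043090 to 3245684) by 9.66 (0.15). DAB1 (ENSG00000173406, 1:57460451 to 59012406) rose by 9.58 (0.15), and RBFOX1 (ENSG00000078328, 16:5289803 to 7763342), a neuronal splicing regulator, by 9.55 (0.18). MAPT (ENSG00000186868, 17:43971893 to 44105700), which encodes tau, rose by 9.47 (0.18). NRXN1 (ENSG00000179915, 2:50145641 to 51452713), a presynaptic adhesion gene, had the smallest rise, 9.13 (0.18). Each of the 10 passed edgeR's quasi-likelihood test at an adjusted p under 0.05, with all assigned counts as the library size, and was higher in each of the 3 TEQUILA-seq libraries than in each of the 3 controls.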

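The 10 target genes held 86.3% ± 0.460 (SD, n = 3) of assigned counts in TEQUILA-seq and 87.8% ± 0.382 (n = 3) in xGen Lockdown-seq. Without capture, the same genes held 0.112% ± 0.00324 (n = 3). The rise over the control was therefore 772-fold for TEQUILA-seq and 785-fold for xGen Lockdown-seq. The target share was 1.48 percentage points lower with TEQUILA probes than with xGen Lockdown probes, and all 3 TEQUILA-seq libraries lay below all 3 xGen Lockdown-seq libraries (exact permutation test, two-sided, p = 0.1, the smallest p that 3 libraries against 3 allow). Both capture methods differed from the control by far more than the spread between libraries, with that same smallest p. Counted over annotated isoforms of the 10 genes only, the folds were 1635 and 1682.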

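Each target gene was enriched to a like degree by both probe sets, with the ratio of the TEQUILA-seq fold to the xGen Lockdown-seq fold between 0.941 for NRXN1 and 1.02 for GRIN1. GRIN1 went from 100.3 ± 7.20 CPM (SD, n = 3) in 1D cDNA to 116448 ± 6711 CPM in TEQUILA-seq, a fold of 1160 against 1136 with xGen Lockdown probes. NRXN1 went from 299 ± 12.3 to 167783 ± 11412 CPM (561-fold against 596-fold), and MAPT from 237 ± 9.03 to 167901 ± 8063 CPM (709-fold against 735-fold). HTT rose from 24.1 ± 2.39 to 19353 ± 881 CPM (803-fold against 838-fold). DAB1, the least abundant target, rose from 6.98 ± 0.483 CPM, which rests on 39 counts over the 3 control libraries, to 5360 ± 199 CPM (768-fold against 798-fold). For the remaining targets the TEQUILA-seq and xGen Lockdown-seq folds were 1063 and 1067 for DLG4, 879 and 891 for LRP8, 844 and 851 for NUMB, 810 and 797 for SCN8A, and 753 and 751 for RBFOX1. Across the 10 genes, which are not independent replicates, the log2 folds of the 2 methods had a Pearson's correlation of 0.995. With the counts of the 10 genes as library size, edgeR called 0 genes between the methods and 0 had an unadjusted p under 0.05; log2 differences ran from -0.06 for NRXN1 (adjusted p = 0.745) to 0.05 for GRIN1. With only 10 genes sharing a library size, a change in some moves the rest, and on simulated tables this test called 6 of 7 unchanged genes.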

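The number of isoforms seen for the 10 target genes rose with both probe sets: of the 2204 isoforms listed for DAB1, DLG4, GRIN1, HTT, LRP8, MAPT, NRXN1, NUMB, RBFOX1 and SCN8A, 597 had a count in at least 1 of the 1D cDNA libraries, 2198 in xGen Lockdown-seq and 2202 in TEQUILA-seq. Of these isoforms, 159 are annotated. The isoforms were found by the authors over all 9 libraries together, so the listing itself leans on the captured libraries, which hold most of the target counts. From the like on-target shares, folds per gene and isoform abundances of the 2 probe sets, the paper concludes that TEQUILA-seq captures its targets about as efficiently as the commercial probes.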

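Abundances of the 10 target genes after capture correlated closely with those before it, while several isoforms differed in their share of the gene. Across the 10 genes, mean log2(CPM + 1) in 1D cDNA had a Pearson's correlation of 0.985 and a Spearman's correlation of 0.976 with TEQUILA-seq, and of 0.987 and 0.988 with xGen Lockdown-seq; genes are not independent replicates. On the CPM scale the Pearson's values were 0.937 and 0.952, and TEQUILA-seq against xGen Lockdown-seq gave 0.9998 on the log scale. Isoform abundances of these genes correlated less with 1D cDNA, with a Pearson's correlation of 0.687 for TEQUILA-seq and 0.689 for xGen Lockdown-seq. The largest difference in usage was in HTT, where ESPRESSO:chr4:20:88 held 57.2% of the gene in TEQUILA-seq and 36.0% ± 12.8 (SD, n = 3) in 1D cDNA (adjusted p = 0.00262). In GRIN1, an unannotated isoform held 29.1% ± 3.03 against 12.0% ± 3.17 (0.00262), and in MAPT, an unannotated isoform other than the leading isoform held 20.4% ± 1.04 against 10.7% ± 0.518 (0.0016). An unannotated DAB1 isoform held 12.4% ± 2.26 against 0.242% ± 0.420 (0.0349), and LRP8 ENST00000662198 10.5% ± 0.289 against 2.68% ± 4.64 (0.0367). Of 2034 isoforms, edgeR called 39 with a higher and 2 with a lower share in TEQUILA-seq than in 1D cDNA, and usage correlated at 0.937 across isoforms. These calls depend on the offset: with 1 count added per gene in place of 1 per isoform, a setting chosen after the data were seen, none passed (127 at an unadjusted p under 0.05, smallest adjusted p = 0.0619), and the isoforms above had adjusted p-values of 0.605, 0.0813, 0.0813, 0.522 and 0.631 in the order given. The count was 69 without TEQUILA-seq replicate 1, 4 without replicate 2 and 5 without replicate 3, and the target genes have 39 (DAB1) to 1690 (NRXN1) counts in the controls, which leaves few for most isoforms.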

### TEQUILA-seq greatly enhances detection and preserves quantification of target transcripts

To evaluate the performance of TEQUILA-seq for transcript detection and quantification, we used RNAs of human SH-SY5Y neuroblastoma cells mixed with synthetic transcripts as spike-ins, including External RNA Controls Consortium (ERCC) standards and Spike-In RNA Variants (SIRVs). 

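SH-SY5Y is a human neuroblastoma cell line that can be grown as neuron-like cells. Its RNA, with the SIRV-Set 4 spike-ins added, was sequenced by nanopore direct RNA sequencing (native RNA molecules, no PCR), by whole-transcriptome 1D cDNA sequencing, by TEQUILA-seq for 4, 8 or 48 h of sequencing and by short-read RNA-seq, with 3 libraries each. The legend of Fig. 2 gives a single RNA sample for all methods, while the reporting summary speaks of biological replicates; the spread between libraries is read here as technical. ERCC standards are single-isoform synthetic RNAs at known concentrations, and the long SIRVs are synthetic RNAs of different lengths at equal concentration. The authors aligned reads to GRCh37/hg19 and to the spike-in genome in separate runs and deposited an estimated count table for each, so spike-in CPM here is taken over the spike-in counts alone. Estimated counts on the human genome ran from 339536 to 616260 (median 556276) for direct RNA, from 2626197 to 3384275 (median 3197494) for 1D cDNA and from 4601435 to 7343570 (median 7020255) for 48-h TEQUILA-seq. Spike-in counts ran from 2349 to 8374 for direct RNA, from 5019 to 6556 for 1D cDNA and from 55734 to 117078 for 48-h TEQUILA-seq. Isoforms with no named gene held 0.178 to 0.373% of the human counts and were left out. For short reads, the deposited values are exon inclusion levels and junction counts, which the authors made with STAR and rMATS. A pseudocount of 1 CPM was added before logarithms, and counts were rounded for edgeR's quasi-likelihood test.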

TEQUILA-seq was performed using three sets of probes targeting selected ERCC and SIRV synthetic transcripts as well as 221 human genes encoding splicing factors (see below). First, we assessed the extent to which TEQUILA-seq improves the detection of transcript isoforms of target genes by using the ERCC standards. The ERCC standards are 92 synthetic transcripts of unique sequences, and their concentrations span six orders of magnitude^21^. These ERCC transcripts were 281 to 2036 nt in length, largely overlapping with the length distribution of human protein-coding transcripts^22^. We synthesized TEQUILA probes for 46 ERCC transcripts covering the entire ERCC concentration range (Supplementary Data 5). The remaining 46 ERCCs were not targeted and served as controls. 

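Of the 46 target ERCC transcripts, 28 had at least 2 estimated counts in each of the 3 libraries sequenced for 48 h, against 9 of the 46 non-target ERCC transcripts. At the lowest concentration where any target met this minimum, 0.183 amol/μl, ERCC-00028 had 69.5 ± 15.8 CPM (SD, n = 3), ERCC-00067 had 137 ± 9.99 CPM and ERCC-00150 had 189 ± 21.6 CPM, all relative to spike-in counts. Without exception, target ERCC transcripts from 0.732 amol/μl upward met the minimum. The lowest non-target ERCC transcript that met it was at 11.7 amol/μl. With a minimum of 1 count per replicate, the lowest concentration was 0.0458 amol/μl.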

Using TEQUILA-seq (48 h of runtime), we were able to detect target ERCC transcripts at concentrations as low as 0.18 amol/μl consistently across three replicates (≥2 reads per replicate) (Fig. 2a). By contrast, this concentration was 65.1 fold higher at 11.72 amol/μl for whole-transcriptome nanopore 1D cDNA sequencing (48 h of runtime).

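In 1D cDNA, 10 of the 46 target and 14 of the 46 non-target ERCC transcripts reached 2 counts in every library. The lowest of these targets was ERCC-00092 at 11.7 amol/μl, with 920.0 ± 73.9 CPM (SD, n = 3) of spike-in counts, which is 64.0-fold above the lowest concentration detected by TEQUILA-seq. Among non-target ERCC transcripts the lowest concentration in 1D cDNA was 2.93 amol/μl. Direct RNA sequencing reached 2 counts in every library for 5 target and 7 non-target ERCC transcripts, with ERCC-00136 at 93.8 amol/μl the lowest target, a 512-fold difference from TEQUILA-seq. This fold is not a like comparison, since the authors used different amounts of RNA and spike-ins for direct RNA and for cDNA. Direct RNA had 2349 to 8374 spike-in counts per library, against 55734 to 117078 for 48-h TEQUILA-seq. The SIRV isoform module held 86.7% of spike-in counts in direct RNA and 20.4% in 1D cDNA. ERCC-00028 and ERCC-00150 had no count in the 3 1D cDNA libraries. These limits rest on few counts: at a minimum of 1 count the lowest target was at 2.93 amol/μl in 1D cDNA and 46.9 amol/μl in direct RNA, and all targets were detected in 1D cDNA only from 46.9 amol/μl upward.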

**Fig. 2:**
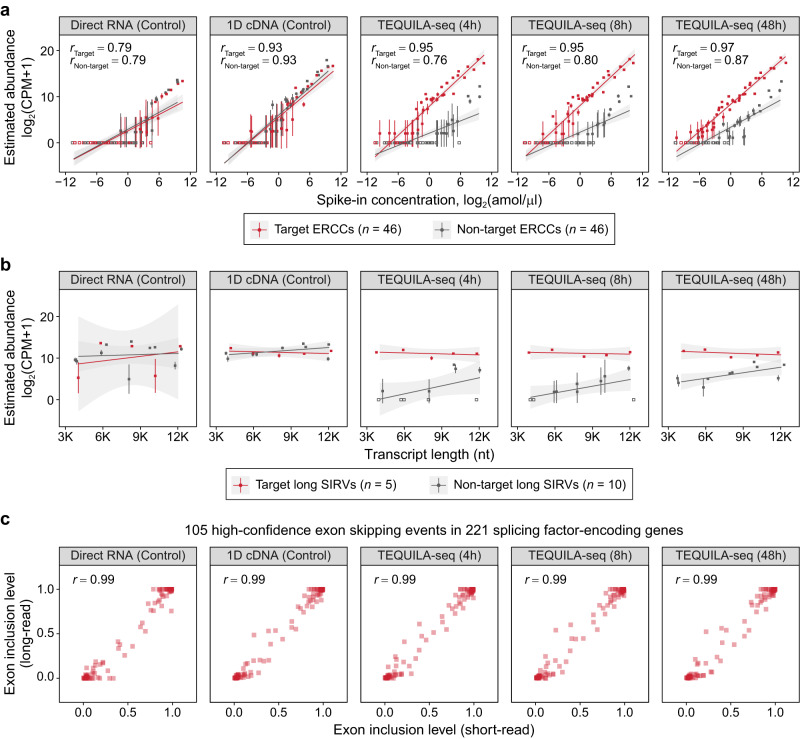
Transcript detection and quantification by TEQUILA-seq. **a** Correlation between estimated transcript abundance and spike-in concentration for 92 ERCC transcripts using different sequencing methods. **b** Relationship between estimated transcript abundance and transcript length for 15 long SIRV transcripts of equimolar concentrations using different sequencing methods. In (**a**) and (**b**), each data point is one individual transcript. Estimated abundance is shown as the mean ± s.d. of *n* = 3 replicates. Red: target transcripts. Gray: non-target transcripts. Hollow: undetected transcripts. Pearson’s correlation *r* (**a**) and regression lines (**a**, **b**) were calculated separately for target and non-target transcripts. Gray area: the 95% confidence interval of each regression line. **c** Correlations between estimated exon inclusion levels using different long-read sequencing methods and short-read RNA-seq. Shown are 105 high-confidence exon skipping events identified from 221 splicing factor-encoding genes (see Methods). Each data point represents the mean exon inclusion level (*n* = 3 replicates) for one exon skipping event. In (**a**–**c**), the target gene panel comprises 46 ERCC transcripts, five long SIRV transcripts, and 221 splicing factor-encoding human genes. All sequencing methods were applied to the same RNA sample of SH-SY5Y cells spiked with SIRV-Set 4 spike-in RNA variants that include the ERCC mix and the long SIRVs (see Methods). Source data are provided as a Source Data file.

To investigate how the detection sensitivity of TEQUILA-seq changes with sequencing depth, we sequenced TEQUILA-seq libraries prepared from the same RNA sample for 4 or 8 h. 

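TEQUILA-seq libraries sequenced for 4 h held 632163 to 723180 estimated counts on the human genome (median 719560, n = 3), and those sequenced for 8 h held 854786 to 954524 (median 896833, n = 3). ERCC transcripts and SIRVs together had 13387 to 15405 counts per library after 4 h and 18172 to 20760 after 8 h, so the values for single spike-ins rest on fewer counts than after 48 h.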

The 4- and 8-h TEQUILA-seq runs had sequencing depths that were six to eight times shallower than the original 48-h TEQUILA-seq runs (Supplementary Data 6). Nevertheless, target ERCC transcripts were still consistently detected at concentrations as low as 0.18 amol/μl in both the 4- and 8-h TEQUILA-seq runs. Moreover, estimated abundances of target ERCC transcripts in TEQUILA-seq libraries were highly correlated with their initial spike-in concentrations, even with the shallower sequencing depth (Pearson’s correlation of 0.97 in 48-h TEQUILA-seq, and 0.95 in 8- and 4-h TEQUILA-seq). 

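Target ERCC transcripts were detected nearly as often in the short runs: 24 of 46 reached 2 counts in every library after 4 h and 25 of 46 after 8 h. ERCC-00150, at 0.183 amol/μl, was the lowest detected target at both runtimes. Non-target ERCC transcripts reached this minimum in 4 cases after 4 h, the lowest at 187.5 amol/μl, and in 5 cases after 8 h, the lowest at 46.9 amol/μl. Every target ERCC transcript from 1.46 amol/μl upward was detected at 4 and 8 h. The 4-h limit moves with the minimum, to 0.366 amol/μl at 3 counts per replicate, and the 8-h limit to 0.0229 amol/μl at 1 count.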

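Across the 46 target ERCC transcripts, mean log2(CPM + 1) in TEQUILA-seq rose with log2 concentration, with a Pearson's correlation of 0.974 (SD between replicates 0.00198, n = 3) after 48 h. It was 0.948 (0.0104) after 8 h and 0.953 (0.003) after 4 h. The corresponding Spearman's correlations of the target ERCC transcripts were 0.982, 0.956 and 0.957. ERCC transcripts are not independent replicates, and no p-value was computed over them; 10 such correlations were computed, for target and non-target transcripts with each method.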

By comparison, we obtained lower Pearson’s correlation values by whole-transcriptome 1D cDNA sequencing (0.93) and direct RNA sequencing (0.79) (Fig. 2a). These results indicate that the TEQUILA probes enriched all 46 target ERCC transcripts at uniformly elevated levels. Additionally, in the same TEQUILA-seq libraries, the estimated abundances of non-target ERCC transcripts were substantially lower and less correlated (0.76-0.87) with initial spike-in concentrations. Collectively, these results indicate that TEQUILA-seq greatly enhances the detection of target transcripts, even for transcripts with low abundances and in samples with shallow sequencing depth.

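For the same 46 target ERCC transcripts, 1D cDNA gave a Pearson's correlation of 0.926 (SD between replicates 0.0022, n = 3) and a Spearman's correlation of 0.935. Direct RNA sequencing gave 0.795 (0.0533) and 0.771. Undetected target ERCC transcripts enter at 0 CPM, and the values depend on them: over targets detected in every replicate alone, the Pearson's correlation was 0.947 for 1D cDNA and 0.993 for direct RNA, at 15 and 6 transcripts.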

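Relative to all spike-in counts, target ERCC transcripts were higher in 48-h TEQUILA-seq than in 1D cDNA in 21 of 42 tested cases, lower in 0 cases, and did not pass the test in 21. Non-target ERCC transcripts moved the other way, with 0 of 26 higher, 19 lower and 7 not passing. Among the targets, ERCC-00042 rose by 3.03 on the log2 scale (standard error 0.22), ERCC-00108 by 2.94 (0.18, adjusted p = 2.2e-44) and ERCC-00096 by 2.01 (0.14). Smaller rises were seen for ERCC-00130 (0.68) and ERCC-00004 (0.49, adjusted p = 0.000594). ERCC-00150 had 50 counts in 48-h TEQUILA-seq and none in 1D cDNA, at least 1.12-fold higher against a floor of 3 counts over the 3 libraries (adjusted p = 0.0326). Of the non-target ERCC transcripts, ERCC-00002 fell by 5.24 on the log2 scale, ERCC-00113 by 4.78 and ERCC-00074 by 4.60. With the long SIRVs included, edgeR's quasi-likelihood test called 22 of 83 spike-ins higher and 30 lower. The 21 target ERCC transcripts that did not pass were at 2.93 amol/μl or below, with few or no counts in 1D cDNA, although some targets with as few counts did pass.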

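Across the 46 non-target ERCC transcripts in the same libraries, mean log2(CPM + 1) had a Pearson's correlation with log2 concentration of 0.871 (SD between replicates 0.0292, n = 3) after 48 h, 0.795 (0.0145) after 8 h and 0.756 (0.0174) after 4 h. Their Spearman's correlations were 0.886, 0.784 and 0.763. Without capture, non-target ERCC transcripts had Pearson's correlations of 0.928 in 1D cDNA and 0.794 in direct RNA, close to those of the target ERCC transcripts in the same libraries. With non-target transcripts detected in every replicate alone, the values were 0.950 after 48 h, 0.911 after 8 h and 0.661 after 4 h.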

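The target ERCC and target long SIRV transcripts together held 30.7% ± 0.706 (SD, n = 3) of spike-in counts in 1D cDNA and 5.27% ± 0.379 in direct RNA. After TEQUILA capture they held 73.7% ± 0.348 at 4 h, 74.9% ± 0.416 at 8 h and 78.9% ± 2.07 at 48 h. From the lower concentration at which target ERCC transcripts were detected and the correlations kept in shallow runs, the paper concludes that TEQUILA-seq improves detection of target transcripts, rare ones included.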

Next, we examined whether TEQUILA-seq data exhibit any transcript length-dependent biases. We used a set of SIRVs^23^ comprising 15 synthetic transcripts of equimolar concentrations that cover transcript lengths from 4000 to 12,000 nt (hereafter referred to as “long SIRVs”). Our intention behind using long SIRVs was to investigate if there was a preferential enrichment of long transcripts because they had more probes targeting them (e.g., more probes targeting a 12 kb transcript than a 4 kb transcript). We synthesized TEQUILA probes for five long SIRV transcripts that covered the entire length range of the long SIRV set (Supplementary Data 5). 

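Targeted long SIRVs spanned 4031 nt (SIRV4003), 6030 nt (SIRV6003), 8030 nt (SIRV8003), 10031 nt (SIRV10002) and 12030 nt (SIRV12003). After 48 h of TEQUILA-seq, SIRV4003 had 3392 ± 743 CPM (SD, n = 3) of spike-in counts, SIRV6003 4259 ± 281, SIRV8003 1182 ± 172, SIRV10002 1635 ± 93.9 and SIRV12003 2640 ± 363. In 1D cDNA, without capture, the same transcripts had 5504 ± 833, 2352 ± 732, 1666 ± 800, 2158 ± 377 and 3463 ± 733 CPM. Relative to all spike-in counts, SIRV6003 rose by 0.89 on the log2 scale (standard error 0.24, adjusted p = 0.000461 from edgeR's quasi-likelihood test) and SIRV4003 fell by 0.68 (0.20, adjusted p = 0.00106). The values for SIRV8003, SIRV10002 and SIRV12003 were -0.44, -0.41 and -0.39 and did not pass. All 10 non-target long SIRVs fell in the same test. Spike-in counts as a whole rose after capture, from 5019 to 6556 per library in 1D cDNA to 55734 to 117078 after 48 h. Human counts rose less, from 2626197 to 3384275 per library to 4601435 to 7343570. A fall relative to spike-in counts is therefore not a fall relative to the whole library. SIRV4003 itself went from 96 to 921 counts over the libraries.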

All five targeted long SIRV transcripts had nearly identical estimated abundances across all TEQUILA-seq runtimes (Fig. 2b). These results indicate that the TEQUILA probes enrich target transcripts without exhibiting transcript length-dependent biases.

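Among the 5 targeted long SIRVs, mean log2(CPM + 1) did not follow length at any runtime. The slope was -0.104 per kb after 48 h (exact permutation test, two-sided, p = 0.45), -0.0531 after 8 h (exact p = 0.667) and -0.0792 after 4 h (exact p = 0.6). For 1D cDNA it was -0.0727 (exact p = 0.633) and for direct RNA 0.363 (exact p = 0.667). Of the 10 slopes computed, the smallest p was that of the 10 non-target long SIRVs after 48 h, with a slope of 0.440 per kb (p = 0.0371 from a permutation test, 0.316 after Benjamini-Hochberg adjustment); the targeted slopes had an adjusted p of 0.741 each. Mean log2(CPM + 1) of the targeted long SIRVs was 11.1 ± 0.725 (SD over 5 transcripts) after 4 h, 11.2 ± 0.645 after 8 h and 11.2 ± 0.757 after 48 h. Their mean CPM was 31.9, 40.8 and 18.4 times that of non-target long SIRVs at these runtimes, against 0.635 in 1D cDNA and 1.18 in direct RNA. With 5 lengths, a moderate slope was not detectable. From the like abundances of targeted long SIRVs of different lengths, the paper concludes that the probes enrich targets without a bias for length.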

A potential concern with TEQUILA-seq is that different transcript isoforms of a given target gene may not be enriched at equal levels, thus distorting the relative proportions of transcript isoforms. We reasoned that if TEQUILA probes preserve isoform proportions, then the estimated inclusion levels of alternatively spliced exons within target genes should remain the same with or without targeted capture. To investigate this issue, we synthesized TEQUILA probes for 221 human genes encoding splicing factors^24^ (Supplementary Data 7). These genes are known to undergo extensive AS themselves, as a mechanism to regulate splicing factor activity and function^25–28^. We compared TEQUILA-seq data of this splicing factor gene panel to data generated on the same RNA sample by bulk short-read RNA-seq, as well as by whole-transcriptome nanopore 1D cDNA sequencing and direct RNA sequencing (Supplementary Data 6, 8). 

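All 211 splicing factor genes with enough counts for a test were higher in 48-h TEQUILA-seq than in 1D cDNA, and none was lower (edgeR's quasi-likelihood test; log2 fold changes from 1.62 to 5.81, median 4.27). The 221 target genes held 71.9% ± 0.447 (SD, n = 3) of assigned counts after 48 h, 72.5% ± 0.658 after 8 h and 72.1% ± 0.576 after 4 h, against 3.91% ± 0.0221 in 1D cDNA and 2.97% ± 0.161 in direct RNA. These are rises over 1D cDNA of 18.4-fold, 18.6-fold and 18.5-fold (exact permutation test, two-sided, p = 0.1 each, the smallest that 3 libraries against 3 allow). SRPK2 (ENSG00000135250, 7:104751151 to 105039755 of GRCh37), a kinase of SR proteins, rose most, from 87.0 ± 4.26 to 4903 ± 236 CPM (log2 fold change 5.81, standard error 0.07, adjusted p = 4.74e-19). FUS (ENSG00000089280, 16:31191459 to 31202926) rose from 1118 ± 54.6 to 54521 ± 3844 CPM (log2 fold change 5.61). SRSF11 rose by 5.62 on the log2 scale, SART1 by 5.57, RBM38 by 5.52, LSM2 by 5.48, CWC25 by 5.47 and CELF3 by 5.42. LSM8 (ENSG00000128534, 7:117824198 to 117844089), a component of the U6 snRNP, had the smallest rise, from 169 ± 10.9 to 520.5 ± 209 CPM (1.62), followed by LSM3 (1.70), SNRPF (1.83), PTBP2 (2.46) and RALYL (2.75). By group, 14 of 14 measured SR protein genes rose (median log2 fold change 4.43), as did 21 of 21 hnRNP genes (4.58), 12 of 12 neuronal splicing regulators (4.02), 22 of 22 LSM and Sm protein genes (4.09) and 11 of 11 genes of the SF3 complex and U2AF (4.49). These counts did not change when adjusted over the list alone.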

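Exon inclusion in TEQUILA-seq was computed from the estimated counts of isoforms that include or skip each exon, for the 105 events in 79 genes that the authors list. Across these events, mean inclusion in 48-h TEQUILA-seq differed from short-read RNA-seq by a median of 2.10 percentage points and by over 10 points in 19 events. An exon of HNRNPA1, which encodes an abundant splicing repressor, at 12:54676863 to 54677018 of GRCh37 was included at 21.5% ± 1.73 (SD, n = 3) in 48-h TEQUILA-seq and at 10.8% ± 0.100 (n = 3) in short-read RNA-seq. RBM26 exon 13:79927288 to 79927359 was included at 7.25% ± 1.71 against 29.4% ± 5.47, and MBNL2 exon 13:98009050 to 98009103, in a regulator of developmental splicing, at 47.8% ± 4.13 against 65.2% ± 9.70. In CELF1, exon 11:47505005 to 47505084 was included at 99.9% ± 0.0399 and 98.9% ± 0.833. The Pearson's correlation across events was 0.986 for 48-h TEQUILA-seq, 0.987 for 8 h and 0.989 for 4 h, with Spearman's correlations of 0.915, 0.913 and 0.921. Events are not independent replicates, and most lie near 0 or 100%, which raises Pearson's values.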

Across the 221 splicing factor-encoding genes, the estimated exon inclusion levels for 105 high-confidence exon skipping events (quantified by rMATS^29^, see Methods) were highly correlated between short-read RNA-seq and TEQUILA-seq data (Pearson’s correlation of 0.99 at 48-, 8-, and 4-h run-times) (Fig. 2c). Similarly, exon inclusion levels estimated using whole-transcriptome nanopore 1D cDNA or direct RNA sequencing were also highly correlated with estimates made by short-read RNA-seq (Pearson’s correlation of 0.99). These results indicate that TEQUILA-seq can preserve the relative proportions of transcript isoforms of target genes.

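For 1D cDNA, the same 105 events had a Pearson's correlation with short-read RNA-seq of 0.989 (Spearman's 0.923), and their median difference was 2.51 percentage points. Direct RNA sequencing covered 104 of the events, with a Pearson's correlation of 0.984 (Spearman's 0.892) and a median difference of 2.52 points. Differences over 10 points were seen in 15 events for 1D cDNA and 16 for direct RNA, against 15 for 8-h and 14 for 4-h TEQUILA-seq. The HNRNPA1 exon was included at 11.0% ± 0.230 (SD, n = 3) in 1D cDNA and at 11.5% in direct RNA, and the RBM26 exon at 20.9% ± 12.3 in 1D cDNA. MBNL2 had inclusion of 57.0% ± 22.2 in 1D cDNA on as few as 23 counts in a library.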

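Isoform usage of the splicing factor genes correlated closely between libraries with and without capture, and a set of isoforms differed in share. HNRNPA1 exon 12:54676863 to 54677018 rose by 10.5 percentage points from 1D cDNA to 48-h TEQUILA-seq (adjusted p = 0.00474 from limma on the log2 odds). The differences for RBM26 (-13.7 points, adjusted p = 0.0853), MBNL2 (-9.23 points, 0.789), SMU1 (5.66 points, 0.967) and FUBP3 exon 9:133510054 to 133510125 (5.19 points, 0.509) did not pass. In SRSF2 (ENSG00000161547, 17:74730197 to 74733415), an SR protein gene, isoform ENST00000586778 rose from 19.4% ± 1.18 (SD, n = 3) to 46.9% ± 0.532 of the gene (adjusted p = 3.75e-08 from edgeR's quasi-likelihood test), and ENST00000359995 fell from 66.6% ± 0.985 to 43.0% ± 0.222. In HNRNPD (ENSG00000138668, 4:83273651 to 83295656), an unannotated isoform fell from 41.0% ± 1.37 to 14.4% ± 0.946 (adjusted p = 4.87e-08). SF3B1, a core U2 snRNP gene, had ENST00000335508 at 41.7% ± 1.04 and then 59.8% ± 3.16, and ENST00000479532 at 54.3% ± 1.48 and then 37.8% ± 3.15. RBMX ENST00000320676 rose from 59.5% ± 1.50 to 77.0% ± 0.0377, and CPSF7 ENST00000544585 from 10.2% ± 4.20 to 30.1% ± 3.26. SRSF9 moved between ENST00000548326, 49.6% ± 2.40 and then 32.5% ± 2.81, and ENST00000229390, 42.8% ± 3.41 and then 58.5% ± 2.64. The largest difference was in PRPF4B (ENSG00000112739, 6:4021501 to 4065217), a pre-mRNA processing kinase gene, where ESPRESSO:chr6:3366:6 held 11.8% ± 2.19 in 1D cDNA and 40.5% ± 14.2 after capture (adjusted p = 0.0054); it did not pass without 1D cDNA replicate 2 (0.0622) or 3 (0.0549). Of 5197 isoforms of 216 genes, edgeR called 76 higher and 35 lower in share, 19 of them by at least 10 points, and usage correlated at 0.977 across isoforms. This count was 204, 67 and 51 without 48-h TEQUILA-seq replicates 1, 2 and 3, and 73, 64 and 71 without 1D cDNA replicates 1, 2 and 3. Direct RNA against 1D cDNA, where no capture was involved, gave 39 higher and 68 lower of 1385 isoforms, with SFPQ ENST00000357214 at 93.9% ± 3.40 against 31.1% ± 1.65, SF3B1 ENST00000335508 at 95.1% ± 1.92 in direct RNA and LSM7 ENST00000587502 at 60.9% ± 2.81 against 9.62% ± 1.09. In the exon test, 18 of 97 events passed, but 13 of these lie at 0 or 100% in every library, so that their tested log2 odds differ only through the pseudocount and depth, and 30 passed without 1D cDNA replicate 1. Left to the 84 events that vary, a setting chosen after the data were seen, 2 passed, in HNRNPA1 and CELF1. CELF1 was at 99.9% after capture and 100% in 1D cDNA, against the sign of its tested log2 odds (2.58), so its call is not taken as a change, and on simulated data the exon test called 12 of 65 unchanged events. From the like inclusion levels with and without capture, the paper concludes that TEQUILA-seq can keep the relative proportions of a target gene's isoforms.

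**Figure D1:**
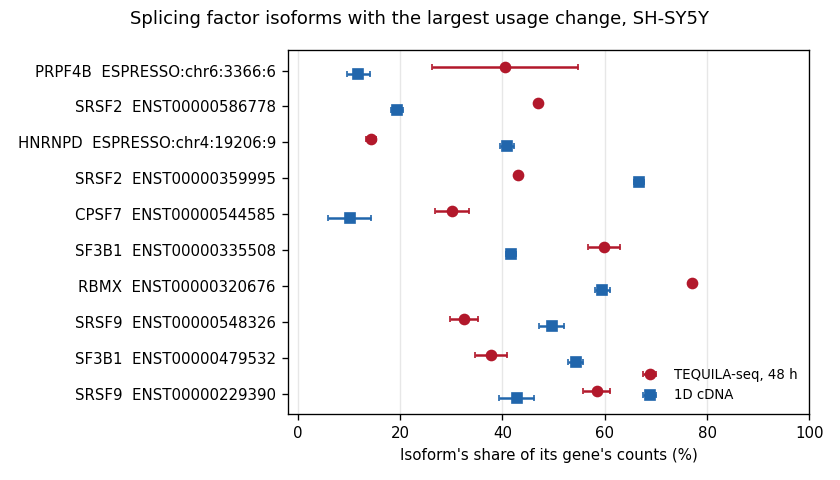
Share of the gene's counts (horizontal axis, %) held by the 10 splicing factor isoforms with the largest usage change in SH-SY5Y cells; points are means of 3 libraries of 48-h TEQUILA-seq (red circles) or 1D cDNA (blue squares), and error bars are the SD, hidden where smaller than the point. PRPF4B has the widest spread after capture, and the SRSF2 isoforms change places.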

### TEQUILA-seq profiles full-length transcript isoforms of actionable cancer genes across diverse breast cancer cell lines

To illustrate the biomedical utility of TEQUILA-seq, we performed a TEQUILA-seq analysis of actionable cancer genes in a broad panel of breast cancer cell lines. We synthesized TEQUILA probes for 468 genes interrogated by MSK-IMPACT (Memorial Sloan Kettering-Integrated Mutational Profiling of Actionable Cancer Targets), an FDA-approved diagnostic test for DNA-based mutation profiling of actionable cancer targets^30,31^ (Fig. 3a and Supplementary Data 9). As alternative isoform variation is prevalent in breast cancer transcriptomes^32,33^, we hypothesized that a TEQUILA-seq analysis could discover RNA-associated mechanisms and novel aberrant transcript isoforms in breast cancer. We analyzed 40 breast cancer cell lines from the ATCC Breast Cancer Cell Panel representing four distinct intrinsic subtypes: luminal, HER2 enriched, basal A, and basal B (Fig. 3a and Supplementary Data 10).

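The 40 cell lines comprise 9 luminal, 13 HER2 enriched, 11 basal A and 7 basal B lines, each sequenced by TEQUILA-seq in 2 replicate libraries, 80 in all. The authors ran the 2 libraries of a line in turn on the same flow cell, with a wash between them. Agreement between replicates can therefore also reflect the shared flow cell. In general, luminal lines express hormone receptors, HER2 enriched lines carry high ERBB2, and basal A and basal B lines share features with basal or mesenchymal cells. The subtype labels are those of the paper and were not checked for each line. The deposited table gives estimated counts per transcript isoform, which the authors made with ESPRESSO over all 80 libraries together, on GRCh37/hg19, without normalization. Estimated counts per library ran from 1639329 to 3707817 (median 2767269) in luminal, 964705 to 3444072 (median 2492129) in HER2 enriched, 1061329 to 4789135 (median 2653424) in basal A and 1261315 to 3539769 (median 2661316) in basal B lines. Counts of isoforms without a named gene, 0.944 to 2.65% of a library, were left out. The cell line was taken as the unit: the 2 replicates were averaged, so that n is a number of lines. For each isoform, its share of its gene's counts was computed in libraries with a count of the gene and compared between a subtype and all other lines with limma. Genes were tested with edgeR's quasi-likelihood test on counts summed over the replicates, with TMM over the 468 genes and each subtype against the mean of the other 3. The cell line label of 1 library reads MDA-MB-415, but its title has the number of MDA-MB-453, and the paper has 2 replicates of each line, so it was taken as replicate 2 of MDA-MB-453. Tumor suppressor genes, oncogenes and other genes were sorted from general knowledge, in advance, into 157, 152 and 159 genes, because the OncoKB classes of the panel were not among the readable supplements.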

**Fig. 3:**
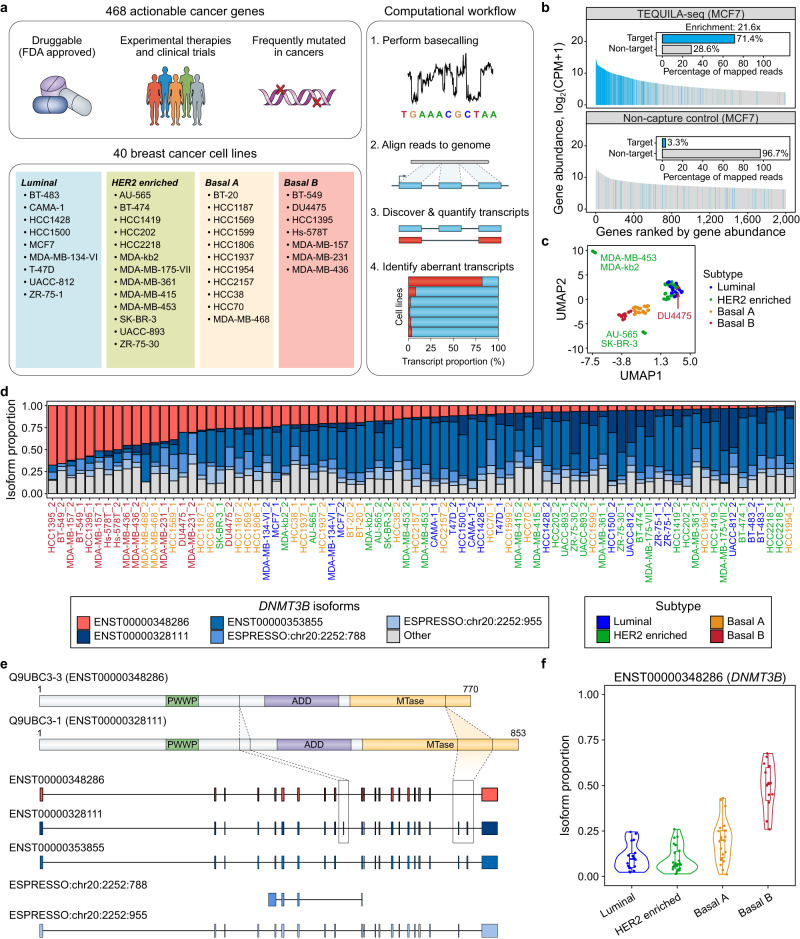
TEQUILA-seq analysis of actionable cancer genes in 40 breast cancer cell lines. **a** Summary for TEQUILA-seq analysis of 468 actionable cancer genes in 40 breast cancer cell lines. (Upper left) TEQUILA probes were synthesized for 468 genes interrogated by the MSK-IMPACT gene panel. (Lower left) TEQUILA-seq was performed on 40 cell lines from the ATCC Breast Cancer Cell Panel. These cell lines represent four distinct intrinsic subtypes: luminal, HER2 enriched, basal A, and basal B. (Right) Computational workflow for processing TEQUILA-seq data. **b** Comparison of estimated gene abundances in MCF7 cell line using TEQUILA-seq and whole-transcriptome nanopore 1D cDNA sequencing (non-capture control). Main graphs: top 2000 genes with the highest estimated abundance in each method are shown. Insets: percentage of reads mapped to target genes and non-target genes. Blue: target genes. Gray: non-target genes. **c** UMAP clustering analysis using isoform proportions of all transcript isoforms across 468 genes in 40 cell lines (*n* = 2 replicates). Each data point represents one replicate of a cell line. **d** Stacked barplots showing proportions of *DNMT3B* transcript isoforms discovered by TEQUILA-seq in 40 cell lines. Red bar: isoform of interest (ENST00000348286); navy bar: canonical isoform (ENST00000328111); lighter blue bars: three other most abundant *DNMT3B* isoforms; gray bars: remaining *DNMT3B* isoforms. **e** Structures of *DNMT3B* protein and transcript isoforms. (Upper) Domain annotations for protein isoforms. PWWP proline-tryptophan-tryptophan-proline domain, ADD ATRX-DNMT3-DNMT3L-type zinc finger domain, MTase methyltransferase domain. (Lower) Transcript structures. Boxes: exons. Line segments: introns. **f** Violin plots (median, interquartile range) showing the distribution of isoform proportions for the *DNMT3B* isoform of interest (ENST00000348286) in different breast cancer intrinsic subtypes. Each data point represents the isoform proportion in a given cell line replicate (*n* = 18 for Luminal, *n* = 26 for HER2 enriched, *n* = 22 for Basal A, and *n* = 14 for Basal B). Source data are provided as a Source Data file.

We first assessed the degree to which TEQUILA probes could enrich transcripts of genes in this large 468-gene panel. To this end, we performed TEQUILA-seq and whole-transcriptome nanopore 1D cDNA sequencing (as a non-capture control) for four breast cancer cell lines: HCC1806, MDA-MB-157, AU-565, and MCF7 (Fig. 3b and Supplementary Fig. 3). 

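The non-capture control of these 4 lines is 1 library of 1D cDNA each, with 5610195 to 6315456 estimated counts (median 5902241), and it was compared with the mean of the 2 TEQUILA-seq libraries of each line from the panel of 40. HCC1806 is a basal A line, MDA-MB-157 a basal B line, AU-565 a HER2 enriched line and MCF7 a luminal line. The authors ran isoform assignment separately for the control and for the panel, so isoform names beyond the annotation do not match between the deposited tables, and only gene sums were compared. The cell line was kept as a block in edgeR's quasi-likelihood test of each target gene. For shares of counts in single control libraries, the 95% Wilson intervals extend at most 0.0138 percentage points to either side.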

On-target rates of the 468 genes in TEQUILA-seq data ranged from 62.8 to 71.4%, compared to 2.9 to 3.6% in non-capture control data, demonstrating an average ~20-fold enrichment. 

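Capture raised the 468 target genes from 2.68% of assigned counts in MCF7 to 75.5%, from 2.87 to 69.1% in AU-565, from 2.79 to 70.6% in HCC1806 and from 2.38 to 68.7% in MDA-MB-157. These are folds of 28.1, 24.1, 25.3 and 28.9, with a mean of 26.6 over the 4 lines, and means of 71.0% ± 3.14 (SD, n = 4 lines) and 2.68% ± 0.214. The share rose in 4 of 4 lines (exact sign-flip permutation test, two-sided, p = 0.125, the smallest that 4 pairs allow). Of 396 target genes with enough counts for a test, 395 were higher after capture and 0 were lower at an adjusted p under 0.05 from edgeR, with a median log2 fold change of 5.34. TP53 (ENSG00000141510, 17:7565097 to 7590856 of GRCh37), the most studied tumor suppressor, rose by 5.72 on the log2 scale (standard error 0.40, adjusted p = 9.7e-14). ESR1 (ENSG00000091831, 6:151977826 to 152450754), the estrogen receptor gene, rose by 5.38 (0.49), the repair gene BRCA1 by 5.10 (0.37), PIK3CA by 4.57 (0.39) and MYC by 4.48 (0.36). ERBB2, which encodes HER2, had a rise of 3.61 (0.45, adjusted p = 1.28e-08). By group, 150 of 150 measured tumor suppressor genes rose (median log2 fold change 5.44), 118 of 118 oncogenes (5.25), 24 of 24 homologous recombination genes (5.70), 6 of 6 mismatch repair genes (5.10), 12 of 12 G1/S cell cycle genes (5.43) and 5 of 5 DNA methyltransferase and TET genes (5.55). The same held for 16 of 16 receptor tyrosine kinases (5.32), 20 of 20 PI3K/AKT/mTOR genes (5.55), 11 of 11 luminal and hormone receptor genes (5.35), 7 of 7 epithelial genes (4.85), 12 of 12 mesenchymal and basal genes (5.35) and 3 of 3 genes of the ERBB2 amplicon (5.20), and adjustment over the list alone did not change these counts. Of 11 replication-dependent histone genes, whose mRNAs mostly lack a poly(A) tail, 10 rose (5.16) and H3C3 did not pass (log2 fold change 1.12, adjusted p = 0.057); it passed without MDA-MB-157 (1.80, 0.022), without MCF7 (1.84, 0.000324), with no filter on low counts (1.11, 0.0116) and with TMM over all genes (4.03, 0.00531). The blood (2 of 2, 7.61) and endothelial (1 of 1, 4.82) marker genes in the panel rose as well.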

We then applied TEQUILA-seq to all 40 breast cancer cell lines, with two experimental replicates per cell line, and obtained on-target rates ranging from 62.3 to 73.7% across cell lines (Supplementary Data 11). 

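Averaged over the 2 replicates, the target share of counts was lowest in HCC1569 (63.0%) and highest in DU4475 (78.0%), with a median of 70.5% and a mean of 70.8% ± 3.51 (SD, n = 40 lines). Single libraries ran from 62.3 to 78.2%. The replicates of a line differed by a median of 1.25 percentage points, and by 11.4 points in MDA-MB-175-VII, a HER2 enriched line.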

Nearly all (462/468) of the genes were detected (counts per million or CPM ≥1) in at least one sample. 

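The 6 target genes that stayed below 1 CPM in every library were CRLF2 (highest value 0.853 CPM), CYSLTR2 (0.909), NOTCH4 (0.369), PHOX2B, PIK3CG and PRDM14 (0 each). CRLF2 is a cytokine receptor gene, and PHOX2B a regulator of autonomic neurons. At the other end, 307 of the 468 genes reached 1 CPM in all 80 libraries, and 462 did so in at least 1.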

From the entire TEQUILA-seq dataset of the 40 cell lines, we discovered 3122 annotated and 25,519 novel transcript isoforms of the cancer genes. 

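Of the isoforms listed for the target genes with a count in at least 1 library, 3850 carry an annotated transcript identifier and 30138 are unannotated. Genes of the panel differ in what the deposited table holds for them: the canonical transcript was listed for 420 of the 468 genes, TP53 (ENST00000269305), RB1 (ENST00000267163) and DNMT3B (ENST00000328111) among them. No minimum on counts beyond the authors' own was applied to these numbers.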

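Annotated isoforms of the 468 genes held 78.2% ± 2.34 (SD, n = 80 libraries) of the genes' counts, between 70.1% and 83.2% in single libraries. In TP53, for example, an unannotated isoform held 94.3% of the gene in MDA-kb2 and 93.3% in MDA-MB-453, so the share differs between genes and lines.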

Although many more novel than annotated transcript isoforms were discovered, the majority of reads (79.4% on average across all samples) that mapped to these genes were from annotated transcript isoforms.

Clustering analysis using isoform proportions of the cancer genes revealed two major clusters: cell lines annotated as luminal and HER2 enriched subtypes clustered together, whereas cell lines annotated as basal A and basal B subtypes clustered together (Fig. 3c). 

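By isoform proportions, luminal and HER2 enriched lines were nearest to lines of either of these subtypes, while basal A and basal B lines were mostly nearest to lines of their own subtype and none to the other basal subtype. The nearest line was luminal or HER2 enriched for 9 of 9 luminal and 13 of 13 HER2 enriched lines, and basal A or basal B for 9 of 11 basal A and 6 of 7 basal B lines, 37 of 40 in all (permutation test, one-sided, p = 1e-05, the smallest that the permutations can give). The nearest line had the very same subtype for 4 of 9 luminal, 8 of 13 HER2 enriched, 9 of 11 basal A and 6 of 7 basal B lines, 27 of 40 in all (permutation test, p = 1e-05). Both permutation tests treat the lines as independent. MDA-MB-453 and MDA-kb2, and AU-565 and SK-BR-3, are HER2 enriched pairs that the paper gives similar origins. The lines of each pair were nearest to each other and count among the matches. By mean distance, 3 basal A lines and 1 basal B line were closer to the luminal and HER2 enriched lines. Of the 80 libraries, 77 were nearest to the other replicate of their own line. The exceptions were MDA-MB-453 replicate 2 and both replicates of MDA-kb2. The 2 replicates of a line shared a flow cell, so cell line and flow cell cannot be told apart here. Distances were computed over the 880 isoforms, in 307 genes with at least 1 CPM in every library, that had a mean proportion of at least 5%, with no embedding. From the clusters, the paper states that the subtypes fall into these 2 major groups.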

Several outlier cell lines were also observed. Specifically, two pairs of cell lines clustered together as outliers, i.e., MDA-MB-453 and MDA-kb2, as well as AU-565 and SK-BR-3, reflecting the similar origins of cell-line derivation^34,35^. 

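MDA-MB-453 and MDA-kb2 were each other's nearest line, at a Euclidean distance of 1.58 between isoform proportions, and so were AU-565 and SK-BR-3, at 1.96. The leading unannotated TP53 isoform was common to MDA-kb2 and MDA-MB-453, where the lower bound of the 95% Wilson interval was 93.0% in the lower replicate of MDA-kb2 and 91.6% in that of MDA-MB-453.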

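DU4475 was nearest to BT-483, a luminal line, at a distance of 3.24. Its mean distance to luminal and HER2 enriched lines was 3.69, against 3.72 to basal A and basal B lines, so the difference is small. In DU4475, DNMT3B isoform ENST00000348286 and SESN1 isoform ENST00000436639 held 28.1% and 20.9% of their genes, the lowest values among the basal B lines.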

The DU4755 cell line, despite its annotation as the basal B subtype, clustered with the luminal and HER2 enriched subtypes, likely reflecting its controversial subtype classification^36,37^.

### TEQUILA-seq identifies breast cancer subtype-associated and tumor aberrant transcript isoforms

Next, we used the TEQUILA-seq data to identify subtype-associated transcript isoforms in the 40 breast cancer cell lines (see Methods). For each intrinsic subtype (luminal, HER2 enriched, basal A, basal B), we compared the mean proportion of a transcript isoform between the subtype-associated cell lines and all other cell lines. At FDR ≤0.05, we identified 54 breast cancer subtype-associated transcript isoforms in 50 genes (Supplementary Data 12). 

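Among basal B lines, FGFR2 isoform ENST00000358487 held 46.4% ± 10.8 (SD, n = 4 lines with FGFR2 counts) of the gene against 5.05% ± 4.42 in other lines (adjusted p = 2.67e-12 from limma). DNMT3B ENST00000348286 (48.8% ± 13.4, n = 7, against 13.1% ± 9.80, adjusted p = 2.49e-06) and SESN1 ENST00000436639 (45.9% ± 12.8 against 15.5% ± 8.94, adjusted p = 8.56e-06) were higher in the same lines. So were ENST00000644036 of SMARCB1, a chromatin remodelling gene (50.1% ± 7.80 against 33.8% ± 8.30), ENST00000341500 of INSR, the insulin receptor gene (53.1% ± 22.5 against 26.0%), ENST00000580014 of RNF43 (45.0% ± 21.8 against 21.2%), an unannotated isoform each of INPP4B (29.5% ± 30.0 against 5.49%), CSF1R (29.4% ± 27.6 against 2.88%), and ESR1 (14.7% ± 22.2, n = 5, against 0.0778%), and ENST00000567653 of TRAF7 (20.8% ± 17.9 against 7.68%, adjusted p = 0.0499). For INPP4B, CSF1R and ESR1, the SD was about as large as the mean or larger. Luminal lines had more of an unannotated isoform of PDCD1LG2, an immune checkpoint ligand gene (37.5% ± 17.7, n = 2 lines, against 0.109%), of an unannotated isoform of RXRA, a nuclear receptor gene (21.3% ± 13.5, n = 9, against 5.06%), and of ENST00000356142 of the small GTPase gene RAC1 (23.2% ± 7.40 against 9.90% ± 6.57). Basal A lines had more of ENST00000534780 of PGR, the progesterone receptor gene (22.1% ± 4.72, n = 3, against 1.45%), of ENST00000649217 of MALT1 (64.1% ± 8.80, n = 11, against 46.8% ± 11.4) and of an unannotated isoform of SESN2 (16.7% ± 9.46, n = 11, against 5.57%). Across the subtypes this makes 3 isoforms for luminal, 0 for HER2 enriched, 3 for basal A and 11 for basal B, in all 17 isoforms of 16 genes, 7 of them unannotated, out of 34052 tested at a minimum difference of 10 percentage points. For HER2 enriched lines, limma gave 2164 of 33877 isoforms at an unadjusted p under 0.05, where chance alone gives a share of 0.05. The numbers were 1812 in luminal, 3090 in basal A and 3626 in basal B lines. In HER2 enriched lines edgeR called 5. The basal A calls are fragile: MALT1 and SESN2 did not pass without DU4475 (adjusted p = 0.0528 and 0.0532), without MDA-MB-453 (0.0577 and 0.0631) or without replicate 1 of every line (0.0569 each), and basal A then had 1 isoform in each case. Without replicate 2 of every line, the basal A count was 0, MALT1 and SESN2 did not pass (0.145 and 0.0577), and PGR had a difference of -0.431 points (0.858); HER2 enriched lines then had 1 isoform. INSR did not pass without DU4475 (0.076) or without replicate 1 or 2 of every line (0.0564 and 0.0824). With a gene count of at least 20 in every library used, the isoforms of PDCD1LG2, PGR, CSF1R, RNF43, ESR1 and TRAF7 were not called. edgeR called only the isoforms of MALT1, DNMT3B, SESN1, CSF1R, SMARCB1 and TRAF7 and the unannotated isoform of FGFR2 among the 17, so not FGFR2 ENST00000358487, and the two-sample test did not call TRAF7. From the mean proportions in each subtype, the paper states a set of subtype-associated isoforms, which it illustrates with DNMT3B, FGFR2 and SESN1.

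**Figure D2:**
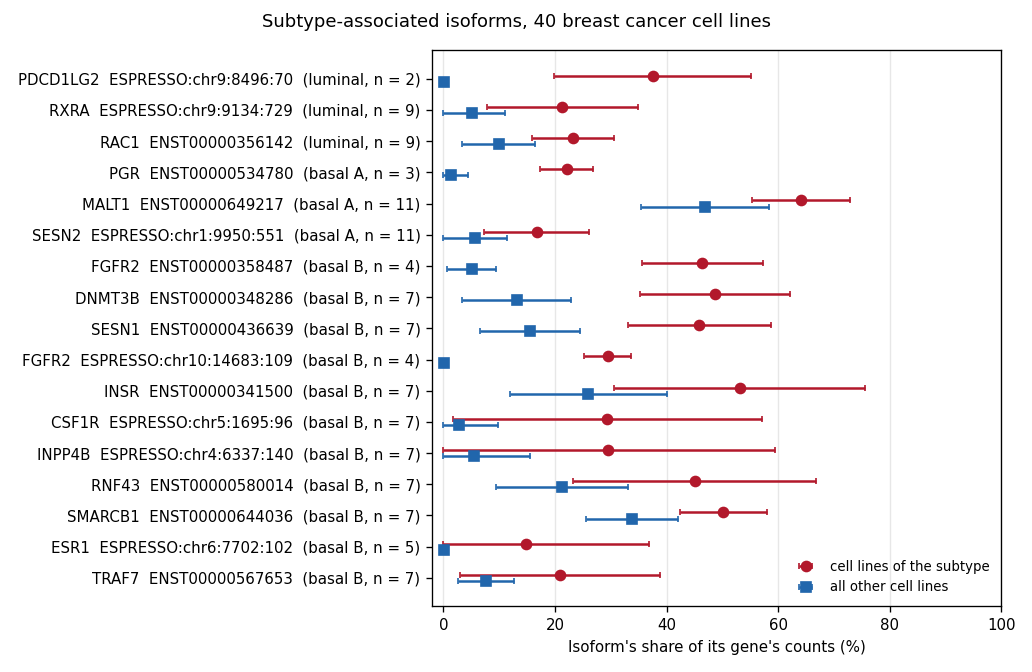
Share of the gene's counts (horizontal axis, %) held by each of the 17 subtype-associated isoforms in the cell lines of the subtype given (red circles; n is the number of its lines with counts of the gene) and in all other lines (blue squares); points are means over cell lines and error bars are the SD, whose lower ends stop at 0. FGFR2, DNMT3B and SESN1 show the clearest gaps among basal B lines, while the bars of RXRA, RAC1, MALT1, SESN2, INSR, CSF1R, INPP4B, RNF43, ESR1 and TRAF7 overlap.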

As an example, *DNMT3B* encodes a de novo DNA methyltransferase with important roles in regulating DNA methylation in development and cancer^38,39^. 

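DNMT3B (ENSG00000088305) lies on chromosome 20 of GRCh37 from 31350191 to 31397165. The mean share of its isoform ENST00000348286 was 10.5% ± 7.15 (SD, n = 9) in luminal, 9.27% ± 6.87 (n = 13) in HER2 enriched, 19.8% ± 11.7 (n = 11) in basal A and 48.8% (n = 7) in basal B lines. Within basal B it was highest in BT-549 (63.2%), HCC1395 (62.4%) and MDA-MB-157 (56.7%), followed by Hs-578T (50.7%), MDA-MB-436 (44.7%), MDA-MB-231 (35.5%) and DU4475. The canonical DNMT3B isoform ENST00000328111 held 1.91% ± 2.47 in basal B lines and 11.1% ± 11.5 in others, a difference that did not pass (adjusted p = 0.438 from limma). As a gene, DNMT3B fell by 1.09 on the log2 scale in basal B relative to other lines (standard error 0.35, adjusted p = 0.0256 from edgeR's quasi-likelihood test), so a higher share there is not a higher amount by the same factor. From this usage and from skipped exons that disrupt the catalytic domain, the paper proposes that the isoform may widely affect DNA methylation in the basal B subtype.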

Our results reveal that an alternative transcript isoform (ENST00000348286) was highly expressed in the basal B breast cancer cell lines (Fig. 3d, f). 

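In the annotation, DNMT3B ENST00000328111 has 23 exons over 4336 nt and encodes 853 amino acids, and ENST00000348286 has 20 exons over 4048 nt (20:31350230 to 31397162 of GRCh37) and encodes 770 amino acids. The exons of ENST00000328111 with no counterpart in ENST00000348286 lie at 20:31381342 to 31381401 (60 nt), 20:31393144 to 31393213 (70 nt) and 20:31394015 to 31394133 (119 nt).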

Compared to the canonical transcript isoform (ENST00000328111), three exons (exon 10, 21, and 22) were skipped in the alternative transcript isoform (Fig. 3e). Skipping of exons 21 and 22 disrupts the C-terminal catalytic domain; thus, the encoded protein isoform is enzymatically inactive^40^. To summarize, TEQUILA-seq identified a subtype-associated transcript isoform of *DNMT3B*, which may have a global effect on DNA methylation of the basal B subtype of breast cancer. 

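FGFR2 (ENSG00000066468, 10:123237846 to 123357972 of GRCh37) encodes a fibroblast growth factor receptor, and SESN1 (ENSG00000080546, 6:109305512 to 109416049) a stress-induced inhibitor of mTOR signalling. For FGFR2 isoform ENST00000358487, the mean share was 4.71% in luminal, 4.21% in HER2 enriched, 6.24% in basal A and 46.4% in basal B lines, from 40.3% in BT-549 and MDA-MB-436 and 42.5% in HCC1395 to 62.5% in MDA-MB-157. FGFR2 isoform ENST00000457416 held 7.93%, 4.26%, 5.55% and 0% in the same order; its difference in basal B lines did not pass (adjusted p = 0.101 from limma). The SESN1 isoform ENST00000436639 held 9.38% ± 4.12 (SD, n = 9), 15.6% ± 6.29 (n = 13), 20.3% ± 11.6 (n = 11) and 45.9% (n = 7) in this order, up to 57.4% in MDA-MB-231. SESN1 isoform ENST00000356644 was lower in basal B lines, at 44.5% ± 13.8 against 78.7% ± 9.96 in others (adjusted p = 7.45e-06). At the gene level SESN1 fell by 1.57 on the log2 scale in basal B relative to other lines (adjusted p = 0.00634 from edgeR's quasi-likelihood test).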

Two additional examples of subtype-associated transcript isoforms were shown for *FGFR2*^41^ (Supplementary Fig. 4) and *SESN1* (Supplementary Fig. 5). 

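FGFR2 was weakly expressed in basal B lines, with a median of 3.21 CPM against 215.5 in luminal, 75.2 in HER2 enriched and 142 in basal A lines; the gene-level log2 fold change of -2.56 did not pass (adjusted p = 0.146 from edgeR). DU4475, Hs-578T and MDA-MB-231 had 0 FGFR2 counts, so the basal B values rest on 4 lines, with 17 counts in MDA-MB-157. An unannotated FGFR2 isoform held 29.4% ± 4.18 (SD, n = 4) in basal B and 0.120% in other lines (adjusted p = 2.24e-27 from limma).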

The transcript isoform switch of *FGFR2* detected by TEQUILA-seq across breast cancer subtypes is a hallmark of epithelial-to-mesenchymal transition associated with the invasiveness and aggressiveness of breast cancer cells^42^. This transcript isoform switch involves two mutually exclusive exons that encode different versions of the ligand binding domain (Supplementary Fig. 4), generating FGFR2 protein isoforms with distinct ligand binding specificities^43^. 

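FGFR2 ENST00000358487 has 18 exons (10:123237846 to 123357958 of GRCh37) and encodes 840 amino acids. Its exon 8, at 10:123276833 to 123276977 (145 nt), is absent from ENST00000457416, which has instead an exon at 10:123278196 to 123278343 (148 nt) and encodes 841 amino acids.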

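Within SESN1, isoform ENST00000436639 starts with an exon of 1025 nt at 6:109414998 to 109416022 of GRCh37 and ENST00000356644 with an exon of 197 nt at 6:109330562 to 109330758. In the annotation, the SESN1 proteins of these isoforms have 551 and 492 amino acids.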

The transcript isoform switch of *SESN1* involves mutually exclusive uses of alternative first exons (Supplementary Fig. 5) and has been associated with isoform-specific transcript induction by genotoxic stress in a p53-dependent manner^44^.

Besides identifying subtype-associated transcript isoforms, we also used TEQUILA-seq data to identify “tumor aberrant” transcript isoforms. We defined tumor aberrant transcript isoforms as transcript isoforms that are present at significantly elevated proportions in at least one but no more than 4 (i.e., ≤10%) breast cancer cell lines. We note that the tumor aberrant transcript isoforms identified based on this definition were essentially “outlier” transcript isoforms with elevated proportions in a small subset of breast cancer cell lines. To eliminate potential technical artifacts and ensure the reliability of our results, we required that the identified tumor aberrant transcript isoforms must be present as outliers in both replicates of a given cell line, and we applied stringent criteria to filter out potential false positives (Methods). In total, we identified 635 tumor aberrant transcript isoforms in 256 genes, with 66.8% being novel transcript isoforms (Fig. 4a and Supplementary Fig. 6). 

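Isoforms with an elevated share in both replicates of 1 to 4 cell lines numbered 723 in 296 genes, and 509 of them (70.4%) are unannotated. Of these, 474 were elevated in 1 line, 137 in 2, 70 in 3 and 42 in 4. CDH1, which encodes E-cadherin (ENSG00000039068, 16:68771195 to 68869440 of GRCh37), had an unannotated isoform at a mean of 90.9% in HCC2218, on at least 496 counts of the gene in each replicate (lower bound of the 95% Wilson interval of the lower replicate 87.4%). RB1 (ENSG00000139687, 13:48877880 to 49173572), the retinoblastoma gene, had ESPRESSO:chr13:2429:91 at 94.9% in BT-549, on at least 5247 counts (lower bound 93.9%), and TP53 had the unannotated isoform shared by MDA-kb2 and MDA-MB-453, on at least 2301 and 5136 counts. A share of 100% was seen for NTRK3 ESPRESSO:chr15:4308:51 in MCF7 and FLT1 ESPRESSO:chr13:2345:27 in DU4475, on at least 45 and 15 counts in each replicate (lower bounds 92.1 and 79.6%). It was also seen for unannotated isoforms of NRAS in UACC-812 (lower bound 67.6%), PDGFRA in DU4475 (43.9%), PLCG2 in Hs-578T (34.2%) and PRDM1 in UACC-893 (34.2%), and for H3C12 ENST00000479986.1_2 in HCC1428 (56.6%), where counts per replicate were as few as 2 to 8. HCC1806 had the most elevated isoforms (75), followed by DU4475 (60) and MDA-MB-436 (57), and BT-474 the fewest (7). In all, 443 genes were tested, 433 passed the chi-square test over lines, and 183 of 1126 pairs of isoform and line rest on under 100 counts of the gene. On simulated lines that vary by a fixed amount, which was not estimated from these lines, 257 pairs of isoform and line without a change met the same rules. The simulated table held 33796 unchanged isoforms.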

Comparing aberrant to canonical transcript isoforms of the corresponding genes, we found that transcript isoforms resulting from complex or combinatorial AS events represented the majority (69.1%) of aberrant transcript isoforms (Fig. 4b). 

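Relative to the canonical isoform of the gene, 266 of the 723 isoforms (36.8%) differed by a complex event and 220 (30.4%) by a combination of simple events, together 486 (67.2%). A single skipped exon, as in the RB1 isoform ESPRESSO:chr13:2429:105 of HCC1937, accounted for 85 (11.8%) and an alternative first exon for 75. Alternative 5' splice sites accounted for 28, alternative 3' splice sites for 20, retained introns for 12, alternative last exons for 11 and mutually exclusive exons for 4, and 2 differed at their ends only. The retained-intron isoform of TP53 is among the isoforms elevated in few lines. From these classes, the paper concludes that long reads are of benefit for isoforms that short reads often miss.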

Given that complex and combinatorial AS events are challenging to analyze and often overlooked by short-read RNA-seq^8^, these results highlight the benefit of interrogating the transcript products of actionable cancer genes by long-read RNA-seq.

**Fig. 4:**
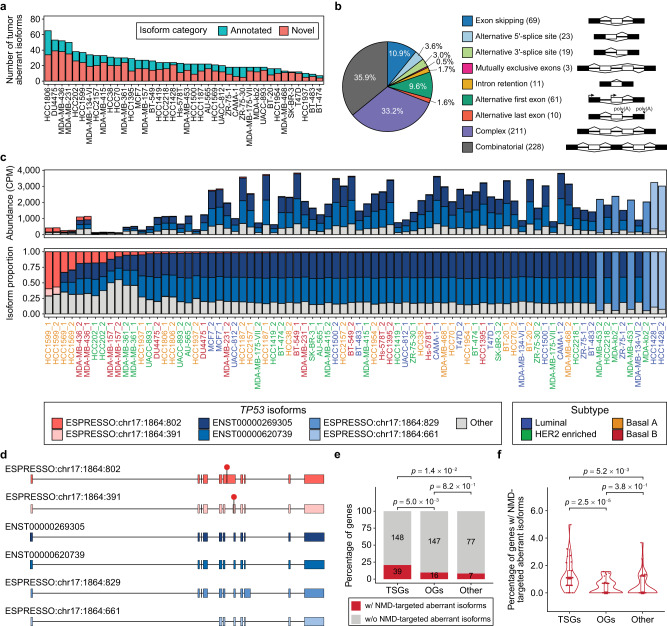
Tumor aberrant transcript isoforms in 40 breast cancer cell lines. **a** Stacked barplots showing the number of annotated (turquoise) and novel (red) transcript isoforms identified as “tumor aberrant” across 40 breast cancer cell lines. **b** Categories of AS events in tumor aberrant transcript isoforms. Number in parenthesis: number of tumor aberrant transcript isoforms. **c** Stacked barplots showing estimated abundances (upper panel) and isoform proportions (lower panel) for *TP53* transcript isoforms discovered by TEQUILA-seq across 40 breast cancer cell lines. Red bars: isoforms of interest (ESPRESSO:chr17:1864:802, ESPRESSO:chr17:1864:391); navy bar: canonical isoform (ENST00000269305); lighter blue bars: three other most abundant *TP53* isoforms; gray bars: remaining *TP53* isoforms. **d** Structures of *TP53* transcript isoforms. Boxes: exons. Line segments: introns. Red octagons: premature termination codons. **e** Stacked barplots showing percentages and numbers of genes with NMD-targeted tumor aberrant transcript isoforms within each gene category (TSG, OG, and Other) from the 468 actionable cancer genes. *P* values: two-sided Fisher’s exact test. **f** Violin plots (median, interquartile range) with individual data points showing percentages of genes with NMD-targeted tumor aberrant transcript isoforms among all genes in each category (TSG, OG, and Other) detected in a given breast cancer cell line (mean value of two replicates per cell line, *n* = 40 in each violin plot). *P* values: two-sided paired Wilcoxon test. Source data are provided as a Source Data file.

Using TEQUILA-seq data, we identified numerous novel aberrant transcript isoforms in extensively studied cancer genes, such as *NOTCH1* and *RB1*. 

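NOTCH1 (ENSG00000148400, 9:139388885 to 139440500 of GRCh37) encodes a transmembrane receptor that is cleaved on activation. In MDA-MB-157, an unannotated isoform held 71.1% of 51 NOTCH1 counts in replicate 1 (95% Wilson interval 57.0 to 81.3%) and 85.7% of 45 counts in replicate 2 (73.8 to 93.7%), a mean of 78.4%. The next highest line was HCC1599 with 1.04%. NOTCH1 itself was at 18.1 CPM in MDA-MB-157, so these shares rest on 96 counts.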

A novel aberrant transcript isoform of *NOTCH1* (ESPRESSO:chr9:9147:301) was found as the predominant transcript isoform in the MDA-MB-157 cell line. This transcript isoform lacks the segment spanning exons 2 to 27 with respect to the canonical transcript isoform of *NOTCH1* (Supplementary Fig. 7). 

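The unannotated NOTCH1 isoform runs from 9:139390183 to 139440469 with 8 exons over 3133 nt, where the canonical NOTCH1 isoform ENST00000651671 has 34 exons over 9568 nt and encodes 2555 amino acids. The missing NOTCH1 segment reaches from exon 2 (9:139438476 to 139438554) to exon 27 (9:139397634 to 139397782), which encodes most of the extracellular part. Its longest open reading frame spans 853 amino acids.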

In the HCC1937 cell line, we discovered a novel aberrant transcript isoform of *RB1* (ESPRESSO:chr13:2429:105), which lacks exon 22 with respect to the canonical transcript isoform (Supplementary Fig. 8). 

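In HCC1937, RB1 isoform ESPRESSO:chr13:2429:105 held 55.4% of 582 counts in replicate 1 (95% Wilson interval 51.3 to 59.3%) and 47.7% of 1045 counts in replicate 2 (44.6 to 50.7%), a mean of 51.5%. HCC1599 came next, at 5.49%. The RB1 isoform runs from 13:48877966 to 49056021 of GRCh37 with 26 exons, against 27 in ENST00000267163; the exon it lacks lies at 13:49039134 to 49039247 (114 nt), and its reading frame stays open for 890 amino acids against 928. The intervals of the replicates do not overlap, so their difference exceeds counting error.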

We confirmed that the novel aberrant transcript isoforms result from focal genomic deletions that deleted multiple exons (in *NOTCH1*) or one exon (in *RB1*) from the tumor genome (Supplementary Figs. 7, 8).

### Nonsense-mediated mRNA decay of aberrant transcript isoforms is a common mechanism of tumor suppressor gene inactivation

Many tumor aberrant transcript isoforms identified by TEQUILA-seq contain premature termination codons (PTCs), which would target the transcript isoform for degradation via nonsense-mediated mRNA decay (NMD)^45^. For example, the tumor suppressor *TP53* encodes a transcription factor involved in regulating diverse cellular processes, such as cell cycle control, DNA repair, apoptosis, metabolism, and cellular senescence^46,47^. 

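TP53 lies on chromosome 17 and encodes the transcription factor p53. HCC1599, a basal A line, had an unannotated isoform with a retained intron at 59.6% of 986 TP53 counts in replicate 1 (95% Wilson interval 56.4 to 62.6%) and at 56.7% of 1174 counts in replicate 2 (53.9 to 59.5%), a mean of 58.1%. The canonical ENST00000269305 held 0.266% of TP53 in HCC1599. The same TP53 isoform held 31.2% in HCC1569, 18.6% in MDA-MB-436, 18.0% in HCC202 and 10.0% in MDA-MB-157.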

We discovered a novel aberrant transcript isoform of *TP53* (ESPRESSO:chr17:1864:802) as the predominant isoform in the HCC1599 cell line (Fig. 4c). This transcript isoform contains a 568nt retained intron with respect to the canonical transcript isoform of *TP53* (Fig. 4d). 

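The TP53 isoform with the retained intron spans 17:7571743 to 7590805 of GRCh37 with 10 exons over 3073 nt, and ENST00000269305 has 11 exons and encodes 393 amino acids. The retained sequence is intron 6, from 17:7577609 to 7578176. Its reading frame ends after 236 amino acids, 957 nt upstream of the last exon junction, which meets the rule for decay of a stop at least 50 nt upstream of that junction.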

The retained intron would introduce an in-frame PTC and target the transcript isoform for degradation via NMD^45^. A second, relatively minor novel *TP53* transcript isoform (ESPRESSO:chr17:1864:391), which uses a novel 3’ splice site within the retained intron, was also discovered in the HCC1599 cell line (Fig. 4c, d). This transcript isoform is also NMD-targeted. 

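In HCC1599, another unannotated TP53 isoform held 11.3% of the gene's counts in replicate 1 (95% Wilson interval 9.43 to 13.4%) and 11.6% in replicate 2 (9.88 to 13.5%), a mean of 11.4%. Its exon 7 lies at 17:7577499 to 7577657 (159 nt), and it has 11 exons. The TP53 reading frame of this isoform ends after 243 amino acids, 417 nt upstream of the last exon junction.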

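TP53 stood at 426 CPM in HCC1599 (421 and 432 in the replicates), 4.58-fold below the median of the 40 lines, 1952 CPM. No test was run for a single cell line.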

Overall, the discovery of multiple NMD-targeted transcript isoforms is consistent with the low steady-state gene expression level of *TP53* in HCC1599, as measured by TEQUILA-seq (Fig. 4c).

To elucidate the source of these novel *TP53* transcript isoforms, we analyzed the whole-genome sequencing (WGS) data of HCC1599 obtained from the Cancer Cell Line Encyclopedia (CCLE). We found that the HCC1599 cell line harbors an A-to-T mutation that disrupts the 3’ splice site of the retained intron. All WGS reads covering this region contain the same mutation, as the other allele of *TP53* is lost in the tumor genome of HCC1599 through loss of heterozygosity^48^. This splice site mutation and resulting transcript products were further confirmed by RT-PCR and Sanger sequencing (Supplementary Fig. 9). In summary, TEQUILA-seq discovered novel aberrant transcript isoforms of *TP53* in HCC1599, which may contribute to inactivating *TP53* in this cell line.

We should note that the efficiency of NMD varies considerably across transcripts and tissue types depending on various factors such as PTC position^49^, the concentration of NMD factors^50^, tissue and cell type^51,52^, and physiological condition^53^. As a result, PTC-containing transcript isoforms can frequently escape NMD and be readily detected in transcriptome data^49,51^. Interestingly, the cell line with multiple NMD-targeted *TP53* transcript isoforms (HCC1599) was among those with the lowest steady-state *TP53* gene expression levels across the 40 breast cancer cell lines (Fig. 4c), consistent with the expected effect of NMD on steady-state gene expression level. 

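HCC1599 ranked number 5 from the lowest of 40 lines in TP53. Lower were MDA-MB-157 (143 CPM), HCC202 (150.4 CPM), HCC1569 (269 CPM) and HCC1937 (310 CPM), and the rank of HCC1599 was the same with either replicate alone. The paper sets the low TP53 level of HCC1599 beside the effect that decay would have on the gene's expression. Its direct evidence is a splice site mutation, RT-PCR and an experiment with an inhibitor of decay, which were not analysed here.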

To further confirm that these *TP53* transcript isoforms were NMD-targeted, we treated HCC1599 cells with NMD inhibitor SMG1i (compound 11j). We observed a substantial increase in the isoform abundances of the two PTC-containing transcript isoforms, especially the predominant novel transcript isoform containing the retained intron (Supplementary Fig. 10). These data indicate that these transcript isoforms were indeed targeted and degraded by NMD at the steady state in HCC1599 cells.

The discovery of NMD-targeted aberrant transcript isoforms in *TP53* raises the question of whether this observation represents a recurring RNA-associated mechanism for inactivating tumor suppressor genes in breast cancer. Based on annotations from OncoKB^54^ (version September 6, 2022), we categorized the 468 cancer genes analyzed by TEQUILA-seq into three groups: 196 tumor suppressor genes (TSGs), 179 oncogenes (OGs), and 93 “Other” genes. The “Other” category includes genes with context-dependent behavior as either a TSG or an OG, as well as genes with inconclusive roles in the context of cancer. 

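Aberrant isoforms that meet the decay rule, a stop at least 50 nt upstream of the last exon junction, numbered 130 in 87 genes, and 117 of them are unannotated. They were found in 46 of 152 tumor suppressor genes (30.3%), 27 of 141 oncogenes (19.1%) and 14 of 142 other genes (9.86%) with at least 1 CPM in 10 lines or more. TP53 and RB1 are among the tumor suppressors, and NRAS among the oncogenes, by the classes set from general knowledge. The odds were 1.83 times higher for tumor suppressor genes than for oncogenes (Fisher's exact test, two-sided, p = 0.031), higher for tumor suppressor than for other genes (p = 1.19e-05 by the same exact test) and higher for oncogenes than for other genes (p = 0.0289 by the same exact test). At a minimum rise of 20 percentage points in place of 10, the odds ratio for tumor suppressor genes against oncogenes was 1.97 and did not pass (exact p = 0.156), nor did oncogenes against other genes (exact p = 0.289). Aberrant isoforms of any kind were as frequent in tumor suppressor genes as in oncogenes (71.7 and 72.3%, exact p = 1). They were less frequent in other genes (57.0%, exact p = 0.0103 against tumor suppressor genes and 0.00892 against oncogenes). The decay-rule differences from other genes therefore cannot be read as particular to decay.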

Among genes expressed in at least 10 of the 40 breast cancer cell lines (i.e., average CPM ≥1 between *n* = 2 biological replicates), NMD-targeted aberrant transcript isoforms were significantly more enriched in TSGs (20.9% in TSGs, 9.8% in OGs, and 8.3% in Other; two-sided Fisher’s exact test, Fig. 4e). Additionally, the percentages of genes with NMD-targeted aberrant transcript isoforms among genes expressed in each of the 40 breast cancer cell lines were significantly higher for TSGs than for OGs and Other genes (two-sided paired Wilcoxon test; Fig. 4f). These results suggest that aberrant alternative isoform variation coupled with NMD represents a common mechanism for inactivating TSGs in individual tumors.

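Per cell line, decay-rule aberrant isoforms were present in 1.71% ± 1.52 (SD, n = 40 lines) of expressed tumor suppressor genes, 0.961% ± 0.885 of oncogenes and 0.729% ± 0.680 of other genes. Tumor suppressor genes had the higher share than oncogenes in 26 lines, the lower in 11 and an equal one in 3 (paired permutation test, two-sided, p = 0.00031). Against other genes they were higher in 27 lines, lower in 12 and equal in 1 (permutation p = 5e-05), while the difference between oncogenes and other genes (24 higher, 9 lower and 7 equal) did not pass (permutation p = 0.147). The 3 comparisons form 1 family. Every line scores the same genes, and an aberrant isoform can count in several lines, so the lines are not independent. Cell line pairs of similar origin are also counted as separate lines. The permutation p-values therefore cover spread between lines and not between genes. Over genes, Fisher's exact test of tumor suppressor genes against oncogenes gave p = 0.031. It gave 0.156 at a minimum rise of 20 percentage points. From the class shares, the paper proposes that aberrant isoforms with decay are a common way in which tumor suppressor genes are inactivated in single tumors.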

### Technical refinements of TEQUILA-seq

Having demonstrated the performance and utility of TEQUILA-seq using multiple target panels, we sought to further assess and refine TEQUILA-seq in multiple aspects. First, we assessed the probe synthesis yield by TEQUILA. We performed a series of probe synthesis reactions for the 468 actionable cancer genes, using varying amounts of template oligo pool ranging from 2 to 10 ng, and varying incubation times ranging from 1 to 16 h. For each of these combinations, TEQUILA probes were synthesized using fixed concentrations of enzymes, dNTPs, and other reaction components as described (see Methods). We quantified the resulting probe yield using Nanodrop (Supplementary Fig. 11). With increasing amounts of template oligo pool, we observed a corresponding increase in probe yield. Moreover, the probe yield increased with longer incubation times, although the rate of increase slowed down after 4 h. This may be explained by the fact that the enzymes and dNTPs used in the probe synthesis reaction became exhausted over time. Overall, the results demonstrate a high probe synthesis yield.

Second, blocking oligos are commonly used in hybridization capture-based enrichment^16,55^. To investigate whether TEQUILA-seq could benefit from the use of blocking oligos, we designed three types of blocking oligos targeting the adapters used in probe synthesis, the primers for cDNA amplification, and oligo(dT)18 with a three-carbon spacer at the 3’ end targeting the poly(A) tail (Methods). 

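The refined protocol was run on the breast cancer lines HCC1806, MDA-MB-157, AU-565 and MCF7, with 1 library per line and condition: with blocking oligonucleotides, without them, and with them in a multiplexed run. Blocking oligonucleotides bind adapters, primers and poly(A) tails, through which unrelated cDNAs are carried along in a capture. The deposited values are estimated counts per isoform, made by the authors from base calls in the super-accurate mode of Guppy with the same alignment and isoform assignment as above, without normalization. Libraries with blocking oligonucleotides held 3272538 to 3690273 estimated counts (median 3535874) and those without 2919982 to 3380537 (median 3096955). Isoforms with no named gene held 0.999 to 3.48% of counts. The cell line was kept as a block in all tests, since each line is measured once per condition, and 95% Wilson intervals of the shares extend at most 0.0424 percentage points to either side.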

We performed TEQUILA-seq of 468 actionable cancer genes on four breast cancer cell lines (HCC1806, MDA-MB-157, AU-565, and MCF7) with or without using blocking oligos. By comparing the results of TEQUILA-seq with or without using blocking oligos, we found that the use of blocking oligos further improved the on-target rates by 2.8 to 5.6% (Supplementary Fig. 12). 

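The target share of counts rose in each line with blocking oligonucleotides: from 84.3 to 88.1% in MDA-MB-157 (3.76 percentage points), from 84.5 to 88.2% in AU-565 (3.68 points), from 84.9 to 87.8% in MCF7 (2.91 points) and from 85.4 to 87.1% in HCC1806 (1.66 points). The means were 84.8% ± 0.479 (SD, n = 4 lines) without and 87.8% ± 0.504 with blocking, a gain of 3.00 points (exact sign-flip permutation test, two-sided, p = 0.125, the smallest that 4 pairs allow).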

Overall, our results demonstrate that using blocking oligos can modestly improve the capture performance of TEQUILA-seq.

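Genes outside the panel mostly lost counts with blocking oligonucleotides, relative to all assigned counts. AP2A2 (ENSG00000183020), an adaptor of endocytosis, fell by 2.32 on the log2 scale, from 4.87 ± 1.53 (SD, n = 4) to 0.947 ± 0.144 CPM (adjusted p = 6.34e-06 from edgeR's quasi-likelihood test). RRM1 fell by 2.08, MCM5 by 1.91, PITHD1 by 1.90, IVNS1ABP by 1.84 and DHX15 by 1.73 on this scale. SSX2 (ENSG00000241476), a cancer-testis gene, rose by 1.47, from 4.03 ± 4.42 to 11.5 ± 13.6 CPM (adjusted p = 3.82e-05). The next largest rises were in GPR160 (1.02), STAG3L4 (0.89), SMCO4 (0.86), ADAT2 (0.85) and MED15 (0.82). Those of GPR160, STAG3L4 and ADAT2 did not pass with DESeq2 (adjusted p = 0.167, 0.152 and 0.121), STAG3L4 did not pass without AU-565 or without MCF7, and ADAT2 did not pass without MCF7. With no filter on low counts, STAG3L4 and ADAT2 did not pass either (adjusted p = 0.104 and 0.0739 from edgeR). Of 3110 non-target genes, 18 were higher and 1076 lower with the line as a block, and none passed without the block. When normalized over the non-target genes themselves, which removes their common loss, 144 were higher and 164 lower. From the gain in on-target rate, the paper concludes that blocking oligonucleotides modestly improve capture.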

Finally, we sought to implement the multiplexing capability of TEQUILA-seq. For this purpose, we utilized the ONT native barcoding kit (NBD114) for the R10.4 version of ONT sequencing chemistry. We added sample barcodes and performed multiplexed TEQUILA-seq on four breast cancer cell lines (HCC1806, MDA-MB-157, AU-565, and MCF7) on an R10.4 MinION flow cell. 

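In multiplexed sequencing, libraries of several samples carry barcodes and share a flow cell. Here the multiplexed libraries, 1 per line, held 808863 to 1065638 estimated counts (median 1011253), and the unmultiplexed libraries with blocking oligonucleotides served for comparison. Intervals (95%, Wilson) of the on-target shares extend at most 0.0726 percentage points to either side in HCC1806, MDA-MB-157, AU-565 and MCF7. The authors sequenced the multiplexed libraries on flow cells of R10.4.1 chemistry and the others on R9.4.1, base-called each with the super-accurate Guppy model for its chemistry and separated the multiplexed reads by barcode. Barcoding, flow cell chemistry and base-call model thus change together, and their effects cannot be separated here. All 12 libraries are in 1 deposited table of estimated counts, so isoforms can be compared by name.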

We generated 7.2 million reads. 88.4% of reads can be uniquely assigned to one of the four cell lines with correct sample barcodes, indicating excellent performance of demultiplexing. Compared to TEQUILA-seq of the four breast cancer cell lines without barcoding and multiplexing, TEQUILA-seq with barcoding and multiplexing resulted in similar on-target rates (Supplementary Fig. 13a). Moreover, TEQUILA-seq samples with or without multiplexing for each breast cancer cell line were clustered together based on transcript expression levels of 468 actionable cancer genes (Supplementary Fig. 13b). 

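Multiplexed libraries had 87.8% of counts on target in AU-565, 87.6% in MCF7, 87.5% in MDA-MB-157 and 87.3% in HCC1806, with a mean of 87.6% ± 0.216 (SD, n = 4 lines). Relative to the unmultiplexed libraries the differences were -0.333, -0.249, -0.545 and 0.239 percentage points, a mean of -0.222 (exact sign-flip permutation test, two-sided, p = 0.25; the smallest that 4 pairs allow is 0.125).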

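In ARID1A, a chromatin remodelling gene, isoform ENST00000324856 held 67.5% ± 2.13 (SD, n = 4 lines) in multiplexed and 57.5% ± 1.96 in unmultiplexed libraries (adjusted p = 4.97e-05 from edgeR's quasi-likelihood test), and an unannotated isoform fell from 12.9% ± 1.23 to 5.31% ± 0.491 (adjusted p = 0.000141). ASXL2 ESPRESSO:chr2:3923:208 fell from 19.4% ± 4.48 to 8.00% ± 1.35 (0.00818), a call lost without MDA-MB-157, AU-565 or MCF7. SMARCA4 ENST00000647230 rose from 25.5% ± 0.707 to 38.8% ± 1.72 (0.0343), a call lost when any of the 4 lines is left out. Without the line as block, ARID1A ENST00000324856 and the isoforms of ASXL2 and SMARCA4 did not pass (adjusted p = 0.0800, 0.169 and 0.0876 from edgeR). More isoforms passed with DESeq2 or with no filter on low counts. Of 11271 isoforms of 442 genes, 3 were higher and 12 lower in share in multiplexed libraries, which also differ in flow cell chemistry and base-call model, and the count was 8 without HCC1806 and 2 without each of AU-565, MCF7 and MDA-MB-157. All 12 libraries were nearest to a library of the same line. Isoform proportions of libraries from the same line had a Pearson's correlation of 0.954 to 0.983 across 1018 isoforms, those from different lines 0.886 to 0.975, and the multiplexed and unmultiplexed libraries of a line 0.964 to 0.972. On log2(CPM + 1) over 20471 isoforms the ranges were 0.881 to 0.945 for the same line and 0.721 to 0.930 for different lines; isoforms are not independent replicates. From the like on-target rates and the clustering by line, the paper concludes that barcoding adds to the method's scalability.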

Overall, the capability for sample barcoding and multiplexing further increases the scalability and decreases the cost of TEQUILA-seq. It also allows TEQUILA-seq to harness the power of higher-throughput long-read sequencers (e.g., the ONT PromethION platform).

## Discussion

Targeted capture followed by long-read RNA-seq offers a powerful strategy for focused analyses of full-length transcript isoforms for preselected gene panels. It leverages the ability of long-read sequencing platforms to sequence transcript molecules end-to-end, while circumventing their weaknesses of limited sequencing yield and low transcript coverage. Nevertheless, existing solutions for targeted long-read RNA-seq are either expensive^15^, or difficult to set up and implement^16^. Here we present TEQUILA-seq, a broadly applicable method for targeted long-read RNA-seq. The TEQUILA process for synthesizing biotinylated capture oligos is versatile, easy to implement, and low-cost. Non-biotinylated oligo templates as starting material can be acquired as an array-synthesized oligo pool at a modest cost from various commercial vendors. By using nickase-triggered isothermal SDA, the TEQUILA process can generate large quantities of biotinylated capture oligos from the limited starting material, enabling a large number of capture reactions, thus substantially reducing the per-reaction cost. As the nickase releases the synthesized strand from the universal adapter sequence, the TEQUILA probes are free of any artificial adapter sequence, with only complementary sequences against the targeted sequences. Importantly, using an input of only 2 ng of template oligo pool, we were able to generate up to 25 μg of TEQUILA probes (Supplementary Fig. 11), which can be used for 250 capture reactions, with 100 ng of probes used per capture reaction. Assuming that 2 ng of template oligo pool is regularly used per probe synthesis reaction, the total amount of template oligo pool (typically ranging from 50 ng to more than 200 ng based on our experience with commercial vendors) can be used for 25 to 100 TEQUILA probe synthesis reactions. Therefore, the total amount of TEQUILA probes can potentially be used for 6250 (250 × 25) to 25,000 (250 × 100) capture reactions. TEQUILA reduces the initial set up cost and drastically (by 2-3 orders of magnitude) reduces the per-reaction cost of targeted capture, as compared to a standard commercial solution, assuming a high number of re-uses (Supplementary Data 1, 2). With this cost structure, TEQUILA-seq can readily scale up to large cohorts with many biological samples.

We performed TEQUILA-seq of both synthetic spike-in RNA standards and human mRNAs, using multiple gene panels with sizes ranging from a small panel of 10 brain genes to a large panel of 468 actionable cancer genes. Our comprehensive benchmark analyses indicated consistently high on-target rate and fold enrichment across all samples and gene panels analyzed. Using synthetic spike-in RNA standards with known transcript structures and concentrations, we showed that TEQUILA-seq substantially improved the sensitivity of detecting low-abundance transcripts. At the same time, the estimated abundances of target transcripts based on TEQUILA-seq data correlated highly with the known spike-in concentrations (Fig. 2a). We also showed that TEQUILA-seq data did not exhibit length-dependent biases in transcript detection and quantification (Fig. 2b). Moreover, by comparing TEQUILA-seq data of a human gene panel to deep short-read RNA-seq data on the same sample, we showed that TEQUILA-seq preserved transcript isoform proportions of target genes (Fig. 2c). Overall, these results indicate that TEQUILA-seq provides a robust tool for transcript discovery and quantification for genes of interest.

Genomic DNA analysis of tumor samples, including both WGS and targeted sequencing, has been broadly used in research and clinical settings^30,31,56,57^. However, RNA-level dysregulation is prevalent in cancer transcriptomes^58^, and recent studies have established the complementary utility of transcriptome sequencing for cancer genomic profiling^59–61^. By performing TEQUILA-seq of 468 actionable cancer genes across 40 breast cancer cell lines, we discovered numerous known or novel transcript isoforms with potential functional relevance. For example, we found that an alternative transcript isoform of *DNMT3B*, lacking two exons that encode part of its C-terminal catalytic domain, is highly enriched in basal B breast cancer cell lines (Fig. 3d, f). This finding has implications for the epigenetic regulation and DNA methylome of the basal B subtype, the most aggressive subtype of breast cancer^62,63^. We also discovered novel aberrant transcript isoforms of multiple genes encoding tumor suppressors, such as *TP53* and *RB1* (Fig. 4c, d and Supplementary Fig. 8). Using the full-length transcript information obtained by TEQUILA-seq, we can readily infer the consequences of isoform variation as it relates to transcript and protein products. For example, the aberrant transcript isoforms of *TP53* discovered in the HCC1599 cell line would introduce in-frame PTCs and trigger transcript degradation via the NMD pathway. Expanding this analysis to all aberrant transcript isoforms discovered in the breast cancer dataset, we found that TSGs are significantly more enriched for NMD-targeted aberrant transcript isoforms, as compared to OGs and other cancer genes (Fig. 4e, f). Thus, the TEQUILA-seq analysis reveals a common mechanism for inactivating TSGs in cancer cells, via aberrant alternative isoform variation coupled with transcript degradation via NMD.

TEQUILA-seq may facilitate many applications of targeted long-read RNA-seq. Here we illustrate a proof-of-concept application of TEQUILA-seq to actionable cancer genes; however, TEQUILA-seq can be applied to any gene panel of interest for focused discovery and quantification of transcript isoforms. For example, TEQUILA-seq of genes implicated in a given group of Mendelian disorders can be used for RNA-guided genetic diagnosis^64^. Likewise, TEQUILA-seq of genes involved in oncogenic gene fusions can be used for discovering actionable fusion transcripts towards precision oncology applications^65,66^. While the current TEQUILA-seq protocol based on the standard nanopore 1D cDNA sequencing workflow is designed for poly(A)+ RNAs, it can be easily adapted for non-poly(A)+ RNAs with minor modifications, such as poly(A)+ tailing of non-poly(A)+ RNAs. Importantly, TEQUILA probes can be used for targeted sequencing in both long-read and short-read RNA-seq workflows. One limitation of TEQUILA-seq, however, is that it is designed for cDNA sequencing but is not compatible with direct RNA-seq on the ONT platform for sequencing native RNA molecules^67^. Therefore, TEQUILA-seq cannot take advantage of the unique features of the ONT direct RNA-seq workflow, including its capability to directly read base modifications of RNA^10,68,69^. Beyond targeted RNA-seq, TEQUILA probes may also be used for various applications related to targeted DNA sequencing, such as targeted analysis of DNA methylation^70,71^ and chromatin conformation^72,73^. Overall, hybridization capture-based enrichment is widely used for targeted DNA and RNA analysis^13,14^. We anticipate that the strategy for generating TEQUILA probes will have a broad impact, as the significant cost reduction, as well as ease of implementation, will pave the way for wide adoption in diverse biomedical and clinical settings.

## Methods

### Cell culture and treatment

SH-SY5Y human neuroblastoma cells (ATCC, #CRL-2266) were cultured in DMEM/F-12 (Gibco, #11330032) supplemented with 10% fetal bovine serum (FBS, Corning, #45000-734) and 100 U/ml penicillin-streptomycin (Gibco, #15140122). SH-SY5Y cells were maintained at 37 °C in a humidified chamber with 5% CO_2_. The SH-SY5Y cell line was authenticated by short tandem repeat analysis and verified to be mycoplasma-free. A panel of 40 breast cancer cell lines (Supplementary Data 10) was purchased from the American Type Culture Collection (ATCC, Manassas, VA, USA 30-4500 K™). Cell lines were cultured according to ATCC recommendations (Supplementary Data 13) and were authenticated by the supplier. For NMD inhibition, approximately 1 × 10^6^ of HCC1599 cells were treated with either DMSO (Sigma-Aldrich, #D2650) or a small-molecule NMD inhibitor SMG1i (compound 11j, MedChemExpress, #HY-124719) at the concentration of 300 nM for 4 h prior to harvest. Cells were pelleted at 300 × *g* for 5 min and subject to RNA isolation or Western blotting.

### RNA extraction and preparation

The Spike-in RNA variants (SIRV) (SIRV-Set 4, Lexogen, #141.01) contain 69 SIRV isoforms (SIRV mix E0) and 15 long SIRV transcripts (long SIRVs) in equimolar ratios, as well as 92 non-isoform ERCC transcripts (ERCC mix) covering six orders of magnitude of concentration range. Human brain total RNA (50 μg, Clontech, Cat. #636530, Lot #2006022) was isolated from pooled tissues of multiple donors, as described by the manufacturer. Total RNA was extracted from the SH-SY5Y cell line and 40 breast cancer cell lines using TRIzol reagent (Invitrogen, #15596018). RNA concentrations and RNA integrity were measured with a NanoDrop 2000 Spectrophotometer and Agilent 4200 TapeStation, respectively.

### RT-PCR validation and Sanger sequencing of cDNA

Total RNA was treated with RNase-free DNase I by using the TURBO DNA-free Kit (Invitrogen, #AM1907). The cDNA was synthesized from 1 μg of total RNA using oligo (dT)15 primed reverse transcription as described in the Maxima H minus reverse transcriptase (Thermo Scientific, #EP0751) protocol. Next, PCR was performed in a 20-μl reaction by using first-strand cDNA synthesized from 50 ng of total RNA, 10 μl of KAPA HiFi ReadyMix (KAPA Biosystems, #KK2602), and 10 pmol of a primer pair. All primer pairs are listed in Supplementary Data 14. PCR amplification was carried out in a Veriti 96-well Thermal Cycler (Applied Biosystems, #43-757-86) by incubating the mixture at 95 °C for 3 min, followed by 26 cycles of (98 °C for 20 s, 65 °C for 20 s, and 72 °C for 45 s) with a final extension at 72 °C for 2 min. Amplified products were analyzed by electrophoresis in 2% agarose gels and a D1000 ScreenTape assay on an Agilent 4200 TapeStation. Splice junction sequences of transcript isoforms were confirmed by Sanger sequencing of the DNA amplicons, which were separated by DNA electrophoresis. Gel extraction was performed using the QIAquick Gel Extraction Kit (Qiagen, #28706X4).

### Genomic DNA isolation and Sanger sequencing

Genomic DNA was isolated using TRIzol reagent (Invitrogen) according to the DNA isolation protocol from the manufacturer. DNA concentration and integrity were measured by a NanoDrop 2000 Spectrophotometer and Genomic DNA ScreenTape assay on an Agilent 4200 TapeStation, respectively. PCR was performed in a 50-μl volume using 50 ng of genomic DNA, 25 μl of KAPA HiFi ReadyMix, and 20 pmol of a primer pair. All primer pairs are listed in Supplementary Data 14. PCR amplification was carried out in a Veriti 96-well Thermal Cycler by incubating the mixture at 95 °C for 3 min, followed by 30 cycles of (98 °C for 20 s, 65 °C for 20 s, and 72 °C for 1 min) with a final extension at 72 °C for 2 min. Amplified products were separated by electrophoresis in 1.5% agarose gels, and bands were purified with QIAquick Gel Extraction Kit. Sequences of purified DNA amplicons were confirmed using Sanger sequencing with the same primers used in PCR.

### Western blotting

Approximately 1 × 10^6^ of HCC1599 cells treated with either DMSO or SMG1i (300 nM, 4 h) were pelleted at 300 × *g* for 5 min and resuspended in 200 μl of ice-cold RIPA lysis and extraction buffer (Thermo Scientific, #89901) containing protease inhibitors (Pierce, #A32955). The samples were gently pipetted ten times to lyse and left on ice for 10 min. The lysates were centrifugated at 20,000 × *g* for 5 min and the supernatant was transferred to a new tube. Samples were then added with 40 μl of SDS sample loading buffer (375 mM Tris-HCl, 9% SDS (w/v), 50% glycerol (v/v), 9% 2-mercaptoethanol (v/v), 0.03% bromophenol blue (w/v)), and boiled at 95 °C for 5 min. Afterward, 10 μl of boiled samples were electrophoresed in a 10% mini-PROTEAN TGX precast protein gel (Bio-Rad, #4561035), and transferred to a polyvinylidene difluoride (PVDF) membrane using TransBlot Turbo transfer system (Bio-Rad, #170-4272). The membranes were blocked with 5% non-fat milk in 1× TBST (Cell Signaling Technology, #9997) at room temperature for 1 h and probed at 4 °C overnight with a 1:1000 dilution of Phospho-Upf1 (Ser1127) antibody (Sigma-Aldrich, #07-1016) and a 1:20,000 dilution of β-actin loading control monoclonal antibody (BA3R) (Invitrogen, #MA5-15739). The blots were then incubated at room temperature for 1 h with HRP-conjugated goat anti-rabbit IgG (1:2000 dilution, Agilent Technologies, #P044801-2) and goat anti-mouse IgG secondary antibody (1:5000 dilution, Invitrogen, #PI32430), respectively. Finally, the blots were detected via chemiluminescence with SuperSignal West Femto maximum sensitivity chemiluminescent substrate (Thermo Scientific, #34094) and imaged on a ChemiDoc XRS+ system with Image Lab software (Bio-Rad, #1708265).

### Short-read RNA-seq library preparation and sequencing

Short-read sequencing libraries were prepared using 1 μg of total RNA extracted from SH-SY5Y cells and spiked-in with 25 pg of SIRV-Set 4 RNA, following the TruSeq Stranded mRNA protocol (Illumina, #20020595). All short-read libraries (*n* = 3 replicates) were sequenced on an Illumina NovaSeq 6000 sequencer with 150-bp paired-end sequencing, according to the manufacturer’s protocol.

### Direct RNA library construction and nanopore sequencing

A 20-μg aliquot of total RNA was subjected to poly(A)+ RNA selection using the Dynabeads mRNA DIRECT purification kit (Invitrogen, #61011) following the manufacturer’s instructions. Approximately 500 ng of the resulting poly(A)+ RNA, along with 5 ng of SIRVs, were pooled as input for direct RNA library generation. Libraries were made by following the standard ONT SQK-RNA002 protocol with the optional reverse transcription step included. All libraries were loaded onto R9.4.1 flow cells and sequenced on MinION/GridION devices (ONT, Oxford, UK). Sequencing summary statistics, including library information, chemistry, and sequencing output, are detailed in Supplementary Data 15.

### Full-length cDNA synthesis

A 200-ng aliquot of total RNA, together with 5 pg of SIRV-Set 4 RNA, were used as templates for cDNA synthesis. Briefly, the reverse transcription and template-switching reaction was performed by using Maxima H minus reverse transcriptase under the following conditions: 42 °C for 90 min, followed by 85 °C for 5 min. First-strand cDNA was amplified by PCR with KAPA HiFi ReadyMix by incubating the mixture at 95 °C for 3 min, followed by 11 cycles of (98 °C for 20 s, 67 °C for 20 s, and 72 °C for 5 min) with a final extension at 72 °C for 8 min. PCR products were purified using 0.8× volumes of SPRIselect beads (Beckman Coulter, #B23318). Amplified cDNA was measured using the Qubit dsDNA High Sensitivity assay and Agilent High Sensitivity D5000 ScreenTape assay on a 4200 TapeStation. Sequences of oligos/primers are listed in Supplementary Data 14.

### 1D library construction and nanopore sequencing

Nanopore 1D libraries were constructed using 1 μg of amplified cDNA according to the standard ONT SQK-LSK109 protocol. Briefly, cDNA products were end-repaired and dA-tailed using NEBNext Ultra II End Repair/dA-Tailing Module (NEB, #E7546) by incubating at 20 °C for 20 min and 65 °C for 20 min. The cDNA was then purified with 0.7× volumes of SPRIselect beads and eluted in 60 μl of nuclease-free water. Adapter ligation was performed using NEBNext Quick T4 DNA ligase (NEB, #E6056) at room temperature for 10 min. After ligation, libraries were purified using 0.45× volumes of AMPure XP beads (Beckman Coulter, #A63881) and short fragment buffer. The final libraries were loaded onto R9.4.1 flow cells and sequenced on MinION/GridION devices. Sequencing summary statistics, including library information, chemistry, flow cell types, and sequencing output, are detailed in Supplementary Data 15.

### Capture probe synthesis

IDT Lockdown probes (Integrated DNA Technologies) were designed and synthesized for a test panel of 10 human genes with long transcripts in the brain, including *DAB1, DLG4, GRIN1, HTT, LRP8, MAPT, NRXN1, NUMB, RBFOX1*, and *SCN8A*. The probes are 120-nt long oligos that are biotinylated at their 5’ ends. Probes were designed to tile across all annotated exons, including UTRs, of test panel genes with 1× tiling density (Supplementary Data 14).

TEQUILA probes were synthesized in two steps. First, Twist oligo pools (Twist Bioscience) were designed and synthesized for three custom-designed gene panels, which are detailed in Supplementary Data 14. The oligos are 150-nt long and contain a 3’ end 30-nt universal primer binding sequence (5’-CGAAGAGCCCTATAGTGAGTCGTATTAGAA-3’). The remaining 120 nt were designed to tile across all annotated exons, including UTRs, of target genes with 1× tiling density, by using the xGen Hyb Panel Design Tool (https://www.idtdna.com/pages/tools/xgen-hyb-panel-design-tool). Specifically, BED/FASTA files, gene symbols, or transcript accession numbers of target genes were uploaded as input, and “Homo sapiens (Human) NCBI GRCh37.p13 (hg19)” was used as the reference. Probe length and probe tiling density were set to 120 nt and 1×, respectively. A spreadsheet of 120-nt oligo sequences was generated as output along with information on target base counts, probe counts, and coverage percentage. Next, oligo pools were amplified and biotin-labeled using nickase-induced linear SDA. Briefly, a 40 μl reaction was assembled on ice; it contained 2–10 ng of the oligo pool as ssDNA templates, 5 μl of 10× NEBuffer 3.1, 2 mM DTT, 0.25 μM RC-oligo (5’-TTCTAATACGACTCACTATAGGGCTCTTCG-3’), 0.4 mM dTTP, 0.6 mM dATP, 0.6 mM dCTP, 0.6 mM dGTP, and 0.2 mM biotin-16-aminoallyl-2’-dUTP (TriLink BioTechnologies, #N-5001). The mixture was incubated at 95 °C for 2 min and then ramped down to 4 °C at a rate of 0.1 °C/s. Initial strand extension of primers was performed at 37 °C for 10 min using 5 μM of ssDNA binding protein (T4 Gene 32 Protein, NEB, #M0300S) and 0.8 U/μl of Klenow Fragment (3’−5’ exo-) DNA polymerase (NEB, #M0212M). Nickase-induced linear SDA was then performed at 37 °C for 4–16 h using 3 nM (0.04 U/μl) of Nt.BspQI (NEB, #R0644S). Synthesized probes were purified with 1.8× volumes of AMPure XP beads and quantified by NanoDrop 2000 Spectrophotometer.

### Hybridization and capture

All hybridization and capture experiments were done following a protocol from IDT (“Hybridization capture of DNA libraries using xGen Lockdown probes and reagents”). Briefly, approximately 500 ng of amplified cDNA were denatured at 95 °C for 10 min and then incubated with either 3 pmol of IDT xGen Lockdown probes or 100 ng of TEQUILA probes at 65 °C for 12 h. Next, 50 μl of M-270 streptavidin beads (Invitrogen, #65306) were added to the mixture, which was incubated at 65 °C for 45 min. The mixture was then immediately subjected to a series of high-temperature and room temperature washes, according to the IDT xGen Lockdown protocol. The resulting bead solution was resuspended in 40 μl of TE buffer (Invitrogen, #12090015). For hybridization with the addition of blocking oligonucleotides, prior to denaturing step, approximately 500 ng of amplified cDNA were combined with blocking oligos, including oligos targeting the adapters used in probe synthesis (1 nmol of CGAAGAGCCCTATAGTGAGTCGTATTAG-/3SpC3/, IDT), oligos targeting the primers for cDNA amplification (1 nmol of AAGCAGTGGTATCAACGCAGAGT, IDT), and oligo(dT)18 with a three-carbon spacer at the 3’ end targeting the poly(A) tail (1 nmol of TTTTTTTTTTTTTTTTTT/3SpC3/, IDT).

### Post-capture amplification and nanopore sequencing

On-bead PCR was performed for the streptavidin bead-captured cDNA using KAPA HiFi ReadyMix by incubating at 95 °C for 3 min, followed by 12 cycles of (98 °C for 20 s, 67 °C for 20 s, 72 °C for 5 min), with a final extension at 72 °C for 8 min. PCR products were purified using 0.7× volumes of SPRIselect beads, and measured using the Qubit dsDNA High Sensitivity assay and Agilent High Sensitivity D5000 ScreenTape assay on a 4200 TapeStation. Amplified cDNA was subjected to library construction and nanopore sequencing. Sequencing summary statistics, including library information, chemistry, and sequencing output, are detailed in Supplementary Data 15.

For TEQUILA-seq of 468 actionable cancer genes across 40 breast cancer cell lines, the two replicates of TEQUILA-seq libraries for each breast cancer cell line were sequentially sequenced on one R9.4.1 MinION flow cell. The flow cell wash kit (ONT, EXP-WSH004) was used to wash out the first library and then refresh the flow cell for the second library to be loaded and sequenced. All fluids from the waste channel were removed through waste port 1. Next, a mix of 2 μl of wash mix (WMX, containing DNase I) and 398 μl of wash diluent (DIL) was loaded into the flow cell priming port and incubated for 90 min. After digestion, all fluids from the waste channel were removed through waste port 1. A second library was then loaded for sequencing by following the instructions in the “Priming and loading the flow cell” section of the 1D ligation kit protocol (SQK-LSK109).

For barcoding and multiplexing of TEQUILA-seq libraries, approximately 200 ng of post-capture amplified cDNA from each sample were used according to the ONT SQK-NBD114.24 protocol. Briefly, cDNA products were end-repaired and dA-tailed using NEBNext Ultra II End Repair/dA-Tailing Module by incubating at 20 °C for 20 min and 65 °C for 20 min. The cDNA was then purified with 1× volume of AMPure XP beads and eluted in 10 μl of nuclease-free water. Native barcode ligation was performed using 7.5 μl of end-prepped DNA, 2.5 μl of native barcodes, and 10 μl of Blunt/TA Ligase Master Mix (NEB, #M0367) by incubating at room temperature for 20 min. To inactivate the ligase, 2 μl of EDTA was added to each ligation reaction. Barcoded cDNA samples were then pooled and purified using 0.4× volume of AMPure XP beads and eluted in 35 μl of nuclease-free water. Next, adapter ligation was performed using 30 μl of pooled barcoded samples, 5 μl of native adapter, 10 μl of 5× NEBNext Quick ligation reaction buffer, and 5 μl of NEBNext Quick T4 DNA ligase at room temperature for 20 min. After ligation, libraries were purified using 0.45× volume of AMPure XP beads and short fragment buffer. The final libraries were loaded onto R10.4.1 flow cells and sequenced on MinION/GridION devices.

### Basecalling and alignment of nanopore sequencing data

Basecalling of raw nanopore data was performed in fast mode using Guppy (v4.0.15) with the following settings: ‘*guppy_basecaller --input_path raw_data --save_path output_folder --config corresponding_config_file’* (https://community.nanoporetech.com/downloads). Basecalling of whole-transcriptome 1D cDNA sequencing and TEQUILA-seq data was done using config file ‘*dna_r9.4.1_450bps_fast.cfg*’, and basecalling of direct RNA sequencing data was done using config file ‘*rna_r9.4.1_70bps_fast.cfg*’. For raw nanopore data described in the section “Technical refinements of TEQUILA-seq”, basecalling was performed in super-accurate mode using Guppy (v6.4.2) with the ‘*dna_r9.4.1_450bps_sup.cfg*’ config file for R9.4.1 and the ‘*dna_r10.4.1_e8.2_260bps_sup.cfg*’ config file for R10.4.1 chemistry. Basecalled reads from multiplexed nanopore sequencing data were also demultiplexed using Guppy (v6.4.2) with the parameter: ‘*--barcode_kits SQK-NBD114-24*’.

Basecalled reads were mapped to either the GRCh37/hg19 reference genome or SIRV genome from Lexogen (SIRV-Set 4) using minimap2 (v2.17) with parameters: *‘-a -x splice -ub -k 14 -w 4 --secondary=no*’. Specifically, we provided minimap2 with transcript annotations of GENCODE v34 (https://www.gencodegenes.org/human/release_34lift37.html) when mapping reads to the GRCh37/hg19 reference genome. We provided minimap2 with SIRV-Set 4 transcript annotations when mapping reads to the SIRV genome.

### Discovery and quantification of transcript isoforms

Full-length transcript isoforms were discovered and quantified from long-read alignment files using ESPRESSO (v1.2.2) with default settings. ESPRESSO is a computational tool we developed for the robust discovery and quantification of transcript isoforms from error-prone long-read RNA-seq data^17^ (https://github.com/Xinglab/espresso). Specifically, ESPRESSO was applied to the following sets of nanopore RNA-seq data:

1. Whole-transcriptome 1D cDNA sequencing data and targeted sequencing data (IDT probes or TEQUILA probes) of 10 human brain genes (Supplementary Data 3) on human brain cDNA samples (*n* = 3 replicates per sequencing protocol).
2. Direct RNA sequencing data, whole-transcriptome 1D cDNA sequencing data, and TEQUILA-seq data (4, 8, and 48 h of sequencing time) of a panel of 46 ERCC transcripts and five long SIRV transcripts (Supplementary Data 5), as well as 221 genes encoding splicing factors (Supplementary Data 7) on SH-SY5Y cells (*n* = 3 replicates per sequencing protocol).
3. TEQUILA-seq data of 468 actionable cancer genes (Supplementary Data 9) on 40 breast cancer cell lines (*n* = 2 replicates per cell line) (Supplementary Data 10).
4. Whole-transcriptome 1D cDNA sequencing data on four breast cancer cell lines: HCC1806, MDA-MB-157, AU-565, and MCF7 (*n* = 1 per cell line).
5. TEQUILA-seq data of 468 actionable cancer genes on four breast cancer cell lines: HCC1806, MDA-MB-157, AU-565, and MCF7 without blocking oligos (without multiplexing) or with blocking oligos (without multiplexing or with multiplexing) (described in the section “Technical refinements of TEQUILA-seq”).

Estimated read counts for all transcript isoforms discovered in a sample (i.e., those with a nonzero read count) were normalized into counts per million (CPM) by dividing the number of reads assigned to a transcript isoform by the total number of reads mapped to the reference genome, and multiplying this number by one million. The proportion of a transcript isoform was calculated by dividing the CPM value of that transcript isoform by the CPM value of the corresponding gene (i.e., the sum of CPM values over all transcript isoforms discovered for the gene).

### Calculation of on-target rate and fold enrichment

For each sample, we calculated an on-target rate by dividing the number of RNA-seq reads mapped to target genes (with a mapping quality score ≥1) by the total number of reads mapped to the reference genome (with a mapping quality score ≥1). Fold enrichment on a given sample was calculated by dividing the on-target rate for targeted RNA-seq (TEQUILA-seq or xGen Lockdown-seq) by the on-target rate for non-capture control.

### Quantification of exon skipping events using short- and long-read RNA-seq data

We aligned short-read RNA-seq data to the GRCh37/hg19 reference genome using STAR (v2.6.1d) in two-pass mode with default settings and transcript annotations of GENCODE v34 (https://www.gencodegenes.org/human/release_34lift37.html). Exon skipping events were discovered and quantified (as percent spliced in, ψ) from short-read alignment files using rMATS (v4.1.1) with default settings^29^.

We compiled high-confidence exon skipping events from short-read RNA-seq data based on the following criteria: (1) the average number of short reads supporting the two exon-included splice junctions or the number of short reads supporting the exon-skipped splice junction is ≥10, (2) the ratio between the numbers of short reads supporting each of the two exon-included splice junctions is between 0.2 and 5, (3) the short-read ψ value is between 0.01 and 0.99, and (4) none of the four splice sites associated with the exon skipping event (i.e., the two splice sites of the upstream intron and the two splice sites of the downstream intron) is involved in other AS events discovered from short-read RNA-seq data.

For each exon skipping event discovered from short-read data, we also computed ψ values based on long-read data using the following equation:

$$\psi=\frac{I}{I+S}$$

where *I* is the sum of CPM values for transcript isoforms carrying both of the exon-included splice junctions, and *S* is the sum of CPM values for transcript isoforms carrying the exon-skipped splice junction.

### Identification of tumor subtype-associated transcript isoforms

We identified tumor subtype-associated transcript isoforms using a panel of 40 breast cancer cell lines. For each subtype (luminal, HER2 enriched, basal A, or basal B), we used a two-sided Student’s *t*-test to compare the proportion of a transcript isoform between cell lines belonging to the given subtype and all other cell lines. We defined tumor subtype-associated transcript isoforms as those meeting the following criteria: (1) FDR-adjusted *p* value ≤5% based on Benjamini–Hochberg correction and (2) the mean transcript isoform proportion across cell lines of the given subtype is greater than the mean transcript isoform proportion over all other cell lines by at least 10% (Supplementary Data 12).

### Identification of tumor aberrant transcript isoforms

We defined “tumor aberrant” transcript isoforms as transcript isoforms that are present at significantly elevated proportions in at least one but no more than 4 (i.e., ≤10%) breast cancer cell lines by using the following statistical procedure:

For each gene, we generated an *m-*by-80 matrix composed of read counts (rounded to the nearest integer) for *m* discovered transcript isoforms across 80 TEQUILA-seq samples (two replicates for each of the 40 breast cancer cell lines). Using this matrix, we computed the total gene expression level in each sample as the sum of read counts over all transcript isoforms of the gene. We ignored genes that only had one discovered transcript isoform or were only expressed in a single sample. We also omitted samples from the matrix if the given gene was not expressed in those samples.

Next, we ran a chi-square test of homogeneity (FDR <1%) on the matrix to assess whether transcript isoform proportions for the given gene are homogenous across the considered samples. Focusing on genes identified by the chi-square test with FDR <1%, we ran a post hoc test to identify sample-isoform pairs in which the transcript isoform proportion in the given sample is significantly higher than the overall transcript isoform proportion over all samples (i.e., the sum of read counts of the transcript isoform over all samples divided by the sum of read counts of the gene over all samples) (one-tailed binomial test, FDR <1%). Using transcript isoforms identified by this post hoc test, we next identified cell line-isoform pairs for which the transcript isoform shows significantly elevated usage in a given cell line. Specifically, these pairs were required to meet the following criteria: (1) the transcript isoform has an adjusted *p* value <1% (post hoc test) using Benjamini–Hochberg correction for both replicates of the given cell line and (2) the transcript isoform proportions in both replicates are ≥10% higher than the overall transcript isoform proportion over all samples.

Finally, we defined tumor aberrant transcript isoforms based on the following criteria: (1) the transcript isoform shows significantly elevated usage in at least one but no more than 4 cell lines (i.e., ≤10% of our breast cancer cell line panel) and (2) the transcript isoform is not the canonical transcript isoform of the corresponding gene, as defined by the Ensembl database (Release 100, April 2020).

### Classification of AS events underlying tumor aberrant transcript isoforms

To characterize RNA processing changes associated with tumor aberrant transcript isoforms, we compared the structure of each tumor aberrant transcript isoform with the structure of the canonical transcript isoform of the corresponding gene. Local differences in transcript structure were classified into seven basic AS categories^8^, including (1) exon skipping, (2) alternative 5’-splice site, (3) alternative 3’-splice site, (4) mutually exclusive exons, (5) intron retention, (6) alternative first exon, and (7) alternative last exon. Any local differences in transcript structure that could not be classified as one of the seven basic AS categories were classified as “complex”. If a tumor aberrant transcript isoform had more than one AS event relative to the canonical transcript isoform, it was labeled as “combinatorial”.

### Identification of NMD-targeted transcript isoforms

All transcript isoforms discovered by ESPRESSO were classified into the following three categories: (1) transcripts annotated in GENCODE (v34lift37) as “basic” (i.e., full-length) protein-coding or NMD-targeted, (2) transcripts annotated in GENCODE but not labeled as “basic” protein-coding or NMD-targeted, (3) novel transcripts discovered by ESPRESSO. For transcripts classified into categories (2) or (3), we retrieved their sequences from the GRCh37/hg19 reference genome and searched for ORFs. Specifically, we used the longest ORF for a given transcript and required it to encode at least 20 amino acids. Among transcripts with predicted ORFs, we identified those that may be NMD-targeted using the following criteria^45^: (1) the transcript is ≥200 nt long, (2) the transcript contains at least one splice junction, and (3) the predicted stop codon is ≥50 nt upstream of the last splice junction (i.e., the transcript harbors a PTC).

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1-15

Reporting Summary

### Source data

Source Data

## Data Availability

Raw and processed data from Illumina short-read RNA-seq and nanopore long-read RNA-seq were uploaded to GEO under accession number GSE213984. Source data are provided with this paper.

## Code availability

The scripts used for processing, analyzing, and visualizing TEQUILA-seq data are publicly available on GitHub (https://github.com/Xinglab/TEQUILA-seq) and deposited in Zenodo (10.5281/zenodo.8018742).

# Supplementary material for: TEQUILA-seq: a versatile and low-cost method for targeted long-read RNA sequencing
**Source:** Nat Commun. 2023 Aug 8;14:4760. doi: 10.1038/s41467-023-40083-6
**Supplement:** Supplementary file 1 — Supplementary Information

Supplementary Information

TEQUILA-seq: A versatile and low-cost method for targeted long-read RNA sequencing

Feng Wang^{1,6}, Yang Xu^{1,2,6}, Robert Wang^{1,2,6}, Beatrice Zhang¹, Noah Smith¹, Amber Notaro¹, Samantha Gaerlan¹, Eric Kutschera¹, Kathryn E. Kadash-Edmondson¹, Yi Xing^{1,3,4,*}, Lan Lin^{3,5,*}

⁶These authors contributed equally: Feng Wang, Yang Xu, Robert Wang.

Supplementary Figure 1.

Pairwise comparisons of estimated abundances for transcript isoforms of target genes across TEQUILA-seq and xGen Lockdown-seq libraries.

Supplementary Figure 2.

Estimated abundances of 10 target genes across TEQUILA-seq, xGen Lockdown-seq, and whole-transcriptome nanopore 1D cDNA sequencing (non-capture control) libraries.

Supplementary Figure 3.

Target enrichment of 468 actionable cancer genes in 4 breast cancer cell lines using TEQUILA-seq.

Supplementary Figure 4.

An *FGFR2* transcript isoform with a mutually exclusive exon is the predominant splice isoform in basal B breast cancer cell lines.

Supplementary Figure 5.

An *SESN1* transcript isoform with a distal alternative first exon is the predominant splice isoform in basal B breast cancer cell lines.

Supplementary Figure 6.

Identification of tumor aberrant transcript isoforms across 40 breast cancer cell lines.

Supplementary Figure 7.

A novel aberrant *NOTCH1* transcript isoform resulting from a genomic deletion containing exons 2-27 is the predominant isoform in the MDA-MB-157 cell line.

Supplementary Figure 8.

A novel aberrant *RBI* transcript isoform resulting from a genomic deletion containing exon 22 is the predominant isoform in the HCC1937 cell line.

Supplementary Figure 9.

Confirmation of a splice site-disrupting mutation causing *TP53* splice variants in the HCC1599 cell line.

Supplementary Figure 10.

Elevated transcript expression levels of two PTC-containing transcript isoforms of *TP53* upon NMD inhibition in HCC1599 cells, as indicated by RT-PCR analysis.

Supplementary Figure 11.

Probe yield of individual synthesis reactions measured by Nanodrop.

Supplementary Figure 12.

Target enrichment of 468 actionable cancer genes in 4 breast cancer cell lines using TEQUILA-seq with or without blocking oligos.

Supplementary Figure 13.

Barcoding and multiplexing TEQUILA-seq libraries using the nanopore native barcoding kit.

Supplementary Figure 1

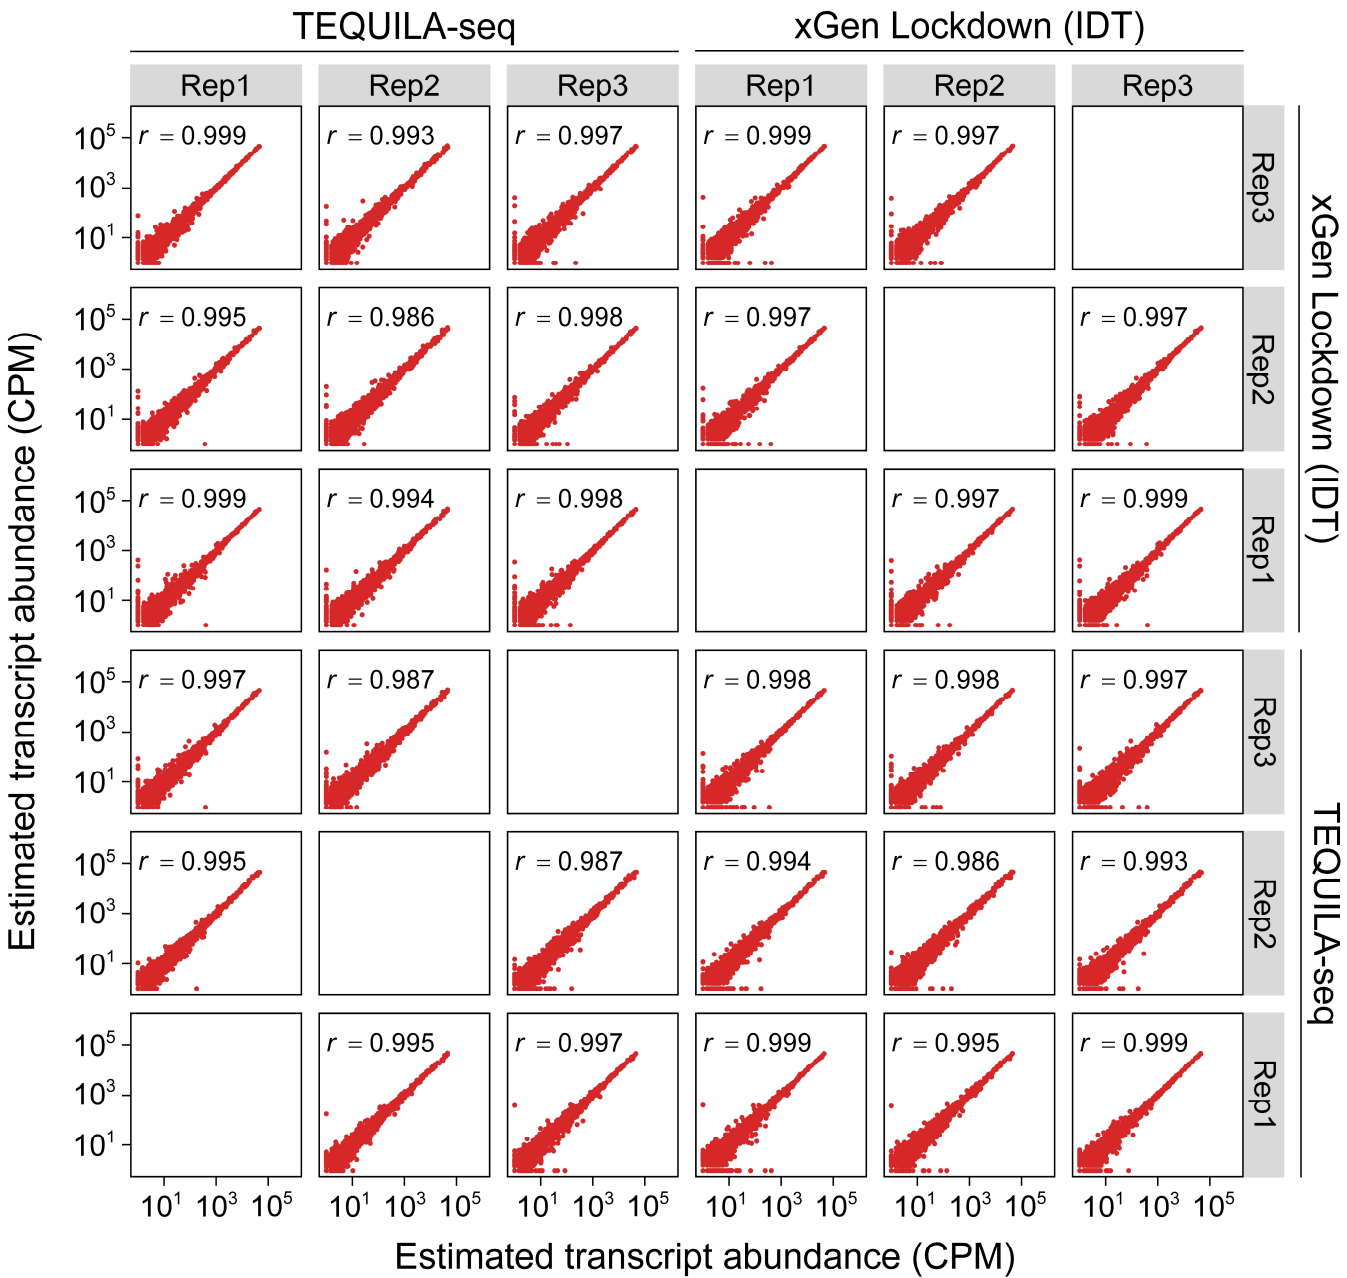

Supplementary Figure 1. Pairwise comparisons of estimated abundances for transcript isoforms of target genes across TEQUILA-seq and xGen Lockdown-seq libraries. For each pairwise comparison, transcript isoforms of target genes with a CPM > 0 in at least one library were plotted and used to calculate the Pearson's correlation. Target gene panel: 10 human genes with long transcripts in the brain. All sequencing methods were applied to the same human brain RNA mix from multiple donors (see Methods).

Supplementary Figure 2

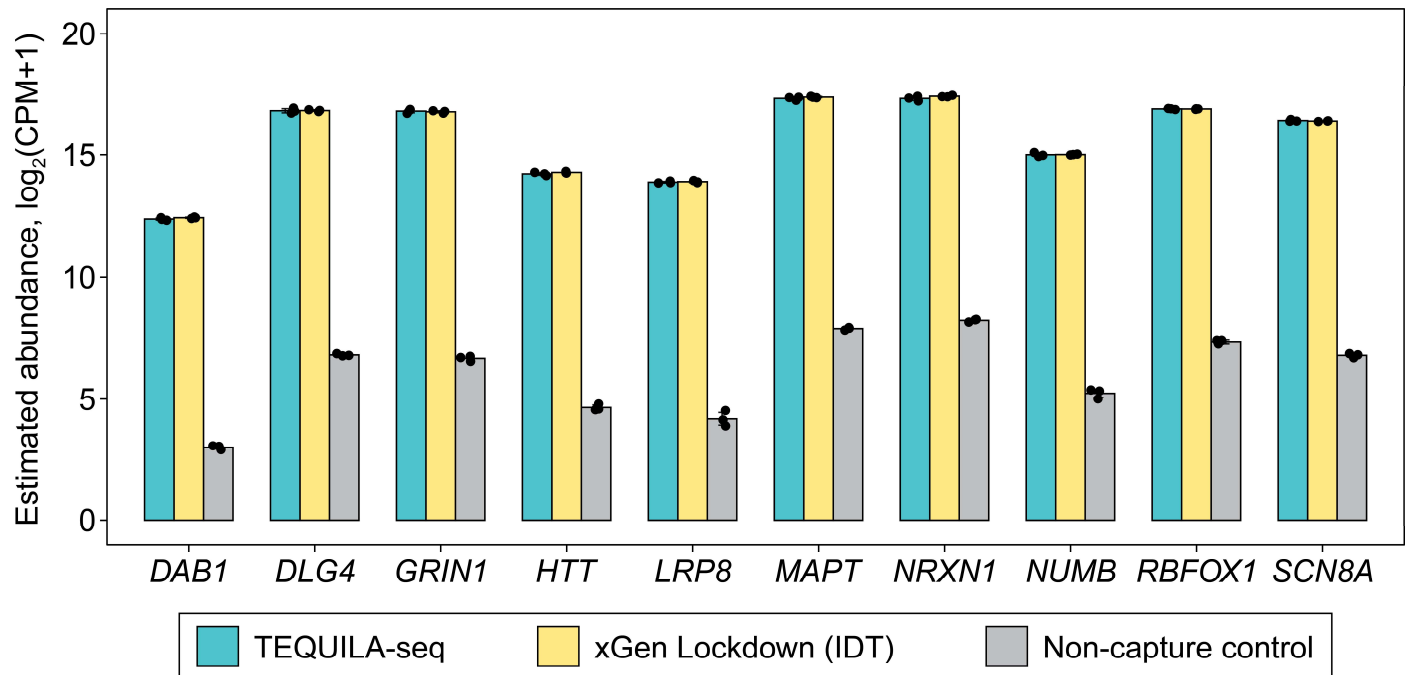

Supplementary Figure 2. Estimated abundances of 10 target genes across TEQUILA-seq, xGen Lockdown-seq, and whole-transcriptome nanopore 1D cDNA sequencing (non-capture control) libraries. Estimated abundance is shown as the mean $\pm$ s.d of $n = 3$ replicates.

Supplementary Figure 3

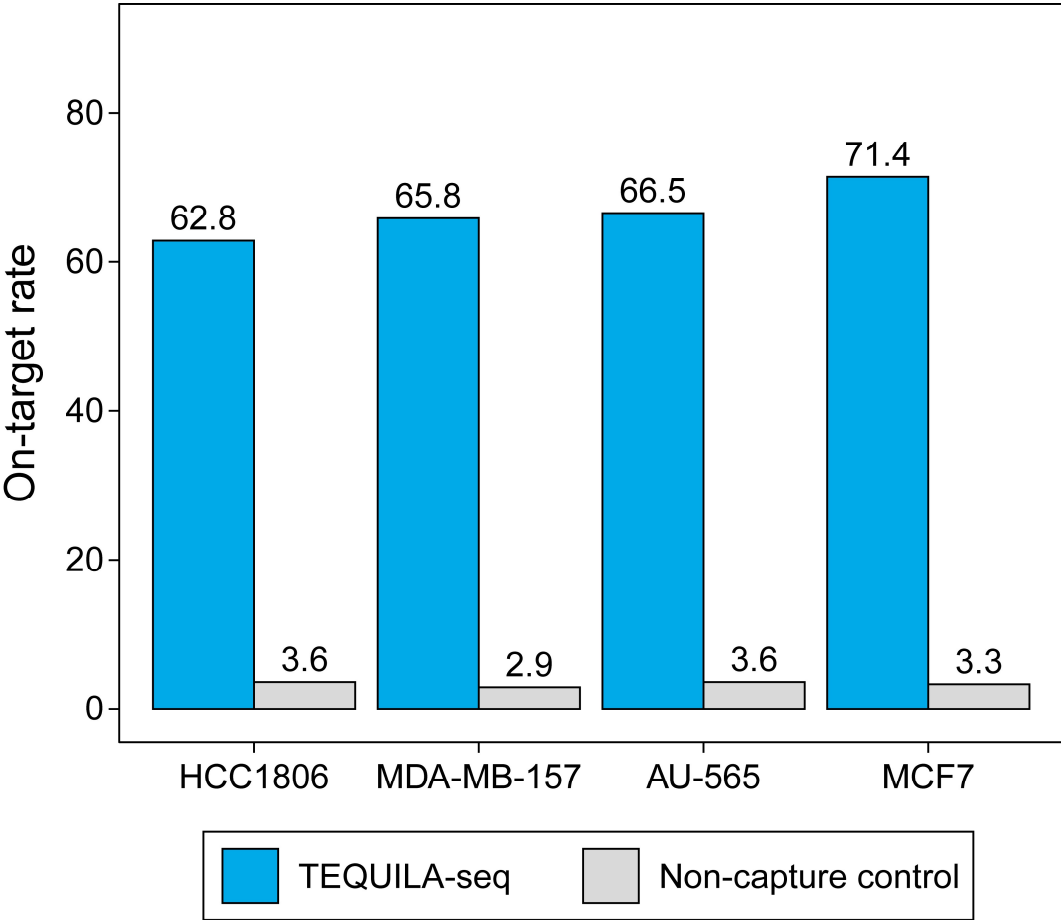

Supplementary Figure 3. Target enrichment of 468 actionable cancer genes in 4 breast cancer cell lines using TEQUILA-seq. For each cell line, TEQUILA-seq and whole-transcriptome nanopore 1D cDNA sequencing (non-capture control) libraries were prepared from the same biological replicate. Each bar shows the percentage of reads mapped to the 468 genes.

Supplementary Figure 4

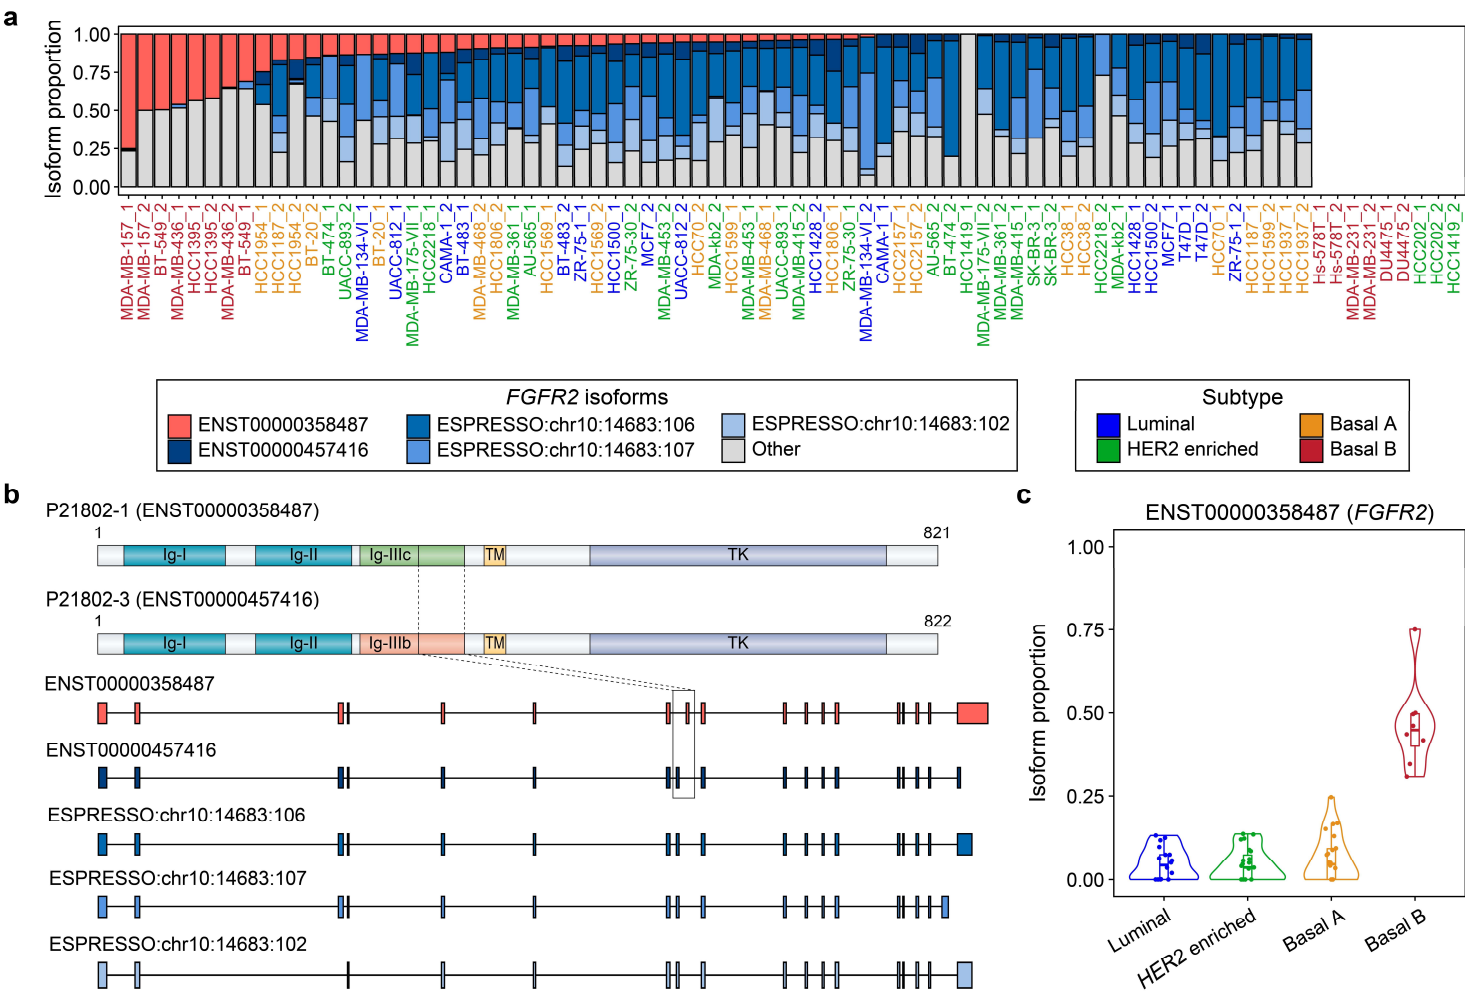

Supplementary Figure 4. An *FGFR2* transcript isoform with a mutually exclusive exon is the predominant splice isoform in basal B breast cancer cell lines. **a**, Stacked barplots showing proportions of *FGFR2* transcript isoforms discovered by TEQUILA-seq in 40 cell lines. Red bar: isoform of interest (ENST00000358487); navy bar: canonical isoform (ENST00000457416); lighter blue bars: 3 other most abundant *FGFR2* isoforms; gray bars: remaining *FGFR2* isoforms. **b**, Structures of *FGFR2* protein and transcript isoforms. (Upper) Domain annotations for protein isoforms. Immunoglobulin loop domains (Ig-I, Ig-II, and Ig-III); transmembrane domain (TM); tyrosine kinase domain (TK). (Lower) Transcript structures. Boxes: exons. Line segments: introns. **c**, Violin plots (median, interquartile range) showing distribution of isoform proportions for the *FGFR2* isoform of interest (ENST00000358487) in different breast cancer intrinsic subtypes. Each data point represents the isoform proportion in a given cell line replicate ($n = 18$ for Luminal, $n = 26$ for HER2 enriched, $n = 22$ for Basal A, and $n = 14$ for Basal B).

Supplementary Figure 5

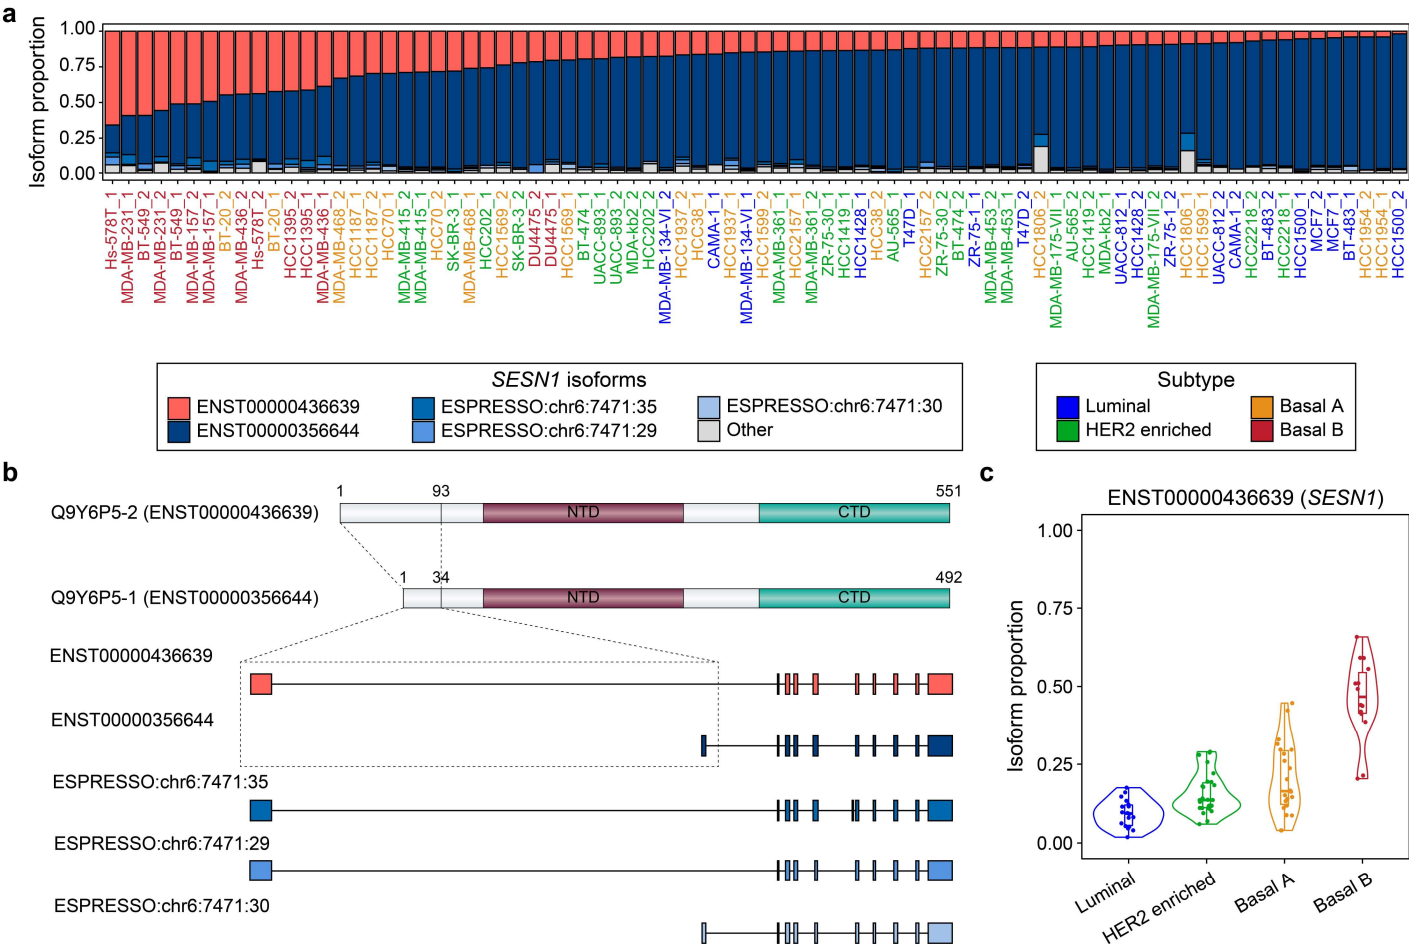

Supplementary Figure 5. An *SESN1* transcript isoform with a distal alternative first exon is the predominant splice isoform in basal B breast cancer cell lines. **a**, Stacked barplots showing proportions of *SESN1* transcript isoforms discovered by TEQUILA-seq in 40 cell lines. Red bar: isoform of interest (ENST00000436639); navy bar: most abundant annotated protein-coding isoform (ENST00000356644); lighter blue bars: 3 other most abundant *SESN1* isoforms; gray bars: remaining *SESN1* isoforms. **b**, Structures of *SESN1* protein and transcript isoforms. (Upper) Domain annotations for protein isoforms. N-terminal domain (NTD); C-terminal domain (CTD). (Lower) Transcript structures. Boxes: exons. Line segments: introns. **c**, Violin plots (median, interquartile range) showing distribution of isoform proportions for the *SESN1* isoform of interest (ENST00000436639) in different breast cancer intrinsic subtypes. Each data point represents the isoform proportion in a given cell line replicate ($n = 18$ for Luminal, $n = 26$ for HER2 enriched, $n = 22$ for Basal A, and $n = 14$ for Basal B).

Supplementary Figure 6

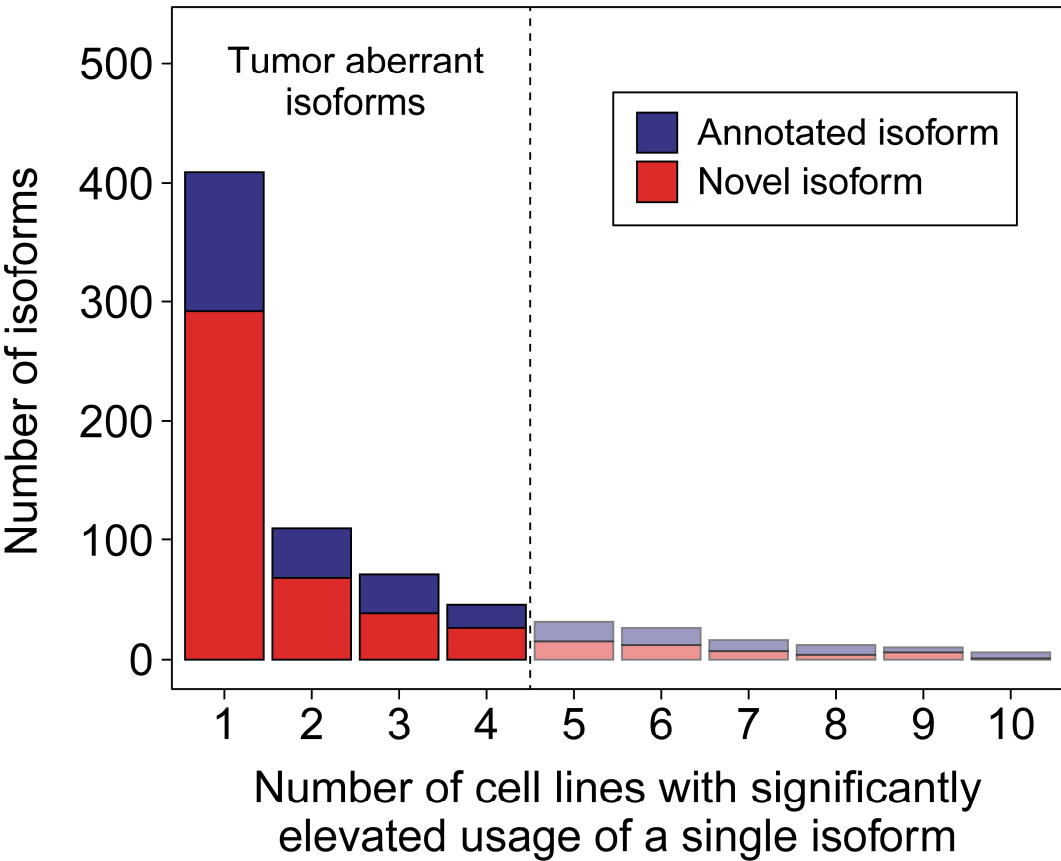

Supplementary Figure 6. Identification of tumor aberrant transcript isoforms across 40 breast cancer cell lines. Stacked barplots showing the number of transcript isoforms with significantly elevated usage in at least one cell line (see Methods) as a function of the corresponding number of such cell lines. Dashed line: cutoff for defining “tumor aberrant” transcript isoforms.

Supplementary Figure 7

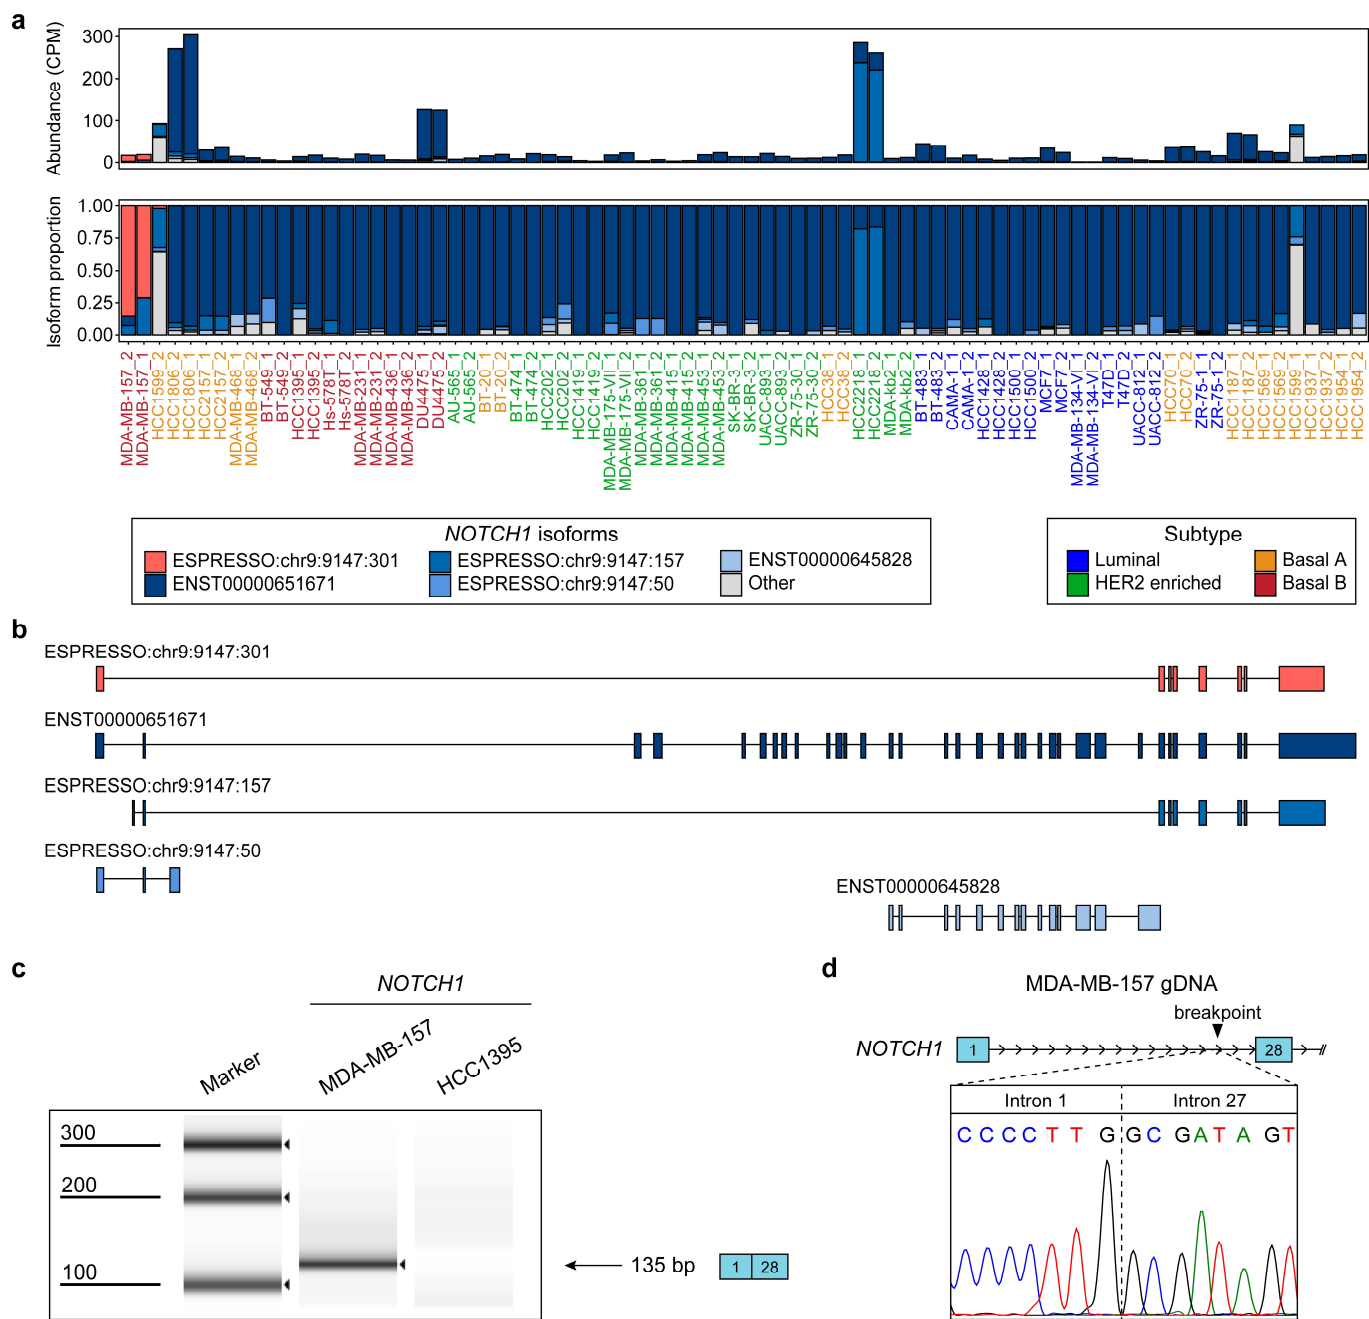

Supplementary Figure 7. A novel aberrant *NOTCH1* transcript isoform resulting from a genomic deletion containing exons 2-27 is the predominant isoform in the MDA-MB-157 cell line. a, Stacked barplots showing estimated abundances (upper panel) and proportions (lower panel) of *NOTCH1* transcript isoforms discovered by TEQUILA-seq in 40 cell lines. Red bar: isoform of interest (ESPRESSO:chr9:9147:301), navy bar: canonical isoform (ENST00000651671); lighter blue bars: 3 other most abundant *NOTCH1* isoforms; gray bars: remaining *NOTCH1* isoforms. **b**, Structures of *NOTCH1* transcript isoforms. Boxes: exons. Line segments: introns. **c**, RT-PCR validation of the splice junction between exons 1 and 28 of *NOTCH1* in MDA-MB-157 and HCC1395 (control) cell lines. The 135-bp product corresponds to the predominant novel transcript isoform resulting from skipping of exons 2 to 27 in MDA-MB-157. Each RT-PCR was repeated twice and yielded the same PCR products. **d**, Sanger sequencing identifies a ~41.5 kb genomic deletion in MDA-MB-157. Sequencing results for the *NOTCH1* gDNA amplicons from MDA-MB-157 are shown. Breakpoints of the deletion are located in introns 1 and 27 of *NOTCH1*. Dashed line in partial sequence chromatogram: breakpoint.

Supplementary Figure 8

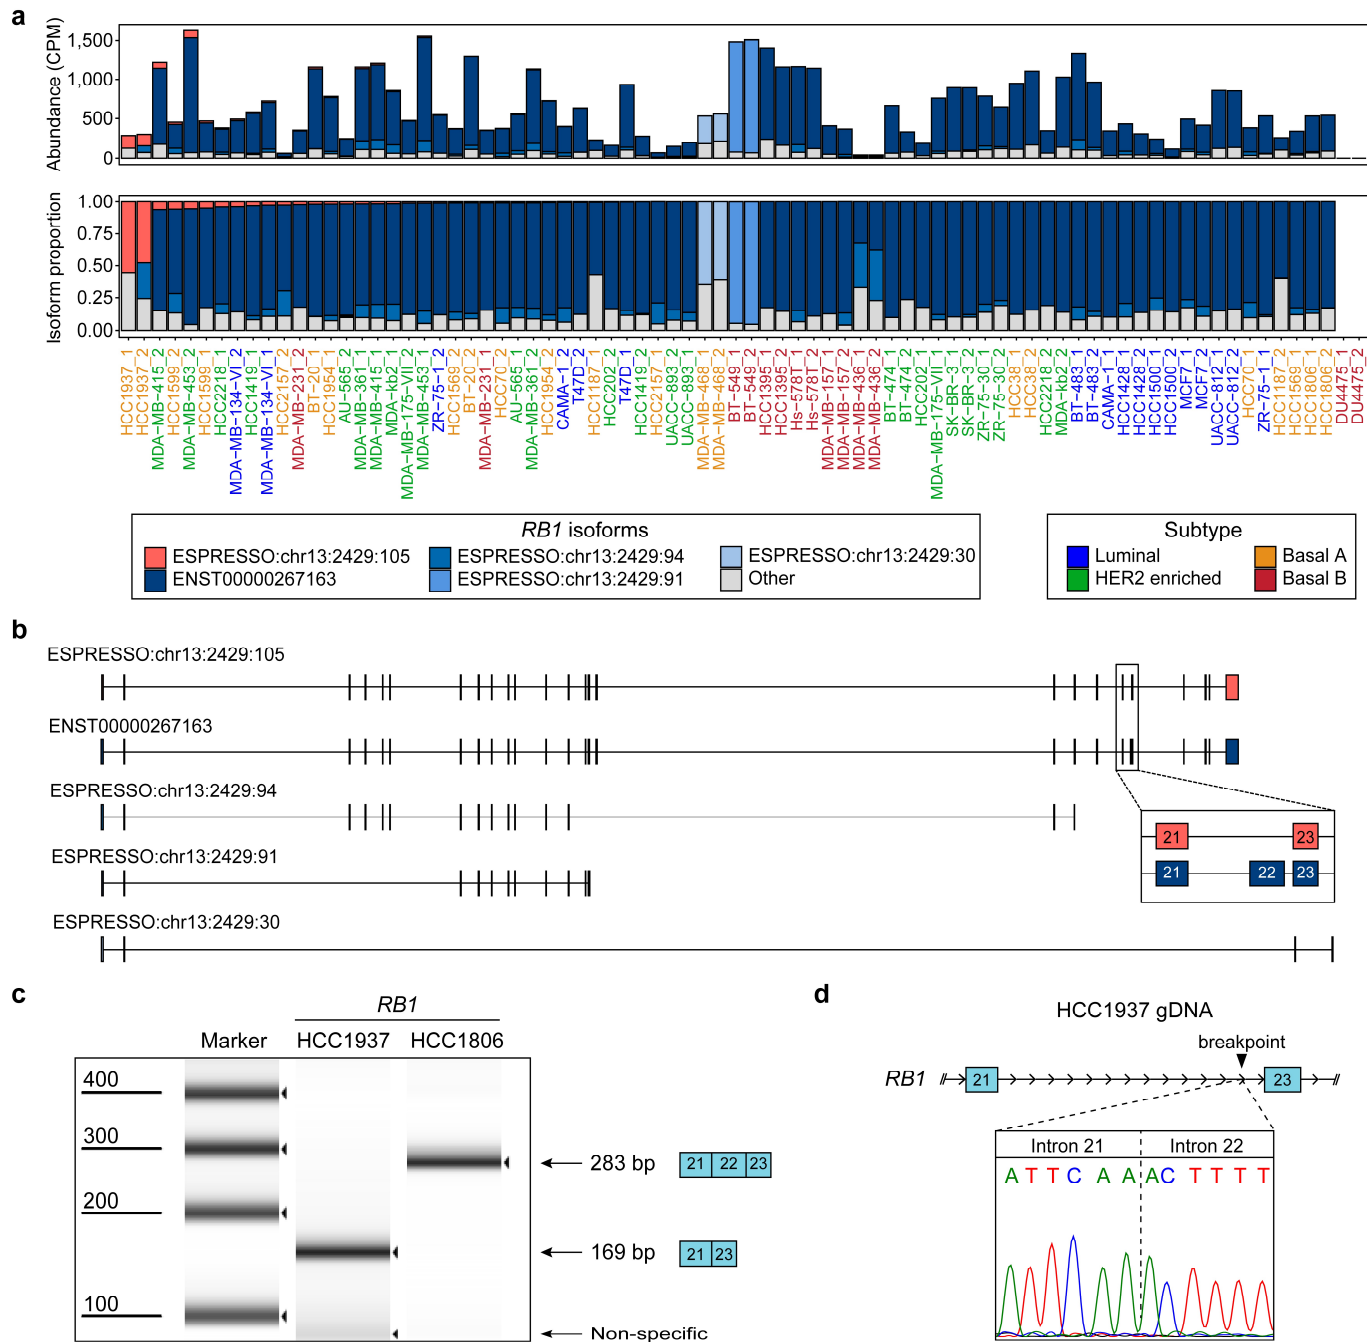

Supplementary Figure 8. A novel aberrant *RB1* transcript isoform resulting from a genomic deletion containing exon 22 is the predominant isoform in the HCC1937 cell line. a, Stacked barplots showing estimated abundances (upper panel) and proportions (lower panel) of *RB1* transcript isoforms discovered by TEQUILA-seq in 40 cell lines. Red bar: isoform of interest (ESPRESSO:chr13:2429:105); navy bar: canonical isoform (ENST00000267163); lighter blue bars: 3 other most abundant *RB1* isoforms; gray bars: remaining *RB1* isoforms. **b**, Structures of *RB1* transcript isoforms. Boxes: exons. Line segments: introns. **c**, RT-PCR validation of splice variants containing exons 21 and 23 of *RB1* in HCC1937 and HCC1806 (control) cell lines. The 283-bp product corresponds to the canonical transcript isoform of *RB1* in HCC1806 (control), and the 169-bp product corresponds to the predominant novel transcript isoform resulting from exon 22 skipping in HCC1937. Each RT-PCR was repeated twice and yielded the same PCR products. **d**, Sanger sequencing identifies a 178-bp genomic deletion in HCC1937 containing *RB1* exon 22. Sequencing results for the *RB1* gDNA amplicons from HCC1937 are shown. Breakpoints of the deletion are located in introns 21 and 22 of *RB1*. Dashed line in partial sequence chromatogram: breakpoint.

Supplementary Figure 9

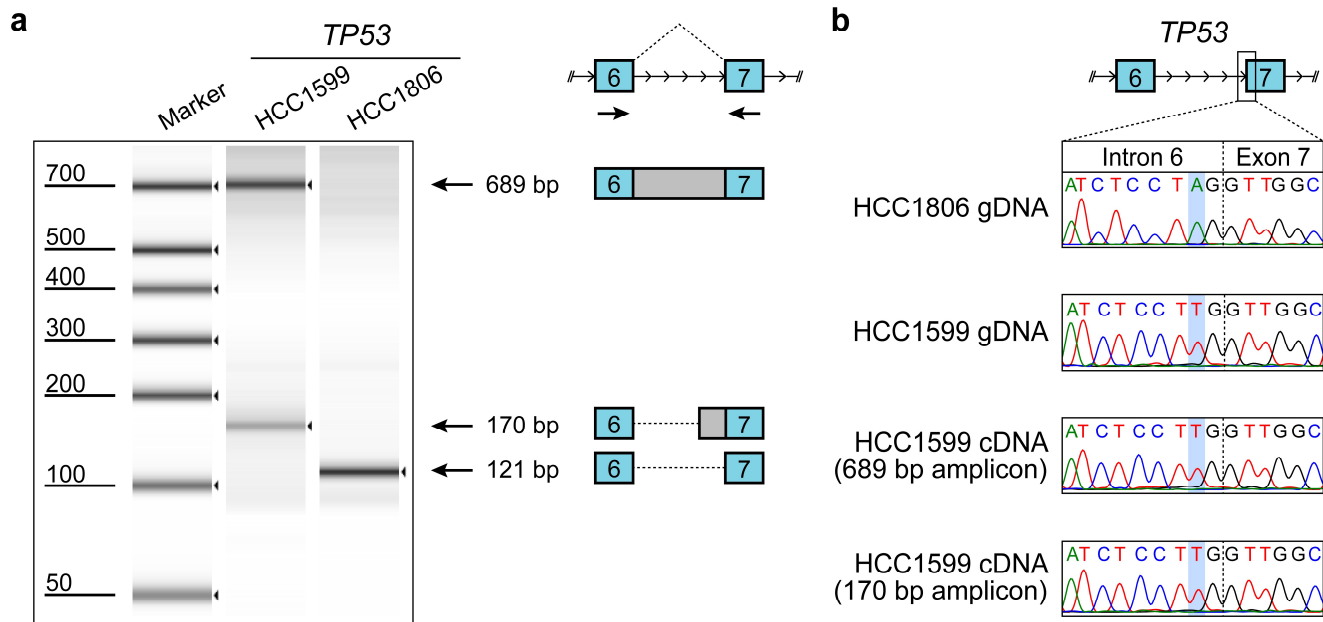

Supplementary Figure 9. Confirmation of a splice site-disrupting mutation causing *TP53* splice variants in the HCC1599 cell line. **a**, RT-PCR validation of splice variants containing exons 6 and 7 of *TP53* in HCC1599 and HCC1806 (control) cell lines. The 121-bp product corresponds to the canonical transcript isoform of *TP53* in HCC1806 (control), the 689-bp product corresponds to the predominant novel transcript isoform containing a retained intron in HCC1599, and the 170-bp product corresponds to a second, minor novel transcript isoform using a novel 3' splice site in HCC1599. Each RT-PCR was repeated twice and yielded the same PCR products. **b**, Sanger sequencing identifies a 3'-splice site mutation (A>T) of *TP53* intron 6 in HCC1599. Sequencing results are shown for the *TP53* gDNA amplicons from the HCC1599 and HCC1806 (control) cell lines, as well as the *TP53* cDNA amplicons from the HCC1599 cell line. HCC1806 harbors the wild type 3'-splice site dinucleotide AG, whereas HCC1599 harbors a mutated 3'-splice site dinucleotide TG. Dashed line in partial sequence chromatogram: boundary between intron 6 and exon 7.

Supplementary Figure 10

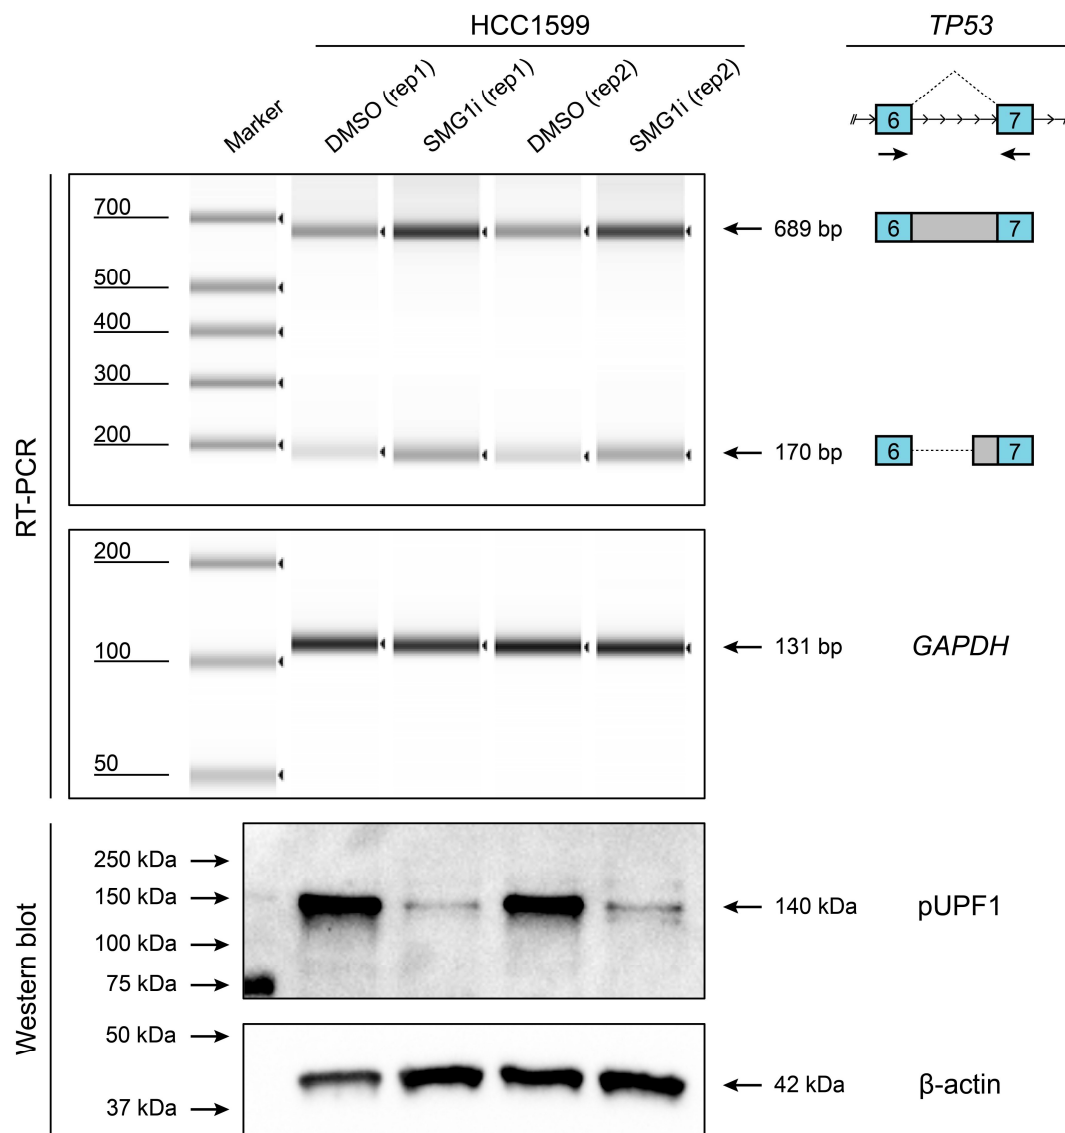

Supplementary Figure 10. Elevated transcript expression levels of two PTC-containing transcript isoforms of *TP53* upon NMD inhibition in HCC1599 cells, as indicated by RT-PCR analysis. The 689-bp product corresponds to the predominant novel transcript isoform containing a retained intron, while the 170-bp product corresponds to a second, minor novel transcript isoform using a novel 3' splice site. *GAPDH* was used as the loading control for RT-PCR. Western blot analysis of phosphorylated UPF1 (pUPF1) was used to measure NMD activity, and β-actin was used as the loading control for Western blot. Each RT-PCR or Western blot was repeated twice and yielded consistent results.

Supplementary Figure 11

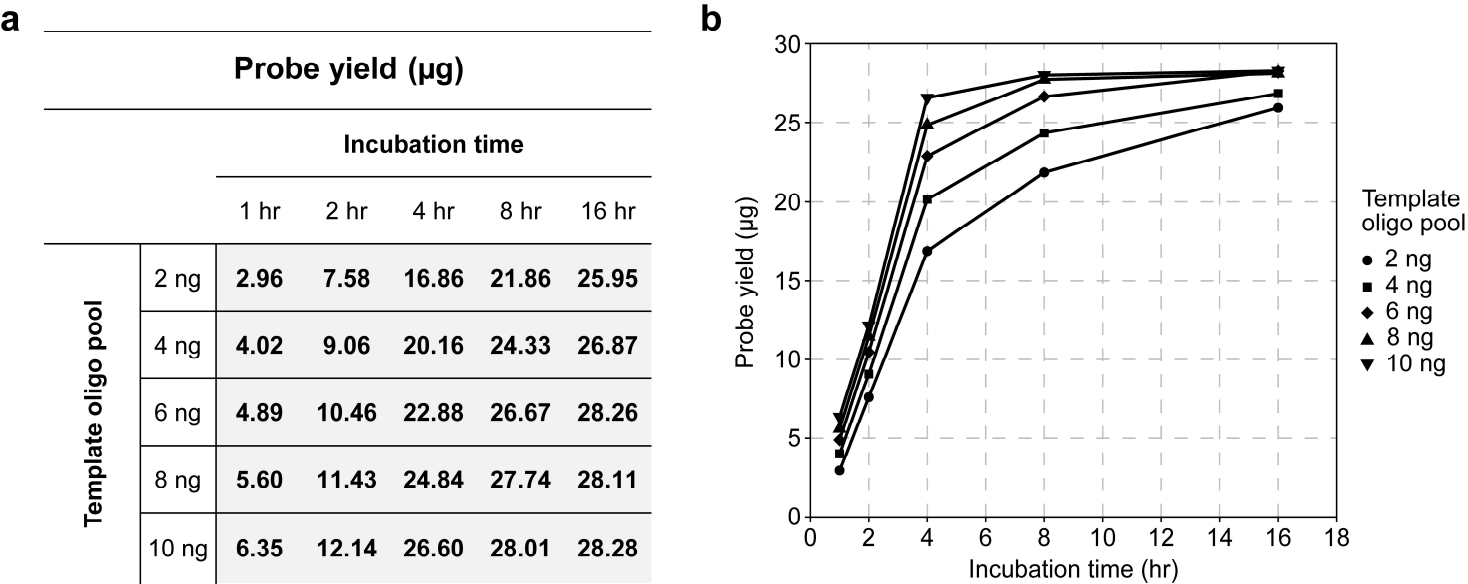

Supplementary Figure 11. Probe yield of individual synthesis reactions measured by Nanodrop. a and b show probe yield from different amounts of template oligo pool (ranging from 2 ng to 10 ng) and incubation times (ranging from 1 hr to 16 hr).

Supplementary Figure 12

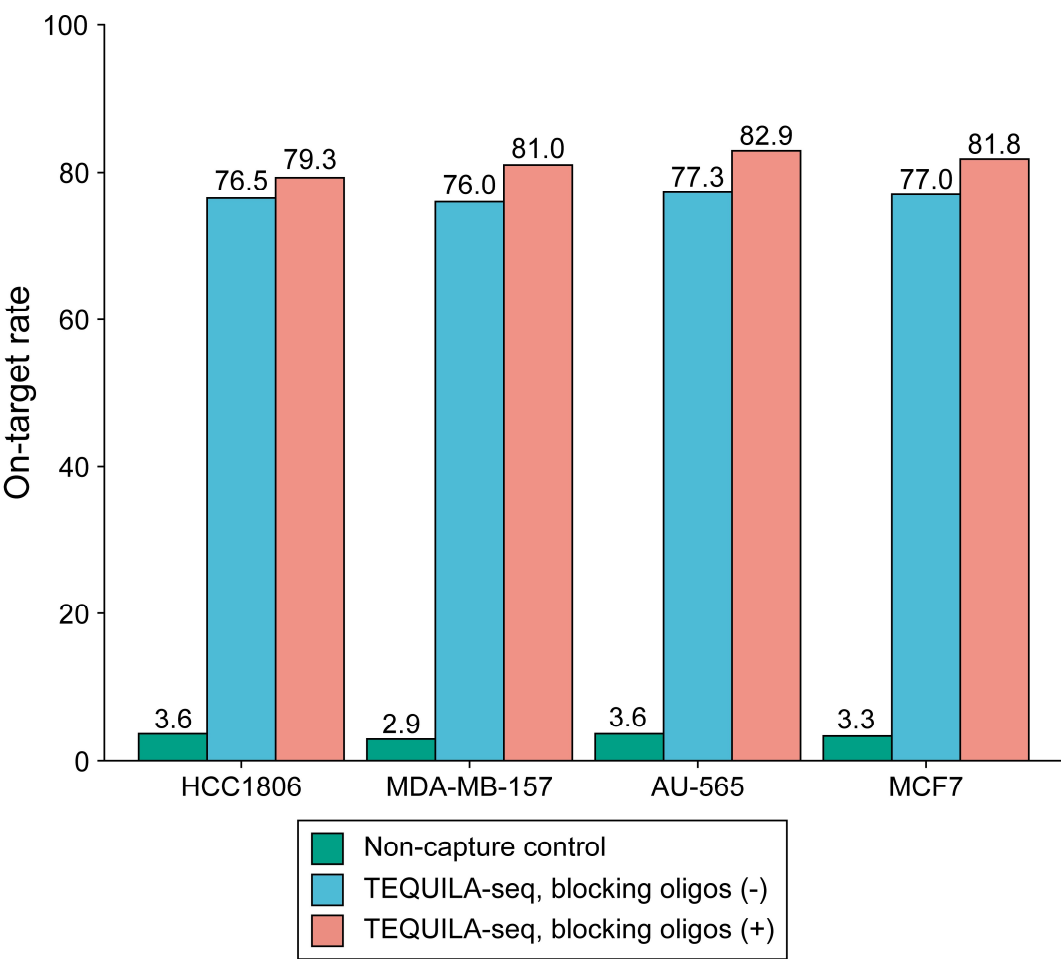

Supplementary Figure 12. Target enrichment of 468 actionable cancer genes in 4 breast cancer cell lines using TEQUILA-seq with or without blocking oligos. For each cell line, TEQUILA-seq (with or without blocking oligos) and whole-transcriptome nanopore 1D cDNA sequencing (non-capture control) libraries were prepared from the same biological replicate. Each bar shows the percentage of reads mapped to the 468 genes.

Supplementary Figure 13

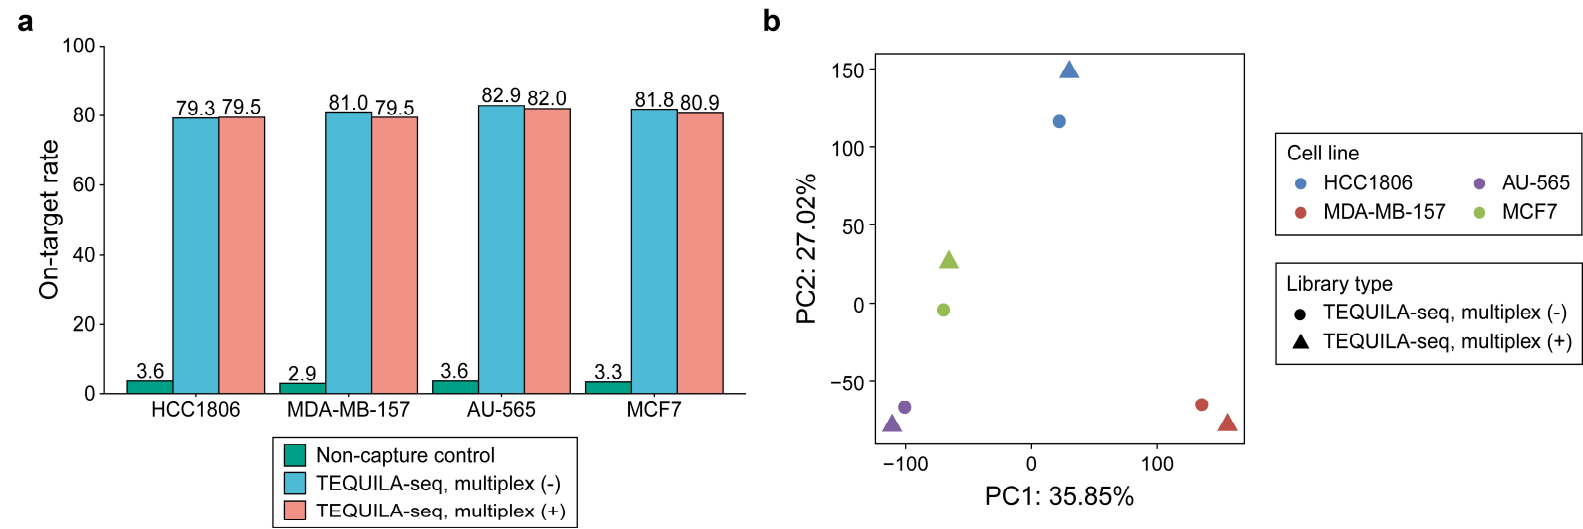

Supplementary Figure 13. Barcoding and multiplexing TEQUILA-seq libraries using the nanopore native barcoding kit. **a**, Percentage of reads mapped to 468 actionable cancer genes in 4 breast cancer cell lines using TEQUILA-seq (with or without multiplexing) and whole-transcriptome nanopore 1D cDNA sequencing (non-capture control). **b**, Principal component analysis using estimated abundances of all transcript isoforms across 468 genes in 4 cell lines. Each data point represents one TEQUILA-seq sample for a cell line.

# Supplementary material for: TEQUILA-seq: a versatile and low-cost method for targeted long-read RNA sequencing
**Source:** Nat Commun. 2023 Aug 8;14:4760. doi: 10.1038/s41467-023-40083-6
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

Description of Additional Supplementary Files

File Name: Supplementary Data 1

Description: Reagent cost for synthesizing TEQUILA probes.

File Name: Supplementary Data 2

Description: Cost comparison between IDT xGen Lockdown probes and TEQUILA probes.

File Name: Supplementary Data 3

Description: Test panel of 10 human brain genes.

File Name: Supplementary Data 4

Description: Summary statistics for targeted long-read sequencing of human brain total RNA.

File Name: Supplementary Data 5

Description: SIRV-Set 4 modules used for targeted long-read sequencing.

File Name: Supplementary Data 6

Description: Summary statistics for sequencing protocol comparison.

File Name: Supplementary Data 7

Description: Panel of 221 genes encoding human splicing factors (SFs).

File Name: Supplementary Data 8

Description: Summary statistics for short-read RNA-seq of SH-SY5Y cell line.

File Name: Supplementary Data 9

Description: Panel of 468 actionable cancer genes.

File Name: Supplementary Data 10

Description: Panel of 40 breast cancer cell lines.

File Name: Supplementary Data 11

Description: Sequencing summary statistics for 40 breast cancer cell lines.

File Name: Supplementary Data 12

Description: Summary of identified subtype-associated transcript isoforms of 468 actionable cancer genes in 40 breast cancer cell lines.

File Name: Supplementary Data 13

Description: Cell culture conditions recommended by ATCC for 40 breast cancer cell lines.

File Name: Supplementary Data 14

Description: List of oligonucleotides, primers, and probe sequences.

File Name: Supplementary Data 15

Description: Summary of nanopore RNA-seq libraries.

# Supplementary material for: TEQUILA-seq: a versatile and low-cost method for targeted long-read RNA sequencing
**Source:** Nat Commun. 2023 Aug 8;14:4760. doi: 10.1038/s41467-023-40083-6
**Supplement:** Supplementary file 5 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size (n) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided
Only common tests should be described solely by name; describe more complex techniques in the Methods section.
- ☒ ☐ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g. F , t , r) with confidence intervals, effect sizes, degrees of freedom and P value noted
Give P values as exact values whenever suitable.
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☐ ☒ Estimates of effect sizes (e.g. Cohen's d , Pearson's r), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection

Guppy (version 4.0.15) was used to perform basecalling of raw nanopore sequencing data (fast5 format). In the technical refinement section, basecalling was performed in super-accurate mode using Guppy (v6.4.2) with the 'dna_r9.4.1_450bps_sup.cfg' config file for R9.4.1 and the 'dna_r10.4.1_e8.2_260bps_sup.cfg' config file for R10.4.1 chemistry. Basecalled reads from multiplexed nanopore sequencing data were also demultiplexed using Guppy (v6.4.2) with the parameter: '--barcode_kits SQK-NBD114-24'.

Data analysis

Basecalled reads were mapped to the GRCh37/hg19 reference genome using minimap2 (version 2.17). Full-length transcript isoforms were discovered and quantified from long-read alignment files using ESPRESSO (version 1.2.2). Illumina TruSeq Stranded mRNA short-read RNA-seq data was aligned to the GRCh37/hg19 reference genome using STAR (version 2.6.1d). Exon skipping events were discovered and quantified from short-read alignment files using rMATS (version 4.1.1). The scripts used for processing, analyzing, and visualizing TEQUILA-seq data are publicly available on GitHub (<https://github.com/Xinglab/TEQUILA-seq>). RT-PCR results were analyzed using TapeStation Analysis Software 4.1.1. Blots were imaged and analyzed on a ChemiDoc XRS+ system with Image Lab software (Bio-Rad, #1708265).

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Raw and processed data from Illumina short-read RNA-seq and nanopore long-read RNA-seq were uploaded to GEO under accession number GSE213984 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE213984>). Transcript annotations from GENCODE v34 were downloaded from https://www.gencodegenes.org/human/release_34lift37.html. Canonical transcript isoform annotations were obtained from the Ensembl database (Release 100, April 2020).

Human research participants

Policy information about [studies involving human research participants and Sex and Gender in Research](#).

Reporting on sex and gender *Not applicable*

Population characteristics *Not applicable*

Recruitment *Not applicable*

Ethics oversight *Not applicable*

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size One human brain total RNA sample (Clontech, Cat. #636530, Lot. #2006022), one SH-SY5Y human neuroblastoma cell line (ATCC, #CRL-2266), and 40 breast cancer cell lines in the ATCC Breast Cancer Cell Panel (ATCC, 30-4500K). The sample sizes were chosen based on common practices and resource availability. Specifically, we analyzed all 40 breast cancer cell lines in the ATCC Breast Cancer Cell Panel (ATCC, 30-4500K).

Data exclusions No data were excluded from this study.

Replication We prepared TEQUILA-seq, xGen Lockdown-seq, and nanopore 1D cDNA-seq libraries (each with 3 technical replicates) from the same human brain total RNA sample (Clontech, Cat. #636530, Lot. #2006022); Illumina TruSeq Stranded mRNA, nanopore direct RNA-seq, nanopore 1D cDNA-seq, and TEQUILA-seq libraries from 3 biological replicates of the SH-SY5Y human neuroblastoma cell line (ATCC, #CRL-2266); TEQUILA-seq libraries from 40 breast cancer cell lines (ATCC, 30-4500K), each with 2 biological replicates. Biological replicates were constructed from RNA samples derived from different cell cultures and different RNA extractions. Technical replicates were constructed separately from RNA samples derived from the same cell cultures and RNA extractions. All attempts at replication were successful. All experiments other than those mentioned here in the reporting summary were replicated twice and performed independently.

Randomization Randomization was not relevant to this study because our study does not involve the assignment of test subjects or treatments.

Blinding Blinding was not relevant to this study because our study does not involve the assignment of test subjects or treatments.

Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems

n/a	Involved in the study
☐	☒ Antibodies
☐	☒ Eukaryotic cell lines
☒	☐ Palaeontology and archaeology
☒	☐ Animals and other organisms
☒	☐ Clinical data
☒	☐ Dual use research of concern

Methods

n/a	Involved in the study
☒	☐ ChIP-seq
☒	☐ Flow cytometry
☒	☐ MRI-based neuroimaging

Antibodies

Antibodies used	Phospho-Upf1 (Ser1127) antibody (Sigma-Aldrich, #07-1016), β -actin loading control monoclonal antibody (BA3R) (Invitrogen, #MA5-15739), HRP-conjugated goat anti-rabbit IgG (Agilent Technologies, #P044801-2), and goat anti-mouse IgG secondary antibody (Invitrogen, #PI32430).
Validation	Phospho-Upf1 (Ser1127) antibody (Sigma-Aldrich, #07-1016): immunoblot signal at expected size was observed for endogenous Upf1 in HCC1599 whole cell lysates. Usage was also published in Zhao et al. The RNA quality control pathway nonsense-mediated mRNA decay targets cellular and viral RNAs to restrict KSHV. Nat Commun 11, 3345 (2020). https://doi.org/10.1038/s41467-020-17151-2. β-actin loading control monoclonal antibody (BA3R) (Invitrogen, #MA5-15739): immunoblot signal at expected size was observed for endogenous β-actin in HCC1599 whole cell lysates. Usage was also published in over 230 papers to date (6/8/2023), see references from the supplier's website (https://www.thermofisher.com/antibody/product/beta-Actin-Loading-Control-Antibody-clone-BA3R-Monoclonal/MA5-15739).

Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

Cell line source(s)	SH-SY5Y human neuroblastoma cells (ATCC, #CRL-2266); Breast Cancer Cell Panel (ATCC, 30-4500K™) including BT-20, HCC38, HCC70, HCC1187, HCC1569, HCC1599, HCC1806, HCC1937, HCC1954, HCC2157, MDA-MB-468, BT-549, HCC1395, Hs-578T, MDA-MB-157, MDA-MB-231, MDA-MB-436, DU4475, AU-565, BT-474, HCC202, HCC1419, MDA-MB-175-VII, MDA-MB-361, MDA-MB-415, MDA-MB-453, SK-BR-3, UACC-893, ZR-75-30, HCC2218, MDA-kb2, BT-483, CAMA-1, HCC1428, HCC1500, MCF7, MDA-MB-134-VI, T47D, UACC-812, and ZR-75-1.
Authentication	SH-SY5Y cell line was authenticated using short tandem repeat (STR) analysis. Breast cancer cell lines were authenticated using STR analysis by the supplier.
Mycoplasma contamination	Cells were verified to be mycoplasma-free by the Lonza MycoAlert assay.
Commonly misidentified lines (See ICLAC register)	No commonly misidentified cell lines were used in this study.

How the deposited data were processed for this re-analysis (not part of the article)

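Human brain RNA (9 libraries), RNA of the neuroblastoma line SH-SY5Y with synthetic spike-ins (15 long-read libraries, and 3 short-read libraries), 40 breast cancer cell lines in 80 libraries, 4 of these lines without capture, and 12 libraries of the refined protocol on the same 4 lines were analysed. For every long-read experiment the deposited values are estimated counts (expected counts of reads assigned to each transcript isoform), which the authors did not normalize. The authors base-called with Guppy 4.0.15 in fast mode, or 6.4.2 in super-accurate mode for the refined protocol, with another model for the flow cells of the multiplexed libraries, aligned with minimap2 2.17 to GRCh37/hg19, or to the spike-in genome for the spike-in table, and assigned reads to isoforms with ESPRESSO 1.2.2 and GENCODE release 34 lifted to GRCh37. For short reads, the deposited table holds inclusion levels (fractions) and junction read counts of skipped exons, which the authors made with STAR 2.6.1d and rMATS 4.1.1. Isoform structures came from the deposited annotation files, whose coordinates the authors give in bases of GRCh37, and gene positions, canonical isoforms and reading frames from a later GENCODE release and the genome sequence of the same build. The units were checked against the values.

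The library size was the sum of counts of isoforms with a named gene, CPM were taken over that sum of the deposited estimated counts, and spike-in CPM over the counts in the deposited spike-in table. An isoform with several gene identifiers was assigned to a target gene only if exactly 1 of them was a target. Assigned counts per library ranged from 338887 to 7323268. The percent of the deposited counts on target stands in for the on-target rate of mapped reads. For shares of counts in single samples, 95% Wilson intervals were computed, and a group at 0 was given a floor of 3 counts over the group; both cover counting error only.

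Counts were rounded and tested with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, with Benjamini-Hochberg adjustment and a threshold of 0.05. For captured genes the library size was used without TMM normalization, because capture changes most of the signal; for genes outside the brain panel and for expression among breast lines TMM was computed over the tested genes. Isoform usage was tested with the log of the gene's total, plus 1 for each isoform tested, as offset, over isoforms with at least 10 counts summed over the libraries compared. Exon inclusion was tested with limma 3.58.1 on the log2 odds, with 0.5 added to inclusion and skipping counts, for events with at least 10 such counts in every library. Subtype-associated isoforms were tested with limma on the share of the gene's counts, at an adjusted p of at most 0.05 and a mean difference of at least 10 percentage points. Tumor aberrant isoforms followed the paper's rules: a chi-square test per gene over the libraries, a one-sided binomial test per isoform and library at an adjusted p under 0.01 in both replicates, an excess of at least 10 percentage points, and 1 to 4 lines. The paper also leaves out canonical isoforms, which it took from an earlier release. They can differ from those used here: the canonical isoform of FGFR2 is ENST00000358487 here and ENST00000457416 in the paper. An isoform met the decay rule when the stop codon of its longest open reading frame lay at least 50 nt upstream of the last exon junction. On-target shares were compared with exact permutation tests, and other permutation tests used 100000 draws. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 was used for the rest.

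The genes named follow a rule: every gene and isoform that the paper names; all 10 brain targets, the 5 isoforms with the largest usage change per brain comparison, and the 8 genes outside the panel with the largest change each way; the 8 splicing factor genes with the largest and the 5 with the smallest enrichment, the 10 isoforms with the largest usage change and the 5 exons with the largest inclusion difference in SH-SY5Y; the 4 genes with the largest change each way per breast subtype, the 5 subtype-associated isoforms per subtype with the largest difference, and the 10 aberrant isoforms with the largest excess; and the 6 genes outside the panel with the largest change each way with blocking oligonucleotides, each past an adjusted p of 0.05. Beyond it, further subtype-associated isoforms, spike-ins and isoforms of the direct RNA comparison were named after their values were seen. Of 23 gene lists, the following describe groups: tumor suppressors, oncogenes, luminal and hormone receptor, epithelial, mesenchymal and basal, ERBB2 amplicon, homologous recombination, mismatch repair, G1/S cell cycle, DNA methyltransferases and TET enzymes, receptor tyrosine kinases, PI3K/AKT/mTOR, replication-dependent histones, blood, endothelial, SR proteins, hnRNPs, neuronal splicing regulators, LSM and Sm proteins, SF3 complex and U2AF, paralogs of the brain targets, mitochondrially encoded mRNAs and brain cell type markers.

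Alternatives tried were DESeq2 1.42.0 in place of edgeR, other normalizations, no filter or a stricter filter on low counts, other pseudocounts and count minimums, leaving out each replicate or line, blocks by replicate number or by line, lines or libraries as the unit, and annotated isoforms only. Isoforms without an annotated name are mostly called by gene and structure. Each test was also tested on simulated data with known changes. These were made from the control libraries or, for tumor aberrant isoforms, from the captured breast libraries. No libraries were left out. Genome sequencing, RT-PCR, the experiment with an inhibitor of decay and probe yields have no counts in the analysed tables and are not analysed here. The breast capture and control tables list their unannotated isoforms separately, so only genes were compared between them.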

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

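The test of CAG and CTG runs was chosen only after the rise of genes outside the panel had been seen, and the same holds for the splits of the samples.

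In brain, genes outside the 10-gene panel that carry a perfect CAG or CTG run of at least 8 units in the reference held 87.5% ± 0.860 (SD, n = 3) of the counts outside the panel in TEQUILA-seq, against 0.705% ± 0.0104 in 1D cDNA. The TATA-binding protein gene TBP alone held 27.9% ± 4.90 of them and the ribosomal protein gene RPL14, named after its value was seen, 27.3% ± 3.82. With xGen Lockdown probes the same 116 genes held 85.8% ± 0.983. Genes with a run of 12 to 25 units had a median log2 ratio to 1D cDNA of 5.42 in TEQUILA-seq, against -1.92 for 8 to 11 units and -3.51 for 0 to 4 units, on the scale of all counts. Of 73 tested genes with a run of at least 8 units, 52 were called higher, against 623 of 7990 without one.

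The tables argue against 2 technical explanations: long runs were not raised by capture as such, since in SH-SY5Y, whose panel lacks HTT, genes with and without a run differed in their median log2 ratio by 0.0227; and only 6 of the 675 genes called higher, a share of 0.00889, overlap a target. Reads shared with paralogs of the targets stay open: the median log2 fold change of the listed paralogs was 0.0487, but they ranged from -6.58 to 7.11 and 5 of 15 were called higher, against 675 of 8076 genes. Open as well is that probes over the runs of the targets HTT (19 units in the reference) and LRP8 (11 units) may also capture other transcripts with such a run. Its odds ratio was 29.3 (Fisher's exact test, two-sided, p = 3.11e-40). Genes with a CAG or CTG run of at least 8 units had a median log2 ratio of -0.975, and 37.1% were raised 4-fold. For CGG, the highest of the other trinucleotide runs, these values were -1.73 and 2.985%. Genes without any such run had -3.52 and 0.49%. In SH-SY5Y, however, 10.2% of genes with a CGG run were raised 4-fold, against 3.95% with a CAG or CTG run and 1.075% without any. Probe sequences were not analysed here, so the explanation stays a hypothesis, and the design gives no biological contrast, so no biological explanation was tested.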

How the results depend on the processing

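Alternatives for the usage offset (1 count per gene), for exon events that vary, for the two-sample test over 80 libraries and for leaving out MDA-MB-453 were chosen only after the data were seen. All others were set before the data were examined. Over the 66 main results, 327 of 431 alternatives kept their side of the threshold, stayed within 1.5 times of the main count or moved within the spread between replicates, and over the 153 results for single genes, isoforms or events 1182 of 1291 did. Of the latter, 53 lost their call when a replicate or line was left out, 42 under another planned setting and 9 under an added one, 2 gained one in each planned kind, and 1 reversed: the basal A PGR isoform ENST00000534780, -0.431 points without replicate 2 and 35.8 without replicate 1. The cause was not tested for any change below unless fewer libraries, genes or events show it.

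Leaving out 1 replicate or line at a time gave these lowest and highest values: 10 and 10 brain targets, 0 and 0 target genes and 0 and 0 isoforms between the probe sets, 4 and 69 isoforms between TEQUILA-seq and 1D cDNA, 1220 and 1845 brain genes outside the panel, and on-target differences of -1.70 (TEQUILA-seq minus xGen) and 87.8 points (xGen minus 1D cDNA). In SH-SY5Y they were 46 and 52 spike-ins, 0.727 and 0.973 for ERCC correlations, -0.112 and 0.755 for SIRV slopes, 67.9 and 69.0 points on target, 211 and 212 splicing factor genes, 51 and 204 isoforms (48 h), 81 and 87 isoforms (direct RNA), 0.975 and 0.989 for exon correlations and 15 and 30 exon events. In breast lines they were 66.8 and 69.0 points on target, 393 and 405 captured genes, 52 and 73 genes per subtype, 0 and 17 subtype-associated isoforms, TP53 rank 5 and 5, 2.75 and 3.45 points for blocking, -0.376 and -0.114 points for multiplexing, 768 and 980 genes for blocking and 2 and 8 isoforms for multiplexing. Where this leaves an arm with 2 libraries, edgeR and limma share the spread over genes. The count of brain genes outside the panel was 1297 without 1D cDNA replicate 1 and 1220 without replicate 3.

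With DESeq2 the number of isoforms was 256 (48 h against 1D cDNA), 161 (direct RNA), 252 (brain against 1D cDNA), 1 (brain against xGen) and 137 (multiplexing), and of genes for blocking 595. With no filter on low counts, 242 isoforms passed for direct RNA and 129 for multiplexing, and with at least 30 counts 18 for brain against 1D cDNA and 8 for multiplexing. With 1 count added per gene in the offset, 0 passed for brain and 71 for 48 h. The replicate block gave 19 for brain and 192 for 48 h; correlations of same-numbered libraries lay between -0.715 and 0.0873, so the numbers do not pair the samples. No such block was fitted for breast lines, whose replicates lie within a line. Without the line as block, 3 isoforms passed for multiplexing and 0 genes for blocking, and with TMM over the genes outside the panel 308 genes for blocking.

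For subtype-associated isoforms, 80 libraries as units gave 13 (luminal), 7 (HER2 enriched), 18 (basal A), 40 (basal B) and 78 in all, also 78 with the two-sample test over 80 libraries, and edgeR 5, 5, 11, 24 and 45; basal A had 1 without DU4475 and 1 without MDA-MB-453. At an excess of 20 points, 319 aberrant isoforms remained by number and the odds ratio for decay was 1.97 (exact p = 0.156); with 1 line only there were 474. Exon inclusion tested as the level itself gave 3 events, and 2 without events at 0 or 100%. At 10 counts in every library, exon correlations were 0.990 (direct RNA), 0.994 (1D cDNA), 0.993 (4 h), 0.993 (8 h) and 0.993 (48 h), and 0.986 (8 h) with the paper's filter.

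ERCC limits at 1 count were 46.9 (direct RNA), 2.93 (1D cDNA), 0.0229 (8 h) and 0.0458 amol/μl (48 h), at 3 counts 0.366 (4 h), and with every target above detected 46.9 (1D cDNA), 1.46 (4 h), 1.46 (8 h) and 0.732 (48 h). Over detected transcripts, target and non-target correlations were 0.993 and 0.990 (direct RNA), 0.947 and 0.949 (1D cDNA), 0.947 and 0.661 (4 h) and 0.968 and 0.950 (48 h), and 0.911 for non-targets (8 h); a pseudocount of 0.1 gave 0.942 (4 h), 0.933 (8 h) and 0.966 (48 h) for targets. SIRV slopes were -0.108 (direct RNA targets) and -0.380 (4 h non-targets) over detected transcripts, and 0.919 (4 h) and 0.757 (8 h) for non-targets with that pseudocount. On simulated tables the brain test against 1D cDNA recovered 22.5% of isoforms changed by 3 on the log2 scale and the multiplexing test 30.2%.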

Differences from the paper's values

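The test over 80 libraries with the two-sample statistic was chosen only after the values were seen.

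For the brain panel, the paper's fold enrichment is 280, and the values here are 772 for TEQUILA-seq and 785 for xGen Lockdown-seq. The alternative set before the data were examined, annotated isoforms only, gave 1635 and 1682 and did not come within 1.5 times of the paper's value. Both are ratios of shares of assigned counts, where the paper speaks of reads.

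For exon inclusion, the paper's Pearson's correlation of direct RNA with short reads is 0.99, and the value here is 0.984. The paper's source data give 0.985 by the same calculation, so most of this gap is rounding in the paper. Of the alternatives set before the data were examined, a minimum of 10 counts in every library gave 0.990, within the paper's value, and the paper's filter applied to the deposited table gave 0.979, outside it.

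The paper's number of subtype-associated isoforms is 54 in 50 genes, and here it is 17 in 16 genes. Of the alternatives set before the data were examined, 80 libraries as units gave 78 in 61 genes and edgeR gave 45 in 36 genes, both within 1.5 times of the paper's numbers. The others did not come within it: the two-sample test over 40 lines (16 in 15), a gene count of at least 20 (18 in 16), without DU4475 (20 in 18), without replicate 1 (17 in 15) and without replicate 2 (14 in 12). The two-sample test over 80 libraries, chosen after seeing the values, gave 78 in 61 genes, and leaving out MDA-MB-453, also chosen later, 14 in 13; the paper's own list of isoforms was not readable, so the number of its items that are dropped is not known.

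For oncogenes with a decay-rule aberrant isoform, the paper's value is 9.8%, and the value here is 19.1%. Neither alternative set before the data were examined came within 1.5 times of it: 18.1% with 1 CPM in any line and 6.38% at an excess of 20 points. The gene classes here are not those of the paper. For tumor suppressor genes and other genes, the main values are within 1.5 times of the paper's, and at an excess of 20 points they are 11.8% and 3.52%, outside it. At that excess the number of aberrant isoforms is 319, also outside 1.5 times of the paper's 635, while the main value, 723, is within it.

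With blocking oligonucleotides, the paper's smallest gain among the 4 lines is 2.8 percentage points, and the smallest here is 1.66 points, in HCC1806. No alternative was set for the gain of a single line.

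Settings under which other values leave the paper's include the ERCC limits at other minimums, for which the paper's values are 0.18 and 11.72 amol/μl (main values here 0.183 and 11.7), ERCC correlations over detected transcripts only, and target ERCC correlations with a pseudocount of 0.1 (0.942 at 4 h and 0.933 at 8 h, where the paper's value is 0.95). From their correlation with concentration, the paper states that the probes raised all target ERCC transcripts evenly. A rise relative to all spike-in counts, tested here, is another measure. Target spike-ins already held 30.7% of these counts in 1D cDNA, which limits their rise as a group. By this measure 21 of the 42 tested passed as higher after 48 h and none was lower. The 21 that did not pass were of low concentration, with few or no counts in 1D cDNA. Among those that passed, the rises differed, for example 0.49 for ERCC-00004, 2.01 for ERCC-00096 and 3.03 for ERCC-00042 on the log2 scale. The paper also states that the targeted long SIRVs had nearly the same abundance across all runtimes. Here their mean log2(CPM + 1) stayed at 11.1 to 11.2 over the runtimes, while single transcripts after 48 h ran from 1182 CPM for SIRV8003 to 4259 CPM for SIRV6003.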

Other observations

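The splits of the samples and the test of dilution for single genes were chosen only after the results were seen. Luminal lines had higher PGR (log2 difference from the mean of the other subtypes 6.33, standard error 1.25, adjusted p = 0.000528 from edgeR's quasi-likelihood test), ESR1 (5.74, 0.89, 1.5e-05), ERBB4 (5.23) and FLT3 (3.49), and lower PDCD1LG2 (-7.32), PDGFRA (-7.21), CD79B (-6.70) and IL7R (-6.51); FLT3 did not pass with DESeq2 (0.0928). HER2 enriched lines had higher PGR (4.97), TMPRSS2 (3.18), IGF2 (3.15) and INHA (3.06), and lower IL7R (-7.46), WT1 (-7.39), ROS1 (-5.94) and NTRK2 (-5.75). Basal A lines had higher TP63 (7.44, adjusted p = 5.3e-05), CD79B (6.52), IL7R (5.80) and PDGFRA (5.43), and lower PGR (-8.33), IRS1 (-3.29), RET (-3.11) and FOXP1 (-1.67); RET did not pass without DU4475 (0.0751). Basal B lines had higher PDCD1 (9.04), IL7R (8.17), AXL (7.69; 1514 ± 1239 CPM, SD, n = 7, against 74.9 ± 254) and CCND2 (7.59), and lower ESR1 (-7.44, adjusted p = 0.000864), VTCN1 (-7.34), PIK3C2G (-6.87) and CSF3R (-6.71); PDCD1 did not pass with DESeq2 (1.16, 0.717). The paper does not report gene expression by subtype.

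By group, of 14 luminal and hormone receptor genes 10 were higher in luminal lines (11 adjusted over the list alone) and 6 in HER2 enriched lines (9), with none lower, while 2 were lower in basal A (2) and 7 in basal B (9). Of 7 epithelial genes, 4 were higher and 1 lower in luminal (4 and 1 over the list alone), 5 higher in HER2 enriched (6), 1 higher in basal A (1), and 1 higher and 6 lower in basal B lines (1 and 6). Of 15 mesenchymal and basal genes, 6 were lower in luminal (12 over the list alone) and 5 in HER2 enriched (5), and 9 higher in basal A (10) and 7 in basal B (9). In the ERBB2 amplicon, ERBB2 and CDK12 were higher in HER2 enriched lines (2 of 3; 2 over the list alone), RARA in luminal lines (1), 1 gene was lower in basal A (1) and 2 in basal B (3). Of 7 blood genes, 1 was higher and 3 lower in luminal (1 and 3 over the list alone), 2 lower in HER2 enriched (2), 3 higher in basal A (3; CD79B, IL7R and CSF3R), and 2 higher and 1 lower in basal B (4 and 2). Of 4 endothelial genes none passed in any subtype.

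Tumor suppressor genes went both ways among 152 measured: 13 higher and 5 lower in luminal (13 and 5 adjusted over the list alone), 12 and 5 in HER2 enriched (8 and 4), 6 and 9 in basal A (5 and 8), and 11 and 6 in basal B (10 and 5). For 142 oncogenes the numbers were 19 and 13 (21 and 19 over the list alone), 11 and 16 (11 and 16), 25 and 10 (26 and 10), and 17 and 17 (20 and 18) in this order. Of 29 receptor tyrosine kinases, 6 were higher and 5 lower in luminal (8 and 9), 3 and 6 in HER2 enriched (4 and 7), 8 and 1 in basal A (8 and 1) and 6 and 4 in basal B (9 and 6). Of 22 PI3K/AKT/mTOR genes, the numbers were 2 and 1 (2 and 1), 4 and 1 (4 and 1), 4 and 3 (5 and 3), and 3 and 5 (3 and 7). Of 13 G1/S genes they were 1 and 2 (2 and 2), 0 and 1 (0 and 1), 1 and 0 (1 and 0), and 2 and 1 (2 and 1). Of 24 homologous recombination genes, 1 was lower in luminal (0) and 2 in HER2 enriched (0), 2 higher in basal A (1) and 1 in basal B lines (1). Among 5 DNA methyltransferase and TET genes, TET1 was higher in basal A (1), DNMT3B was lower in basal B (1), and none passed in HER2 enriched (1 lower over the list alone) or luminal lines. None of 6 mismatch repair genes or 13 replication-dependent histone genes passed in any subtype. Per subtype, 36, 39, 47 and 38 genes were higher and 23, 28, 23 and 33 lower of 437, and 122, 122, 140 and 127 had an unadjusted p under 0.05.

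In brain, TBP rose most among genes outside the panel, from 77.3 ± 7.55 to 278951 ± 48988 CPM of the counts outside the panel (SD, n = 3). Its log2 fold change with TMM over these genes was 15.02; TMM scales the libraries anew, so the fold changes here exceed the ratio of such CPM. It was followed by ENSG00000260122, which lies within SCN8A (13.94), UMAD1 (13.28), MLLT3 (13.14), RP5-1024G6.8, which lies within LRP8 (12.68), KCNN3 (12.44), ATXN2 (12.30) and ATXN1 (12.18). Of these 8, TBP, UMAD1, MLLT3, KCNN3, ATXN2 and ATXN1 carry runs of 19, 20, 10, 14, 13 and 14 CAG or CTG units in the reference. C6orf62 had no TEQUILA-seq count and was at least 14.4-fold lower (floor of 3 counts over the group, adjusted p = 7.39e-17), OAT at least 6.83-fold, FBXW7 6.21-fold, GSN 5.76-fold, LMO3 5.15-fold, RNH1 5.11-fold, GOLGA7 4.75-fold and IDH3B 4.13-fold. Of 8076 genes, 675 were called higher and 1306 lower; TMM over these genes left a median log2 fold change of -0.89, so a fall of that size is the common shift. Brain cell type markers, 0 higher and 6 lower of 14 (the same when adjusted over the list alone), had a median of -0.86 and ranged from -6.97 to 0.55; PLP1 (-2.47), MBP (-1.45), SNAP25 (-1.37) and GFAP (-0.76) were among those lower. Among paralogs of the targets, RBFOX2 (7.11), NUMBL (5.45), SCN3A (5.24), SCN2A (3.80) and NRXN2 (2.41) were higher, 5 also when adjusted over the list alone. No mitochondrially encoded mRNA was listed with counts in the brain or the refinement table.

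With blocking oligonucleotides, a larger share of target counts dilutes genes outside the panel, from 15.2 to 12.2% of counts, a log2 ratio of -0.317 (SD over lines 0.103). The median log2 fold change of these genes was -0.424, and the difference of -0.107 lies just beyond the bound of 0.1 set for it. Set against the spread over lines, which was applied after the value was seen, this median leaves open whether more than dilution lowered these genes as a whole. For single genes the tables argue against dilution as the whole cause: with TMM over the genes outside the panel, which removes a common loss, 308 still passed, 144 higher and 164 lower. Each line has 1 library per condition, so an effect of blocking on these genes and a difference between library preparations both stay open.

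Outliers by gap and range were found in 0 of 14 groups of 4 to 9 lines or libraries, where chance gives 1 in 20. The SIRV isoform module was not among the probe targets. In it, 45 of 68 isoforms were detected in all libraries after 4 h, 48 after 8 h and 65 after 48 h. Their correlation with 1D cDNA was 0.747, 0.767 and 0.795 across isoforms, which are not independent replicates. The module held 20.4% ± 0.679 (SD between libraries) of spike-in counts in 1D cDNA. After capture it held 25.1% ± 0.372 at 4 h, 23.9% ± 0.409 at 8 h and 18.9% ± 2.36 at 48 h. Relative to spike-in counts, the module as a whole thus did not show the marked fall of most non-target ERCC transcripts and the non-target long SIRVs. Spike-in counts themselves rose from 5019 to 6556 per library in 1D cDNA to 55734 to 117078 at 48 h. Human counts rose less, so at 48 h the module's counts rose relative to human counts, although it was not targeted.

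Other splits of the samples were tested. For 100 splits of the breast lines, only 1, the real one, was as large for expression in luminal (59 genes, highest other split 19), HER2 enriched (67, other 13), basal A (70, other 14) and basal B lines (71, other 42). The same held for subtype-associated isoforms in luminal (3, other 1), basal A (3, other 2) and basal B lines (11, other 4). A share of 1 in 100 is under 0.05 and argues against chance there, but does not exclude it. Hormone receptor genes and ERBB2, by which the subtypes are described, are among the genes tested, so the expression calls are not independent of the labels. The basal A isoform result holds for the main setting only, since the count was 1 without DU4475, without MDA-MB-453 or without replicate 1 and 0 without replicate 2, below that other split. Chance stays open for isoforms in HER2 enriched lines, where 0 isoforms passed and 100 of 100 splits gave as many (highest other 1). For 3 libraries against 3 the 10 splits are too few for a share under 0.05: brain targets 10 (highest other split 0), TEQUILA-seq against xGen Lockdown-seq 0 genes (1; 10 of 10 splits as large) and 0 isoforms (5; 10 of 10), TEQUILA-seq against 1D cDNA 41 isoforms (15) and 1981 genes outside the panel (0), and in SH-SY5Y 52 spike-ins (0), 211 splicing factor genes (0), 111 isoforms at 48 h (0), 107 isoforms in direct RNA (0) and 18 exon events (0). The 8 splits of the 4 lines are likewise too few: 395 captured genes (0), 1094 genes with blocking (0) and 15 isoforms with multiplexing (0).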
